# Systems level profiling of chemotherapy-induced stress resolution in cancer cells reveals druggable trade-offs

**DOI:** 10.1073/pnas.2018229118

**Published:** 2021-04-21

**Authors:** Paula Saavedra-García, Monica Roman-Trufero, Hibah A. Al-Sadah, Kevin Blighe, Elena López-Jiménez, Marilena Christoforou, Lucy Penfold, Daria Capece, Xiaobei Xiong, Yirun Miao, Katarzyna Parzych, Valentina S. Caputo, Alexandros P. Siskos, Vesela Encheva, Zijing Liu, Denise Thiel, Martin F. Kaiser, Paolo Piazza, Aristeidis Chaidos, Anastasios Karadimitris, Guido Franzoso, Ambrosius P. Snijders, Hector C. Keun, Diego A. Oyarzún, Mauricio Barahona, Holger W. Auner

**Keywords:** proteasome, myeloma, proteostasis, GCN2, metabolism

## Abstract

Cancer cells can survive chemotherapy-induced stress, but how they recover from it is not known. Using a temporal multiomics approach, we delineate the global mechanisms of proteotoxic stress resolution in multiple myeloma cells recovering from proteasome inhibition. Our observations define layered and protracted programs for stress resolution that encompass extensive changes across the transcriptome, proteome, and metabolome. Cellular recovery from proteasome inhibition involved protracted and dynamic changes of glucose and lipid metabolism and suppression of mitochondrial function. We demonstrate that recovering cells are more vulnerable to specific insults than acutely stressed cells and identify the general control nonderepressable 2 (GCN2)-driven cellular response to amino acid scarcity as a key recovery-associated vulnerability. Using a transcriptome analysis pipeline, we further show that GCN2 is also a stress-independent bona fide target in transcriptional signature-defined subsets of solid cancers that share molecular characteristics. Thus, identifying cellular trade-offs tied to the resolution of chemotherapy-induced stress in tumor cells may reveal new therapeutic targets and routes for cancer therapy optimization.

## Significance

Cancer therapies often fail to cure patients because a proportion of tumor cells withstand the toxic effects of chemotherapy. How surviving cancer cells recover from sublethal drug-induced stress is not known, but given that cellular resources are finite, stress resolution may come at the expense of less essential systems. Here, we studied the global cellular events of stress buildup and resolution in the bone marrow cancer, multiple myeloma, after proteasome inhibition, a commonly used therapeutic approach. Using a temporal multiomics approach, we delineate the unexpectedly complex and protracted changes myeloma cells undergo during stress resolution and demonstrate that recovering cells are more vulnerable to specific insults than acutely stressed cells. Thus, the findings may provide avenues for optimizing cancer therapies.

One of the distinguishing characteristics of cancer cells is their ability to overcome barriers that would normally negatively impact their survival, growth, proliferation, or metastatic spread (1). Cancer cells overcome diverse challenges such as nutrient scarcity, mechanical stress, or immune attack through cellular adaptations that enhance traits that increase their fitness in a selective environment. For example, cancer cells in hypoxic tumor regions activate a gene-expression program that rewires cellular energy metabolism, allowing them to thrive in limiting conditions (2, 3). However, given that cellular resources are finite, promoting adaptive hallmarks in one context is likely to come at the expense of decreased fitness in other selective conditions. In evolutionary biology, such effects are known as trade-offs (4–7) and are mirrored in cancer cell biology when tumor-promoting genetic or phenotypic changes simultaneously confer a vulnerability on alternative cellular processes (8–11).

Anticancer therapies are often administered in temporally spaced doses that each kill a fraction of tumor cells by causing overwhelming cellular injuries, while other cells survive. In this scenario, a substantial proportion of the remaining tumor cells nonetheless suffer from drug-induced stress that they need to resolve to survive and proliferate. The redistribution of cellular resources that is required for stress resolution is likely to decrease cellular fitness to withstand alternative challenges. In short, vulnerabilities linked to cellular recovery from anticancer therapies represent trade-offs that may reveal therapeutic targets and offer new routes for enhancing drug synergies. However, how cancer cells manage to resolve therapy-induced stress is not known.

The bone marrow cancer, multiple myeloma (MM), and its treatment with proteasome inhibitors (PIs) represent a scenario in which therapy-induced cellular fitness trade-offs can modulate clinical responses. PIs are proteotypical proteostasis-targeting drugs that by disrupting the ubiquitin–proteasome system, which is responsible for the controlled degradation of most cellular proteins, kill tumor cells through an array of proteotoxic effects both upstream and downstream of the proteasome, such as accumulation of misfolded proteins and impaired amino acid recycling for protein synthesis (12–16). Treatment typically consists of weekly PI doses that each eliminate a fraction of MM cells by triggering overwhelming stress, while other tumor cells survive. Clinically, this means that most patients respond to PI treatment but also that curative elimination of all cancer cells cannot be achieved (17). Working toward understanding the stress–recovery paradigm and using an integrated systems-level approach to study cellular events, we show that the MM cell transcriptome, proteome, and metabolome undergo unexpectedly complex and protracted changes during the resolution of PI-induced stress. We conclusively demonstrate that recovering cells are more vulnerable to specific insults than acutely stressed cells and identify mitochondrial respiration and the cellular response to amino acid depletion as druggable recovery-associated vulnerabilities. Moreover, we demonstrate that general control nonderepressible 2 (GCN2), a kinase that governs the resolution of amino acid scarcity (18, 19), is a bona fide therapeutic target in transcriptional signature-defined subgroups of diverse cancers irrespective of PI treatment.

## Results

### Resolution of Proteasome Inhibitor-Induced Stress Entails Protracted System Perturbations.

To establish a clinically relevant in vitro model of PI stress recovery, we exposed RPMI-8226 MM cells to a 1 h pulse of the PI carfilzomib at 750 nM, which reduced the number of viable cells by ∼50% 2 d after the pulse (Fig. 1*A*). This approach closely replicates typical clinical pharmacokinetics and antitumor responses in MM patients (20, 21). We then carried out sequential transcriptome analyses by RNA sequencing, quantitative proteome analyses using a tandem mass tag (TMT) labeling approach, and metabolite profiling by liquid chromatography–mass spectrometry (LC–MS) at baseline and 1, 2, 4, 6, 8, and 10 d after treatment. 

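RNA was sequenced from RPMI-8226 cells, an established multiple myeloma line, on day 0 and on days 1, 2, 4, 6, 8 and 10 after a brief pulse of the proteasome inhibitor carfilzomib. Each day was represented by 5 subcultures, which gave 35 libraries. SI Appendix describes the subcultures as split from a single expanded culture, in which case the spread between them covers culture, library and sequencing but not separate experiments. Legends of SI Appendix call the same data independent experiments. The sample labels list the carfilzomib treatment for day 0 too, whereas SI Appendix states that day 0 was collected before carfilzomib was added, and day 0 was taken as untreated. On day 0, cultures received fresh medium and were left to equilibrate before carfilzomib. Whether the day 0 cells were collected before or after this step is not stated. Cells of day 2 and later were collected just before their medium was changed. The authors estimated counts by pseudoaligning the reads to the GENCODE transcriptome with Kallisto, adjusted them for GC content, and summarized them with tximport. The deposited values are whole-number count estimates without normalization for library size, given for each combination of gene symbol and transcript biotype. There are 84647 such combinations over 79 biotypes, and several symbols are older forms, such as UFD1L for UFD1 and AARS for AARS1. Of these combinations, 19665 were protein coding, 1666 of them had no count in any library, and the other 17999 were tested. Between 6519392 and 10962890 counts were assigned per library (median 7643975), of which 5373835 to 9307889 were protein coding. The median total per day ranged from 7048921 on day 1 to 8479115 on day 6. Differences between days were tested with the quasi-likelihood method of edgeR on TMM-normalized counts of all 35 libraries, with Benjamini–Hochberg adjustment. A transcript was called deregulated at Q ≤ 0.05 with a fold change above 2, the cutoffs of the main text. Values below are counts scaled to the TMM-normalized library size (CPM), as mean ± SD of 5 libraries, and log2 fold changes against day 0 with their standard error. This standard error is an approximation, the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Counts were simulated from the day 0 means, the library sizes and the dispersions fitted over all 35 libraries. Of 100 transcripts changed 4-fold in the simulated day 1 libraries, 96 were recovered at Q ≤ 0.05. Of 100 changed 1.5-fold, 64 were, both before the fold cutoff. The changed transcripts all had a real mean above 1 CPM, so their recovery does not cover transcripts with lower counts. Far fewer transcripts were changed than on the real day 1. Among 16672 unchanged simulated transcripts, 2 were called deregulated. Positions refer to GRCh38 with GENCODE release 44. For sets of genes, a score was computed per library as the mean log2 CPM over members with enough counts, with a prior count of 2. Scores of 2 days were compared with exact two-sided permutation tests over all assignments of 5 against 5 libraries, whose smallest possible p is 0.00794. The Benjamini–Hochberg adjusted value over the 20 score tests is given as q.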

At the same time points, we also collected mRNA and whole-cell protein extracts for quantitative real-time PCR and immunoblotting analyses, respectively, and cell culture supernatants for biochemical profiling by NMR spectroscopy. The number of viable cells reached a nadir on day 2 after proteasome inhibition and recovered to pretreatment levels on day 6 (Fig. 1*A* and *SI Appendix*, Fig. S1*A*). The amount of ubiquitinated proteins in whole-cell extracts as a readout of proteasome inhibition peaked on day 1 and then decreased to, or even slightly beyond, pretreatment levels on day 6 (Fig. 1*B*). A largely comparable temporal pattern of changes in viable cell numbers and ubiquitinated protein levels was observed in four other MM cell lines (*SI Appendix*, Fig. S1 *B* and *C*). Analysis of apoptosis and cell cycle in RPMI-8226 cells showed that the proportion of apoptotic cells peaked on day 4, while proliferation was lowest on day 2 and began to increase by day 4 (*SI Appendix*, Fig. S1 *D*–*F*).

**Fig. 1.**
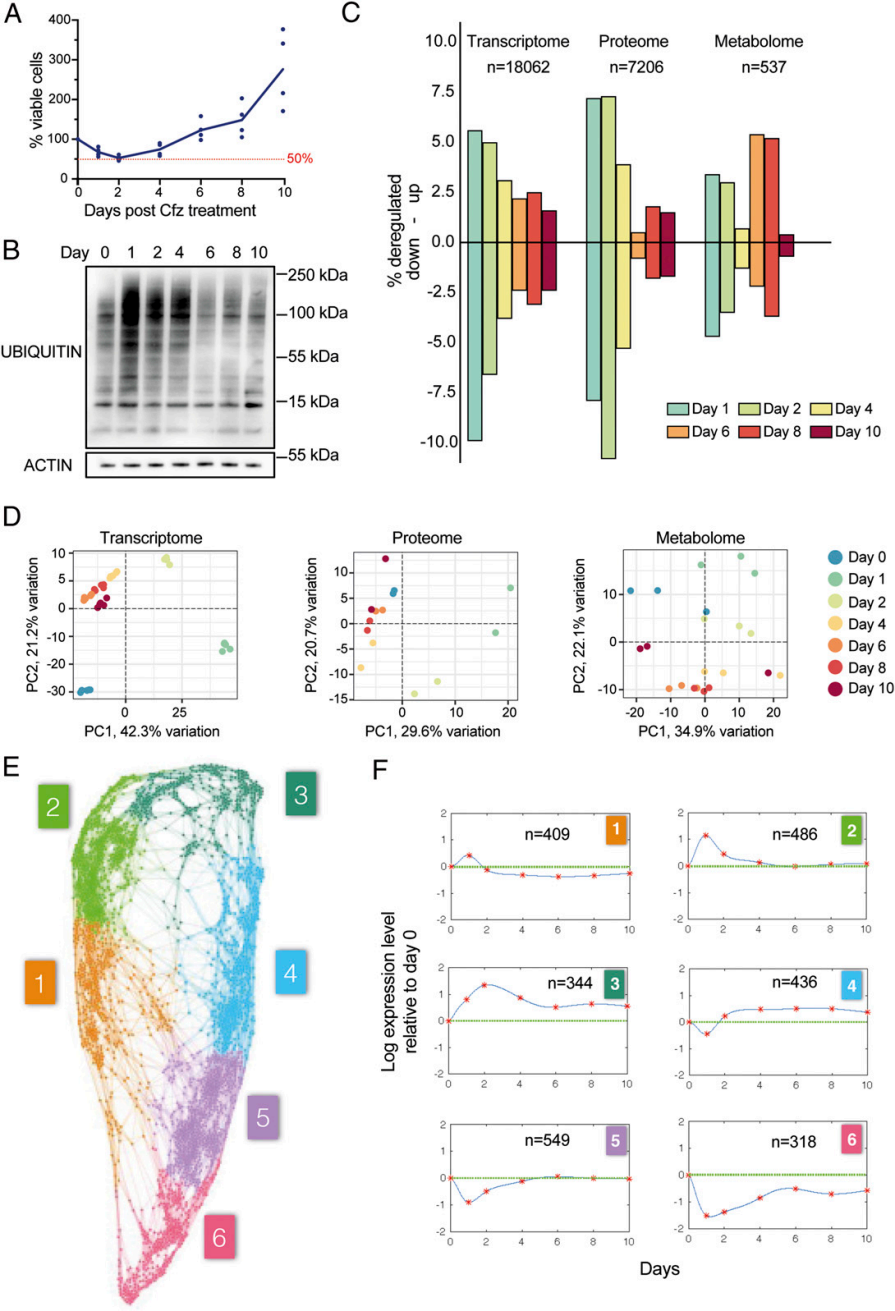
Global analysis of transcript, protein, and metabolite changes in MM cells recovering from proteasome inhibition. (*A*) Percentage of viable RPMI-8226 cells before and after carfilzomib (Cfz; 750 nM, 1 h) treatment (*n* = 4) as determined by Trypan Blue exclusion. (*B*) Immunoblot analysis of ubiquitinated proteins in whole-cell extracts from Cfz-treated RPMI-8226 cells (representative blot of *n* = 3). (*C*) Proportion of significantly deregulated transcripts, proteins, and metabolites (total numbers are indicated). (*D*) Unsupervised principal component (PC) analysis plots for transcripts, proteins, and metabolites. Percent (%) explained variation per PC is indicated by axis labels. (*E*) Gene-to-gene network for RNA sequencing data. Each node represents a transcript, and the connections between nodes represent the degree of similarity between their temporal response across all measured days; colors represent clusters of genes with similar temporal responses. (*F*) Average temporal expression profile of transcripts in clusters shown in *E*, also indicating the number of transcripts contained in each cluster.

To identify significant differences in transcripts, proteins, and metabolites compared to baseline (day 0), we used a 5% false discovery rate as cutoff, in line with comparable multiomics approaches (22, 23) (Fig. 1*C*). To enhance stringency further, a fold change > 2 was used as an additional cutoff for mRNA expression. The number of deregulated transcripts peaked on day 1 (*n* = 2,792 out of 18,062 transcripts, 15.5%) but was still at 4% (715 transcripts) on day 10. 

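Compared with day 0, 3679 of 17999 transcripts (20.4%) were deregulated on day 1, of which 1308 were higher and 2371 lower. The number fell to 2746 on day 2, 1694 on day 4 and 1207 on day 6, was 1472 on day 8, and was 1067 (5.93%) on day 10. On day 10, 433 transcripts were higher and 634 lower. More transcripts were lower than higher on each day, but the higher ones were the larger group on days 4, 6 and 8 with a filter on low counts, and on days 2, 4 and 6 without scaling factors. The fold cutoff moved these numbers most. With the cutoff of SI Appendix, an absolute log2 fold change of at least 2, 1395 transcripts were deregulated on day 1 and 351 on day 10. With each library of days 0 and 10 left out in turn, the day 10 number stayed between 957 and 1050. Among transcripts with a mean log2 CPM above 0 that moved the same way in every library, CLU, LGALS9C and DEFB4A had the largest fitted rise on day 1. CLU (chromosome 8, 27596917 to 27614700) went from 2.04 ± 1.20 CPM to 661 ± 25.5 CPM (n = 5), a log2 fold change of 8.32 (standard error 0.15, adjusted p = 2.04e-35 from edgeR). It was still raised on day 10, by 1.58 on the log2 scale. LGALS9C rose by 6.20 on the log2 scale (standard error 0.59) to 14.0 CPM. DEFB4A had 1 count in all 5 day 0 libraries together and 104 on day 1, a ratio of 98.5 with a 95% exact binomial counting interval of 17.3 to 3929. GDF15, SSPO and GRIK5, picked by their fitted fold change, had no count in any day 1 library, so the size of their fall has only a lower bound. Set against 3 counts over the 5 libraries, they were at least 54.5-fold, 44.7-fold and 36.6-fold lower, respectively. The largest fitted rises on day 10 were those of LILRA5, OLFML2B and MYO7A. LILRA5 had 2 counts in the day 0 libraries and 72 on day 10, a ratio of 33.2 with an interval of 8.85 to 279. OLFML2B and MYO7A rose by 3.61 and 3.56 on the log2 scale. The largest fitted falls were those of PHLDA3 (log2 fold change −6.55), RRAD (−6.53) and GDF15, which had 155 counts on day 0 and 1 on day 10, a ratio of 168 with an interval of 29.8 to 6689.9. RRAD (chromosome 16, 66921685 to 66925535) went from 197 ± 5.48 CPM on day 0 to 2.08 ± 0.682 CPM on day 10. These intervals and bounds cover counting error only.

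**Figure D1:**
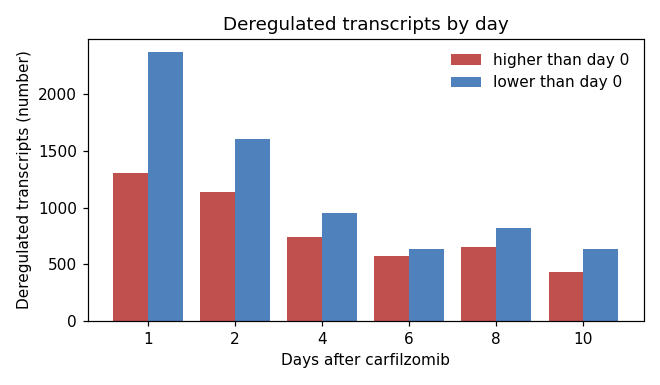
Number of deregulated transcripts against days after carfilzomib, as bars for those higher and those lower than day 0. The bars fall from 1308 higher and 2371 lower on day 1 to 433 higher and 634 lower on day 10, with a smaller second maximum on day 8.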

The highest number of deregulated proteins was observed on day 2 (*n* = 1,303 out of 7,206 proteins, 18.1%), while the largest proportion of deregulated metabolites was seen on day 8 (*n* = 48 out of 537 metabolites, 8.9%). We then performed principal component analysis (PCA) of transcriptomic, proteomic, and metabolomic data (Fig. 1*D* and *SI Appendix*, Fig. S1*G*), which showed separation of day 10 from day 0 samples, indicating that stress resolution was not complete on day 10. Moreover, PCA patterns indicated that the transcriptome, proteome, and metabolome of recovering cells differed from acutely stressed cells, suggesting that stress resolution was not a simple reversal of the processes that occurred during stress buildup.

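Principal components were computed from the log2 CPM of the 12301 transcripts with enough counts, centered and unscaled. PC1, PC2 and PC3 held 35.6%, 18.3% and 6.46% of the variance, with jackknife SDs over libraries of 6.18, 3.79 and 1.19 percentage points. The share of PC1 moved most with variance-stabilized counts, to 42.0%, and with only the transcripts of largest variance, to 29.2%. On PC1, day 0 libraries averaged −26.6 ± 3.12 (SD, n = 5) and day 10 libraries −16.2 ± 2.71. On PC2 the averages were 49.7 ± 1.65 and −3.04 ± 2.08, a separation many times the spread between libraries. Over all 12301 transcripts, the centers of day 10 and day 0 lay 62.2 log2 units apart (Euclidean distance, exact permutation test, p = 0.00794, the smallest possible). The mean distance between libraries of the same day was 54.9 on day 0 and 53.0 on day 10, and that between a day 0 and a day 10 library was 78.7. The closest such pair was 74.1 apart, and the farthest pairs within day 0 and within day 10 were 59.0 and 56.3 apart.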

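The distance of each day's center from that of day 0 was 108 on day 1, 93.1 on day 2, 74.6 on day 4, 64.4 on day 6 and 69.7 on day 8. Day 2 lay 77.1 from day 1, farther than day 2 from day 4 (49.9). Day 10 lay 94.3 from day 1, and day 6 lay 103 from day 1. On PC1, day 6 was back at the day 0 position (−26.7 ± 2.84), while on PC2 it stood at −6.25 ± 1.64. PC2 was lowest on day 2 (−26.3 ± 1.56), and day 1 libraries had a positive mean of 18.6 ± 1.64. For every pair of days, the distance was larger than that of any other assignment of the same libraries (exact permutation test, p = 0.00794 for each). Between consecutive time points, 1850 transcripts were deregulated from day 1 to day 2, 557 from day 2 to day 4, 113 from day 4 to day 6, 23 from day 6 to day 8 and 122 from day 8 to day 10. The number from day 6 to day 8 was 11 without replicate 3 of day 6, and 11 with DESeq2.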

In line with previous reports, we observed moderate but positive and significant correlations (r value range 0.222 to 0.344, *P* < 0.0001 for all days) between the fold changes of up- or down-regulated transcripts and proteins (22, 23) (*SI Appendix*, Fig. S1*H*). To further characterize the kinetics of the responses to proteasome inhibition, we focused on temporal changes in the transcriptome. First, using unsupervised machine learning applied to the time-course response of each transcript, we built a gene-to-gene network graph from the RNA-sequencing time series (Fig. 1*E*), where nodes represent transcripts, and the strength of connections between nodes represent the similarity of their time courses. Next, the network was clustered using a multiscale algorithm, which resulted in six clusters of 2,542 transcripts in total that represent the most prominent patterns of gene-expression changes (*SI Appendix*, Fig. S2*A*). 

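The clusters of Table S1 hold 409, 486, 344, 436, 549 and 318 transcripts, all of which had counts in the deposited data. The authors grouped them from these same libraries, so the profiles describe the clusters and are not a test of them. The errors are SDs over 5 libraries of the mean log2 CPM of the cluster. Cluster 1 averaged 0.57 ± 0.02 on the log2 scale relative to day 0 on day 1 and was below it from day 2, at −0.51 ± 0.01 on day 6. Cluster 2 averaged 1.53 ± 0.04 on day 1, 0.63 ± 0.03 on day 2 and 0.13 ± 0.03 on day 10. Cluster 3 was highest on day 2 at 1.88 ± 0.0093, and still at 0.83 ± 0.09 on day 10. Cluster 4 fell to −0.75 ± 0.05 on day 1 and then stood above day 0, at 0.76 ± 0.03 on day 6. Cluster 5 fell to −1.33 ± 0.03 on day 1 and was at −0.06 ± 0.03 on day 10. Cluster 6 was lowest on day 1 at −2.03 ± 0.03, stood at −1.75 ± 0.03 on day 2, and remained at −0.71 ± 0.07 on day 10. Taking the median over each cluster moved the day 1 value of cluster 2 most, to 1.30. Without scaling factors, the median change of all transcripts with enough counts moved to 0.12 on day 1, 0.13 on day 2 and 0.11 on day 4 (log2).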

Each cluster contained between 318 (cluster 6) and 549 (cluster 5) transcripts (Table S1) and was characterized by a unique temporal gene-expression profile (Fig. 1*F*). Pathway enrichment analysis in each cluster showed pronounced activity in pathways linked to the endoplasmic reticulum (ER) or proteasome-related protein processing, the unfolded protein response, and autophagy in clusters 1 and 2 (*SI Appendix*, Fig. S2 *B* and *C*), indicating that these processes were most active on day 1. 

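The S-phase and G2/M gene sets of Seurat were scored over 43 and 52 genes with enough counts. The S-phase score was 4.16 ± 0.08 (SD, n = 5) on day 0 and 5.73 ± 0.04 on day 2, a rise of 1.57 on the log2 scale (exact permutation test, p = 0.00794, q = 0.0113). The G2/M score rose by 1.80, from 4.48 ± 0.04 to 6.28 ± 0.02 (exact permutation test, p = 0.00794, q = 0.0113). In both tests all 5 libraries of day 2 lay above every day 0 library. Of 43 S-phase genes, 42 were higher on day 2 at Q ≤ 0.05 over all transcripts, and 42 when adjusted over the list alone. Of 54 G2/M genes with counts, 52 were higher, and 52 higher and 1 lower when adjusted over the list alone. The lower one was UBE2C, whose counts were too low for the score and which was chosen after its value was seen. The largest change among S-phase genes was that of UHRF1 on chromosome 19, with a log2 fold change of 3.10 (standard error 0.15), and the smallest that of PCNA (−0.03, standard error 0.07). Among scored G2/M genes these were AURKA (2.90, standard error 0.13) and CBX5 (0.44, standard error 0.05). On day 1 the S-phase score was 0.95 and the G2/M score 0.35 above day 0, and on day 10 they were 0.65 and 0.80 above it. The scores were not tested on these days. At Q ≤ 0.05 over all transcripts, 38 S-phase genes were higher and 1 lower on day 1, and 30 higher and 1 lower on day 10. Of the G2/M genes, 29 were higher and 7 lower on day 1, and 48 higher and 1 lower on day 10. By flow cytometry, the paper found proliferation lowest on day 2. The transcript scores thus ran opposite to measured proliferation on that day and cannot be read as a measure of it. The cause of this difference was not tested.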

Cell-cycle–associated pathway enrichment was predominantly found in cluster 3, indicating the reinitiation of proliferation during early recovery, in line with our cell-cycle analyses (*SI Appendix*, Fig. S1 *E* and *F*). In clusters 5 and 6, we observed enrichment of pathways related to protein processing at the ER and incorrect protein folding, and ribosome biogenesis and protein synthesis, indicating challenges of maintaining proteostasis while restoring a fully operational translational program.

### Proteasome Renewal and Oxidative Stress Dominate Early Proteasome Inhibition Effects.

Focusing on events during stress buildup, we first compared our findings with those of the only study we are aware of in which the myeloma cell transcriptome of newly diagnosed patients was analyzed after a single in vivo dose of a PI (24). In this study, patients received a dose of bortezomib and underwent a bone marrow aspirate 48 h later followed by gene-expression profiling, which identified 65 genes with significantly altered expression that were highly survival discriminatory. Of those, 59 transcripts were captured by our RNA-sequencing approach. Despite differences in the gene-expression analysis platform and proteasome inhibitor used, and the heterogeneity of the patient population, 45 (76%) and 39 (66%) of the genes were also significantly deregulated on day 1 and 2, respectively, of our experiment (Fig. 2*A* and Table S2). These results highlight that our experimental model faithfully recapitulates clinically relevant effects of in vivo treatment with PIs.

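All of the 59 transcripts of Table S2 were found in the deposited data. At Q ≤ 0.05 over all transcripts and without a fold cutoff, 49 of them (83.1%) differed from day 0 on day 1, of which 33 were higher and 16 lower. On day 2, 42 (71.2%) differed, with 29 higher and 13 lower. When adjusted over the list alone, the numbers were 52 and 44. With the fold cutoff added, 31 and 11 were deregulated. Over the other settings, the day 1 number lay between 49 and 51 and the day 2 number between 39 and 48. With each library left out in turn they lay between 47 and 50 and between 39 and 42. The largest fall on both days was that of FOSB (chromosome 19, 45467995 to 45475179), which went from 73.5 ± 5.86 CPM (SD, n = 5) on day 0 to 0.646 ± 0.340 CPM on day 1. FOSB is an immediate-early gene. Without untreated cultures beyond day 0, an effect of handling on day 0 cannot be told from one of carfilzomib. Of all 17999 transcripts, 52.7% on day 1 and 47.7% on day 2 passed Q ≤ 0.05 without a fold cutoff. The list was not tested against these shares, and its directions were not compared with those in patients. The values of these 59 genes in Table S2 had been seen before the tests were chosen.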

**Fig. 2.**
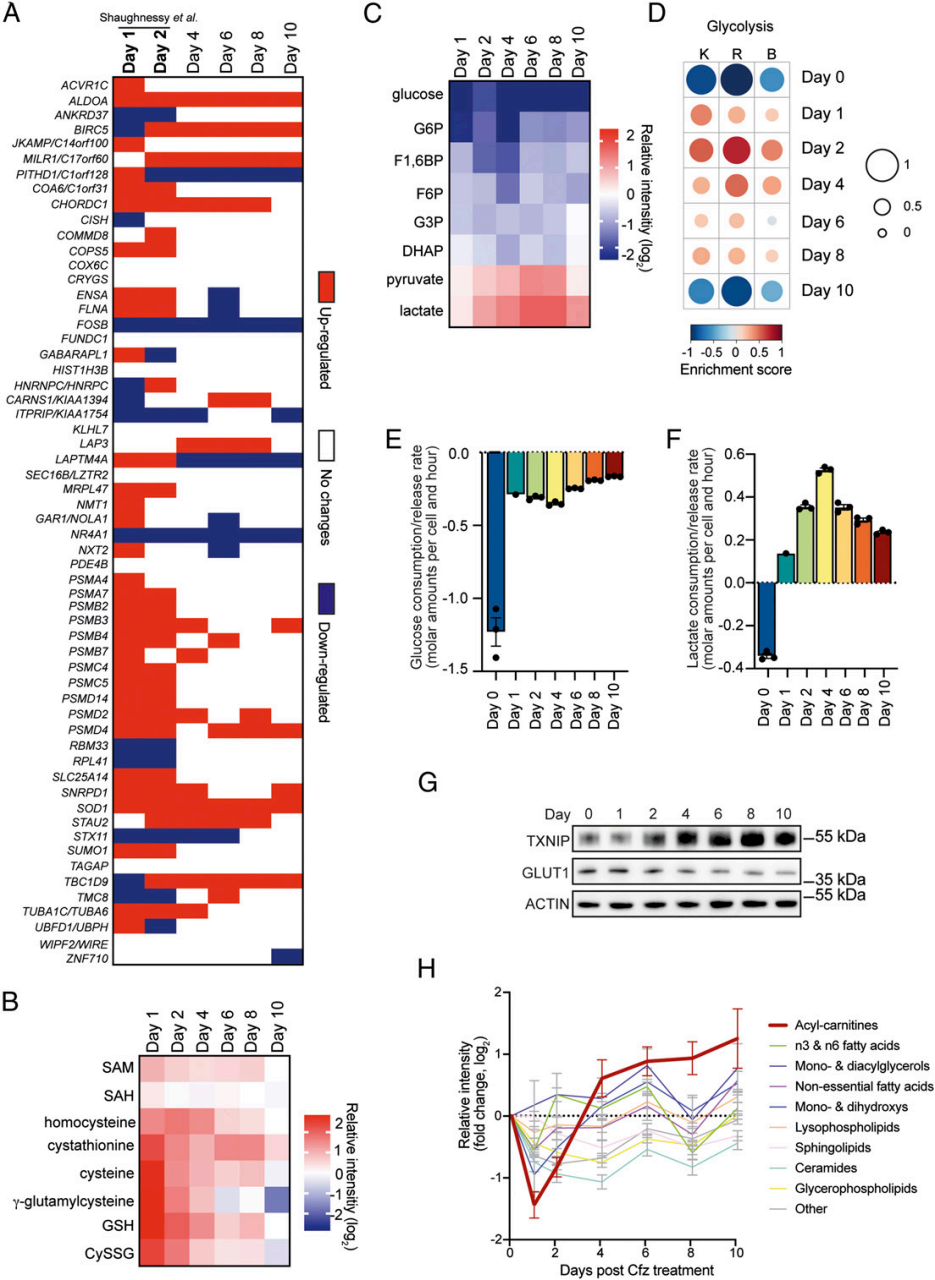
Recovery from proteasome inhibition entails oxidative stress resolution and triggers dynamic shifts in energy metabolism. (*A*) Heatmap showing deregulated and prognostic transcripts in myeloma cells derived from patients following treatment with a single dose of bortezomib (Shaughnessy et al.) (24) that were also identified by RNA sequencing in this study (red, up-regulated; blue, down-regulated; white, no significant change; two-way ANOVA, Dunnett’s test for multiple comparison, significance cutoff *P* < 0.05). (*B*) Heatmap representing relative levels of oxidative stress-related metabolites in carfilzomib-treated RPMI-8226 cells. SAM, S-adenosyl methionine; SAH, S-adenosyl-l-homocysteine; GSH, glutathione; CySSG, cysteine-glutathione disulfide (data shown as mean intensity, log_2_, of each metabolite normalized to day 0, *n* = 3). (*C*) Heatmap indicating relative levels of glycolytic metabolites. G6P, glucose 6-phosphate; F1,6BP, fructose 1,6-biphosphate; F6P, fructose 6-phosphate; G3P, glycerol 3-phosphate; DHAP, dihydroxyacetone phosphate (data shown as mean intensity, log_2_, of each metabolite normalized to day 0, *n* = 3). (*D*) Enrichment of glycolysis pathways as determined via GSVA of RNA-sequencing data. For visualization, the enrichment score range was scaled to be between −1 (underrepresented gene sets, blue) and +1 (overrepresented gene sets, red), also represented by the size of circles. K, KEGG; R, Reactome; B, Biocarta. (*E* and *F*) Metabolite consumption (negative values) and release (positive values) rates of glucose (*E*) and lactate (*F*) for RPMI-8226 cells based on NMR spectroscopy of cell culture supernatants (mean ± SEM, *n* = 3). (*G*) Immunoblot analysis of TXNIP and GLUT1 levels (representative blot of three independent experiments). (*H*) Changes in intracellular lipid-subfamily metabolites (mean ± SEM, *n* = 3) in response to carfilzomib (Cfz).

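Lists of 21 subunits of the 19S regulatory particle and 17 of the 20S core particle, immunoproteasome subunits included, were written beforehand. On day 1, 20 of the 19S and 16 of the 20S transcripts were above day 0 at Q ≤ 0.05 over all transcripts, 36 in total, and the same numbers when adjusted over the list alone. With a fold change above 2, 17 and 14 were. The total was between 34 and 36 with each library left out in turn and 35 or 36 under the other settings. PSMC4, a 19S ATPase (chromosome 19, 39971165 to 39981764), rose from 34.9 ± 5.26 CPM (SD, n = 5) to 387 ± 18.6 CPM. Its log2 fold change of 3.47 (standard error 0.10, adjusted p = 1.97e-28 from edgeR) was the largest of the 19S list. PSMB3 on chromosome 17 had the largest among 20S subunits, 2.42 (standard error 0.07, adjusted p = 1.02e-27 from edgeR). The exceptions were PSMD9 (0.05, standard error 0.18) and the immunoproteasome subunit PSMB9 (0.05, standard error 0.10). Table S1 lists PSMC4 and PSMB3 in cluster 2, PSMD9 in cluster 1 and PSMB9 in no cluster.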

One of the most striking early effects of proteasome inhibition we observed in line with the Shaughnessy study (24) was the quick and robust up-regulation of 35 proteasome subunit mRNAs, which were found predominantly in transcript cluster 2 (Table S1). This rapid but largely transient increase in transcripts in acutely stressed cells was observed for both 19S and 20S subunits. However, more 19S than 20S subunit transcripts subsequently dropped to below baseline levels during stress resolution (*SI Appendix*, Fig. S3*A*). Accordingly, gene set variation analysis (GSVA) also showed proteasomal pathway enrichment that peaked on day 1, followed by a return toward baseline (*SI Appendix*, Fig. S3*B*). 

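The 19S score rose from 5.98 ± 0.07 (SD, n = 5) on day 0 to 7.75 ± 0.05 on day 1, a change of 1.77 on the log2 scale (exact permutation test, p = 0.00794, q = 0.0113). The 20S score rose by 1.48, from 5.86 ± 0.07 to 7.34 ± 0.07 (exact permutation test, p = 0.00794, q = 0.0113). All 5 day 1 libraries lay above every day 0 library in both scores. On day 2 the scores were 0.37 and 0.36 above day 0. On day 10 the differences were 0.04 for 19S (exact permutation test, p = 0.302, q = 0.335) and 0.05 for 20S (exact permutation test, p = 0.262, q = 0.327), within the spread between libraries. Without scaling factors they were 0.11 and 0.12 (exact permutation test, p = 0.0238 for each) and passed the threshold. With the median over the list the 19S difference was 0.12 and the 20S difference −0.04, and neither passed it. PSMD1 was the 19S transcript farthest above day 0 on day 10, with a log2 fold change of 0.55 (standard error 0.08).

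**Figure D2:**
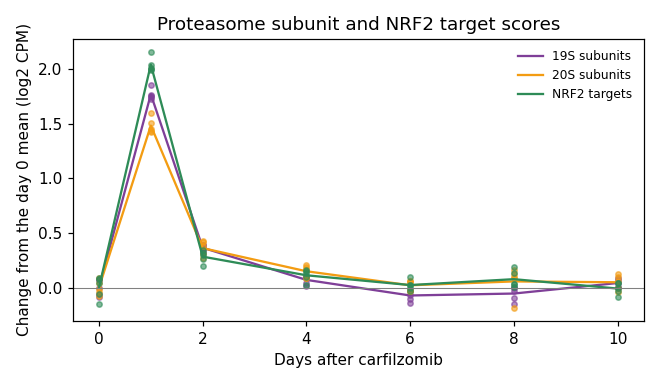
Change of the 19S, 20S and NRF2 target scores from the day 0 mean (log2 CPM) against days after carfilzomib, with points for the 5 libraries of each day and lines through their means. The scores are highest on day 1, at 1.77, 1.48 and 2.04, and stand at 0.04, 0.05 and −0.0084 on day 10.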

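On at least 1 of days 4, 6, 8 and 10, 7 of 21 19S subunit transcripts were below day 0 at Q ≤ 0.05 by edgeR, against 0 of 17 20S subunit transcripts (Fisher's exact test, two-sided, p = 0.0108). At an unadjusted p under 0.05 the numbers were 8 and 0, and with DESeq2 they were 8 and 0. Fisher's test takes the subunits as independent, although all were measured in the same libraries against the same day 0 group. Its p therefore does not measure the spread between cultures. The 19S number stayed between 6 and 8 with each library left out in turn and between 6 and 8 under the other settings, and the 20S number was 0 in all of them. By sign alone, without a threshold, 12 and 9 were below day 0 on at least 1 of these days, and 8 and 3 on all of them. PSMD9 was the lowest 19S transcript on each of these days and stood at −0.94 (standard error 0.19) on day 8. Without replicate 1 of day 0, its changes on days 6 and 10 were −0.43 and −0.41 and no longer passed the threshold. The lowest 20S transcript on days 4, 6 and 8 was PSMA5, chosen after its values were seen, at −0.48, −0.35 and −0.82. Its standard errors were wide (0.45 on day 8, adjusted p = 0.159 from edgeR). On day 10 the lowest was PSMA1, with a log2 fold change of −0.07 (standard error 0.07). As a mean over all members, the 19S score changed relative to the 20S score by −0.08 on day 4, −0.09 on day 6 and −0.11 on day 8, with 5, 4 and 4 of 5 libraries below every day 0 library. This difference was not tested on these days. On day 10 the change was −0.0069 (exact permutation test, p = 0.667, q = 0.702). With medians over the lists it was 0.17 (exact permutation test, p = 0.0794).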

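VCP, NPLOC4 and UFD1L, now named UFD1, all rose on day 1, and all were called with the fold cutoff and when adjusted over the list alone. VCP (chromosome 9, 35053928 to 35072668) went from 92.3 ± 7.67 CPM (SD, n = 5) on day 0 to 316 ± 22.7 CPM. Its log2 fold change was 1.77 (standard error 0.07, adjusted p = 1.65e-24 from edgeR). NPLOC4 (chromosome 17) rose by 1.43 on the log2 scale (standard error 0.05), and UFD1L (chromosome 22) by 3.42 (standard error 0.11). NPLOC4 was below day 0 from day 2 onward and stood at −0.30 on day 10 (standard error 0.05, adjusted p = 1.47e-05 from edgeR). On day 10, VCP did not differ past the threshold (0.11, standard error 0.07, adjusted p = 0.270 from edgeR), and UFD1L was still 0.60 above day 0 (standard error 0.12, adjusted p = 0.000165 from edgeR).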

Transcripts coding for the proteasome “bounce-back” regulator p97 (*VCP*) and its cofactors NPLOC4 and UFDL1 were also found in clusters 1 and 2. Thus, the cellular response by which proteasome subunits are renewed upon PI (25–27) was triggered rapidly.

Another prominent, early PI effect was the rapid onset of oxidative stress. Nuclear factor erythroid 2-related factor 2 (NRF2, encoded by *NFE2L2*) is a transcription factor that regulates genes, which contain antioxidant response elements in their promoters, and has been linked to PI treatment (28). We observed up-regulation of multiple NRF2 target-gene mRNAs predominantly in transcript cluster 2 (*SI Appendix*, Fig. S3*C*). Moreover, the NRF2 target HMOX1 (transcript cluster 2) stood out as the most highly expressed protein of all on day 1 (*SI Appendix*, Fig. S3*D*). 

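A list of 20 NRF2 target genes was written beforehand. On day 1, 19 of them were above day 0 at Q ≤ 0.05 over all transcripts and 1 was below, and the numbers were the same when adjusted over the list alone. With the fold cutoff, 17 were higher and 1 was lower. The score rose from 6.30 ± 0.10 (SD, n = 5) on day 0 to 8.35 ± 0.07 on day 1, a change of 2.04 (exact permutation test, p = 0.00794, q = 0.0113, all 5 libraries above every day 0 library). Over the other settings the day 1 change ranged from 1.33 to 2.15. On day 2 the score was 0.28 above day 0, and on day 10 it differed by −0.0084 (exact permutation test, p = 0.881, q = 0.881). With the median over the list in place of the mean, the day 10 difference was 0.20 (exact permutation test, p = 0.0238), and 9 transcripts were higher and 4 lower on that day, or 11 and 5 when adjusted over the list alone. HMOX1 (chromosome 22, 35380361 to 35394214) had the largest rise, from 3.98 ± 1.29 CPM to 187 ± 22.9 CPM on day 1, a log2 fold change of 5.56 (standard error 0.18, adjusted p = 2.55e-27 from edgeR). SLC7A11 was the transcript that was lower on day 1, with a log2 fold change of −1.50. NFE2L2, which encodes NRF2, changed by −0.12 on day 1 (standard error 0.08, adjusted p = 0.188 from edgeR) and by −0.82 on day 2 (standard error 0.08, adjusted p = 1.09e-11 from edgeR). The lower ones over all transcripts were FTH1, OSGIN1, SLC7A11 and SQSTM1, of which FTH1 and SQSTM1 were chosen after their values were seen. On day 10, TKT was the highest of the list (0.67, standard error 0.06) and OSGIN1 the lowest (−1.83, standard error 0.26).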

We also observed a sharp and transient increase in levels of the major antioxidant, glutathione (GSH), its precursors, and its metabolite cysteine–glutathione disulphide (CySSG) (Fig. 2*B* and Table S3). Thus, a PI pulse rapidly triggered oxidative stress and a cellular response that gradually resolved it.

### Proteasome Inhibition Temporarily Enhances Glycolysis Followed by Increased Fatty Acid Catabolism.

Prompted by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of RNA-sequencing data that showed “metabolic pathways” as the most highly enriched term from day 2 to day 10 after PI treatment (*SI Appendix*, Fig. S3*E*), we investigated metabolic processes in more detail. One of the most striking metabolic changes was a profound and persistent decrease of intracellular glucose levels. While levels of glycolytic intermediates also dropped below baseline levels (Fig. 2*C* and Table S4), pyruvate and lactate progressively increased and reached peak levels on days 6 and 8, respectively, while the pyruvate/lactate ratio gradually decreased until day 10 (*SI Appendix*, Fig. S3*F*). GSVA of RNA-sequencing data showed that enrichment of glycolytic pathways, reflecting increased expression of glycolytic enzyme mRNAs, peaked on day 2 and then returned to baseline levels on day 10 (Fig. 2*D*). 

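The gene sets scored by GSVA in the paper were not used here. In their place, a list of 26 glycolytic enzyme genes was written beforehand, of which 25 had counts and 18 had enough to be scored. The score was 7.89 ± 0.04 (SD, n = 5) on day 0. It was 0.75 higher on day 1 and 0.72 higher on day 2 (exact permutation test, p = 0.00794, q = 0.0113 for day 2), and these values differ by less than the SD between day 2 libraries of 0.07. The score was 0.57, 0.53 and 0.60 above day 0 on days 4, 6 and 8. On day 10 it was still 0.29 above, at 8.18 ± 0.04 (exact permutation test, p = 0.00794, q = 0.0113, all 5 libraries above every day 0 library). Over the other settings the day 10 value ranged from 0.19 to 0.36, and the day 2 value from 0.50 to 1.21. Of the transcripts with counts, 15 were higher on day 2 at Q ≤ 0.05 over all transcripts, and 13 were higher and 1 was lower on day 10, with the same numbers when adjusted over the list alone. PKM (chromosome 15) had the largest rise of the scored transcripts on day 2, from 1853 ± 137 CPM to 5503 ± 417 CPM, or 1.57 on the log2 scale (standard error 0.06, adjusted p = 1.31e-24 from edgeR). ENO2 had the smallest change (0.04, standard error 0.11). On day 10, ALDOC was the highest scored transcript (0.84, standard error 0.07) and ENO2 the lowest (−0.56, standard error 0.12).

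**Figure D3:**
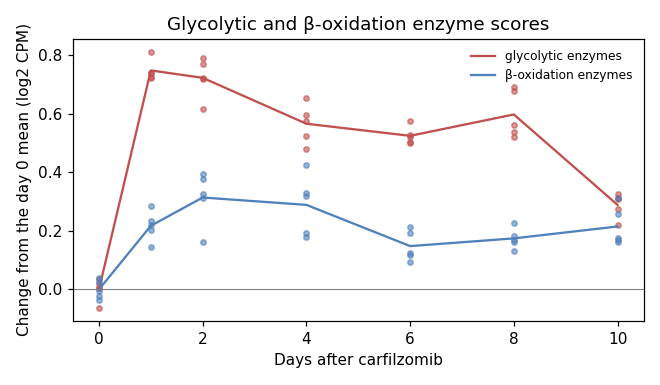
Change of the glycolytic and β-oxidation enzyme scores from the day 0 mean (log2 CPM) against days after carfilzomib, with points for the 5 libraries of each day and lines through their means. The glycolytic score stands at 0.75 on day 1, 0.72 on day 2 and 0.29 on day 10, and the β-oxidation score is highest on day 2 at 0.31.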

While these data suggested an increase in glycolytic activity during stress buildup and the early phases of stress resolution, analysis of corresponding cell culture supernatants by NMR spectroscopy showed that cellular glucose uptake decreased rapidly following proteasome inhibition and became even more suppressed during recovery (Fig. 2*E*). NMR data also showed that cells switched from lactate consumption at baseline to lactate release, which peaked on day 4 and then gradually decreased in recovering cells. (Fig. 2*F*). Looking for an explanation for the suppression of glucose uptake during recovery, we analyzed expression levels of the major glucose transporter, GLUT1, and of TXNIP, a suppressor of GLUT1 membrane expression and glucose uptake that is induced by high lactate levels (29–31). 

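At the transcript level, SLC2A1, which encodes GLUT1 (chromosome 1, 42925353 to 42958893), had a log2 fold change of 0.82 on day 1 and 0.85 on day 2 (standard error 0.15, adjusted p = 8.09e-06 from edgeR for day 2). It was 0.61 on day 4, 0.63 on day 6, 0.37 on day 8 (standard error 0.16, adjusted p = 0.0588 from edgeR) and 0.31 on day 10 (standard error 0.16, adjusted p = 0.137 from edgeR). The change on day 8 passed the threshold with DESeq2, without scaling factors, and without any of replicates 2 and 4 of day 0 and replicates 3 and 4 of day 8, and that on day 10 when only the libraries of both days were fitted. TXNIP (chromosome 1, 145992435 to 145996579) had a log2 fold change of 1.22 on day 1 (standard error 0.09), 1.73 on day 2, 2.43 on day 4 and 2.77 on day 6. On days 8 and 10 it was 2.49 and 2.48 (standard error 0.09, adjusted p = 6.03e-24 from edgeR for day 10).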

While GLUT1 levels decreased after day 2, TXNIP became increasingly up-regulated (Fig. 2*G* and *SI Appendix*, Fig. S3 *G* and *H*), providing a possible mechanistic link between increasing lactate levels and decreased glucose uptake during recovery. In addition to these complex changes in glucose metabolism, we also found that later stages of recovery were accompanied by increasing levels of acyl-carnitines and β-oxidation enzyme transcripts, suggesting enhanced β-oxidation (Fig. 2*H* and *SI Appendix*, Fig. S3*I*). 

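A list of 24 β-oxidation enzyme genes was written beforehand, of which 21 were scored. The score was 4.96 ± 0.03 (SD, n = 5) on day 0, and 0.22, 0.31 and 0.29 above this on days 1, 2 and 4. On days 6, 8 and 10 it was 0.15, 0.17 and 0.22 above day 0. The day 10 difference was larger than the spread between libraries, with a score of 5.18 ± 0.07 and all 5 libraries above every day 0 library (exact permutation test, p = 0.00794, q = 0.0113). With the median over the list in each library in place of the mean it was 0.0055 (exact permutation test, p = 0.833). Differences between day 10 and the earlier days after carfilzomib were not tested.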

Taken together, the results indicate that the cellular response to proteasome inhibition entails a dynamic shift in energy metabolism from increased glycolysis during acute stress to fatty acid catabolism during recovery.

### Proteasomal Stress Resolution Triggers Increased Mitochondrial Vulnerability.

Increased glycolytic activity in cancer cells is often associated with a decrease in mitochondrial oxidative phosphorylation (OXPHOS). To determine how proteasome inhibition alters mitochondrial function, we first analyzed the mitochondrial transcriptome, using MitoCarta2.0 (32), and found that more genes encoding mitochondrial proteins were up-regulated than down-regulated from day 1 to 10 (Fig. 3*A*). GSVA of MitoCarta2.0 genes showed a biphasic signature enrichment that peaked on day 2 (*SI Appendix*, Fig. S4*A*), and we observed the highest proportion of MitoCarta2.0 genes in transcript cluster 2 (*SI Appendix*, Fig. S4*B*). In contrast, proteomic data revealed that significantly more mitochondrial proteins were down-regulated than up-regulated on days 1 to 10 (Fig. 3*B*). The discrepancy between transcripts and proteins prompted us to take a closer look at mitochondrial ribosomal proteins (MRPs), evolutionarily conserved and lifespan-regulating nodal points in mitochondrial stress communications (22, 33). We found that mRNAs coding for MRPs were largely up-regulated during stress buildup and returned to near-baseline levels during stress resolution (Fig. 3*C* and Table S5), in line with the predominant temporal pattern observed for MitoCarta2.0 genes. In contrast, protein levels initially dropped and then gradually increased to near-baseline levels during late stages of recovery (Fig. 3*D* and Table S6). These findings prompted us to test if mitochondrial respiration changed during stress buildup and recovery. 

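The 30 MRP genes of Table S5, whose values had been seen in that table, were scored. The score rose from 5.19 ± 0.07 (SD, n = 5) on day 0 to 5.69 ± 0.06 on day 1, a change of 0.50 (exact permutation test, p = 0.00794, q = 0.0113, all 5 libraries above every day 0 library). It was 0.31 above day 0 on day 2, and differed from it by 0.08 on day 4 and −0.0086 on day 6. On day 10 it differed by 0.05 (exact permutation test, p = 0.286, q = 0.335). The day 10 value was 0.09 without replicate 1 of day 10 (exact permutation test, p = 0.0397) and 0.12 without scaling factors (exact permutation test, p = 0.0238), and both passed the threshold. With the median over the list it was −0.0032. On day 1, 24 transcripts were higher and 3 lower at Q ≤ 0.05 over all transcripts, and the same numbers when adjusted over the list alone. The lower ones were MRPL41, MRPS18B and MRPS2. On day 10, 4 were higher, namely MRPL19, MRPL45, MRPS5 and MRPS9, and 3 lower, namely MRPL41, MRPS2 and MRPS12, and these were the numbers over the list alone too. MRPL45, MRPS2, MRPS5 and MRPS18B were chosen after their values were seen. MRPL19 (chromosome 2) rose most on day 1, from 29.6 ± 2.73 CPM to 63.7 ± 6.65 CPM, a log2 fold change of 1.11 (standard error 0.07, adjusted p = 3.61e-17 from edgeR), and stood at 0.29 on day 10. MRPL41 (chromosome 9) was the lowest on day 1, at −0.60. On day 10, MRPS9 was the highest (0.61, standard error 0.05) and MRPS12 the lowest (−0.34, standard error 0.09).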

Using Seahorse technology, we observed a reduction in the basal, maximal, and ATP-dependent oxygen consumption of viable cells on days 1 and 2, followed by a considerable further decrease throughout stress resolution (Fig. 3*E* and *SI Appendix*, Fig. S4*C*). Consistently, we found that electron transport chain (ETC) protein levels decreased during stress buildup and largely remained below baseline levels during recovery. Complex I proteins such as NDUFB8 were the most suppressed during recovery (Fig. 3*F*). This led us to test if mitochondrial stressors would have a different effect on recovering cells compared to acutely stressed or unstressed cells. We found that a panel of drugs that target ETC complexes, maintenance of the transmembrane proton gradient, or mitochondrial translation largely triggered a greater reduction in cell viability in recovering cells than in acutely stressed cells, although the effects only partly met statistical significance criteria (*SI Appendix*, Fig. S4*D*). Similarly, changes in transcript levels of ATF4, the main mitochondrial stress transducer (22), suggested that mitochondrial stress was enhanced by these agents at the same level or more in recovering cells compared to acutely stressed or unstressed cells (*SI Appendix*, Fig. S4*E*). We also determined the impact of metformin, a drug that exerts anticancer effects partly through OXPHOS disruption (34–36). While metformin was not overtly cytotoxic (*SI Appendix*, Fig. S4*F*), metabolite profiling showed that metformin perturbed a considerably larger fraction of the cellular metabolome when it was added to cell cultures during stress recovery compared to acutely stressed cells (Fig. 3*G* and Table S7). Moreover, the metabolic effects of metformin during stress resolution were profoundly different from the effects during stress buildup and were dominated by a significant decrease in the level of 70 lipidic metabolites, demonstrating that metformin perturbed the recovery-associated increase in fatty acid catabolism (*SI Appendix*, Fig. S4*G*). In contrast, ritonavir, syrosingopine, and GSK2837808A, drugs that target different metabolic processes (37–40), did not have a preferential effect on recovering cells (*SI Appendix*, Fig. S4 *H* and *I*), demonstrating that stress resolution does not result in universally increased vulnerability of the cellular metabolome. Taken together, these observations indicate that several aspects of mitochondrial function are compromised in cells recovering from PI stress and that these impairments may be tied to increased vulnerabilities to mitochondrial stressors.

**Fig. 3.**
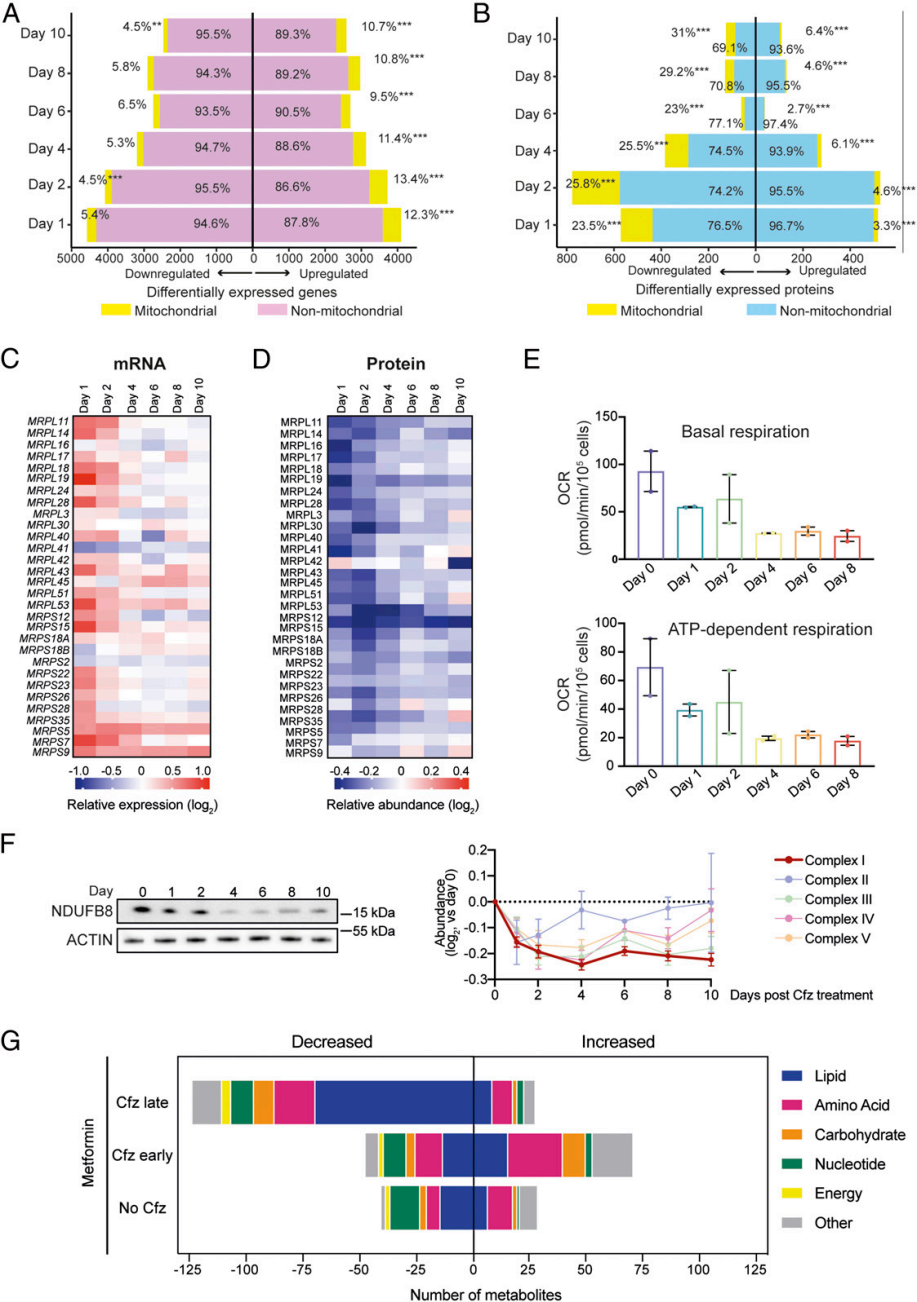
Mitochondrial changes during proteasome inhibitor-induced stress buildup and recovery. (*A* and *B*) Absolute numbers (x-axis) and proportion of significantly deregulated mitochondrial and nonmitochondrial genes (*A*) and proteins (*B*) based on MitoCarta2.0 presence or absence. Up- and down-regulated transcripts or proteins passing Benjamini–Hochberg *Q* ≤ 0.05 compared to day 0 were included. Level of statistical significance: ***, < 0.001; **, < 0.01; *, < 0.05. (*C*) Heatmap representing the expression levels of MRP transcripts (results shown as mean expression normalized to day 0, *n* = 5). (*D*) Relative abundance of TMT-labeled MRP peptides (data shown as mean levels normalized to day 0, *n* = 2). (*E*) Oxygen consumption rates (OCR) indicating basal (*Top*) and ATP-dependent (*Bottom*) respiration (mean ± SEM, *n* = 2 with 5 technical replicates each). (*F*, *Left*) Immunoblot analysis of NDUFB8 and actin (representative blot of *n* = 3); (*F*, *Right*) changes in ETC complex protein levels as determined by TMT-labeling analysis (mean ± SEM, *n* = 2). (*G*) Quantification of significantly altered metabolites in response to metformin as determined by LC–MS. Cfz-treated (day 0) RPMI-8226 cells were exposed to metformin (1 mM, 24 h) on day 0 (Cfz early) or day 5 (Cfz late; two-way ANOVA, 5% false discovery rate for multiple comparisons).

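Without the fold cutoff, 9480 of 17999 transcripts (52.7%) passed Q ≤ 0.05 on day 1, 4570 higher and 4910 lower than day 0. On days 2, 4, 6, 8 and 10 the numbers were 8578, 7043, 6209, 6624 and 5745. On day 10, 2895 transcripts were higher and 2850 lower. MitoCarta2.0 gene sets were not used here, so the paper's statement on them was not tested. The 13 protein-coding transcripts of the mitochondrial genome were scored on their own. Their score fell from 12.44 ± 0.22 (SD, n = 5) on day 0 to 11.67 ± 0.18 on day 1, a change of −0.77 on the log2 scale (exact permutation test, p = 0.00794, q = 0.0113, all 5 libraries below every day 0 library). All 13 were below day 0 at Q ≤ 0.05 on day 1 over all transcripts and when adjusted over the list alone. On day 10 the score was still below day 0, with a difference of −0.46 (exact permutation test, p = 0.0238, q = 0.0317, 4 of 5 libraries below every day 0 library), and 8 transcripts were lower, or 9 when adjusted over the list alone. Without any of replicates 1, 3, 4 and 5 of day 10, this score no longer passed the threshold (exact permutation test, p = 0.0397, q = 0.0529 for each), and the change was between −0.54 and −0.39 with each library left out. MT-CYB (14747 to 15887 of the mitochondrial genome) had the largest change on day 1, −1.23 (standard error 0.11, adjusted p = 2.12e-13 from edgeR), and MT-CO1 the smallest, −0.44 (standard error 0.10). On day 10, MT-ND1 had the largest, −1.04 (standard error 0.12), and MT-ND4 the smallest, −0.14 (standard error 0.10).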

### Intracellular Amino Acid Scarcity in Recovering Cells Triggers Dependency on GCN2 Signaling.

Amino acids contribute to the generation of tricarboxylic acid (TCA)-cycle intermediates and thus the provision of reducing equivalents that drive OXPHOS (41). We found that different amino acids were altered in strikingly different ways during PI-induced stress buildup and recovery (Fig. 4*A* and Table S8). Cysteine levels increased rapidly but transiently, in line with an early oxidative stress response **(**Fig. 2*B*). Alanine levels increased from day 4 and peaked on days 6 and 8, which is compatible with increased pyruvate availability during recovery (Fig. 2*C*). However, levels of most amino acids decreased to below baseline in response to carfilzomib at some point. Most notably, glutamine levels dropped rapidly and remained low throughout recovery. Consistent with the established importance of glutamine anaplerosis in MM cells (42), and in line with the observed decrease in mitochondrial respiration, levels of glutamate and TCA-cycle metabolites α-ketoglutarate, succinate, fumarate, and malate also dropped to below baseline (Fig. 4*B* and Table S9). However, citrate and aconitate became more abundant during stress recovery, a finding that is compatible with the increased availability of acetyl-CoA downstream of pyruvate.

**Fig. 4.**
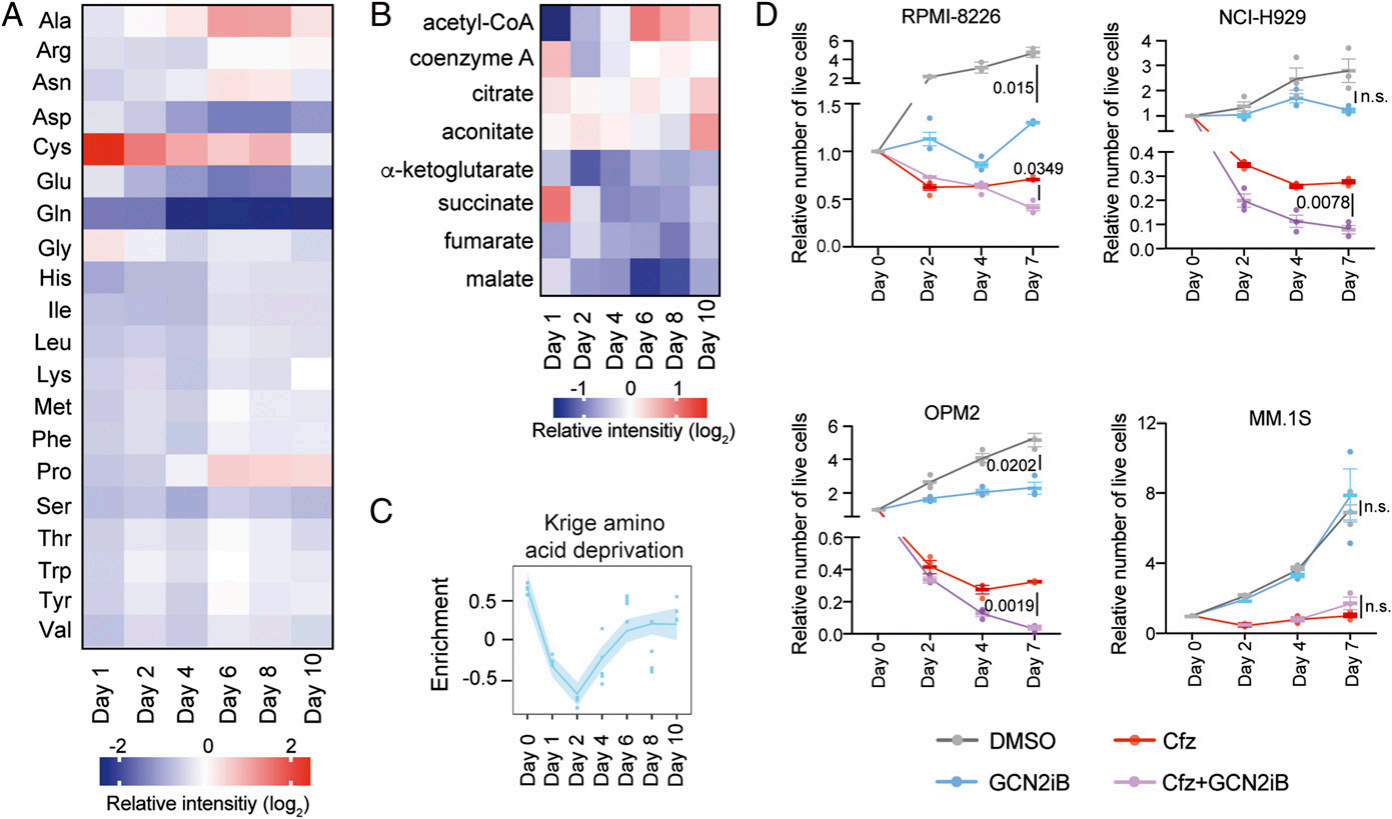
Proteasome inhibition causes amino acid depletion and GCN2 dependency during stress recovery. (*A*) Heatmap showing relative levels of amino acids in RPMI-8226 cells measured by LC–MS (data shown as mean intensity, log_2_, normalized to day 0, *n* = 3). (*B*) Heatmap depicting relative levels of TCA-cycle metabolites measured by LC–MS (data shown as mean intensity, log_2_, normalized to day 0, *n* = 3). (*C*) Krige amino acid deprivation–gene signature enrichment based on GSVA of RNA-sequencing data. (*D*) Effect of GCN2iB (1 μM, continuous for 7 d) on myeloma cell viability following a 1 h Cfz pulse (RPMI-8226, 750 nM; NCI-H929, 35 nM; OPM2, 100 nM; MM.1S, 75 nM). Viable cell numbers were determined by Trypan Blue exclusion (mean ± SEM, two-way ANOVA and Tukey’s test for multiple comparisons, *n* = 3).

We then asked whether the observed reduction in amino-acid levels triggered a cellular response. When intracellular amino-acid abundance decreases, the ensuing increase in uncharged transfer RNAs (tRNAs) activates GCN2 (*EIF2AK4*) (18). Active GCN2 phosphorylates eIF2-α on serine 52, which triggers a largely ATF4-driven stress response often referred to as the integrated stress response (ISR) (19). First, we searched for key targets of the GCN2–ATF4 axis in the transcript clusters described in Fig. 1*E*. A group of genes encoding transmembrane amino acid transporters (*SLC7A11*, *SLC3A2*, *SLC1A5*, *SLC7A1*, and *SLC6A9*) were all found in transcript cluster 6 (Table S1). Moreover, genes encoding tRNA synthetases, enzymes that charge tRNAs with their cognate amino acids, were also largely found in clusters 5 and 6 (*AARS*, *CARS*, *GARS*, *MARS*, *QARS*, *SARS*, *TARS*, *WARS*, and *YARS*). Similarly, *EIF2AK4* and *ATF4* and functionally well-characterized major GCN2–ATF4 axis targets (*DDIT3*, *SESN2*, *ASNS*, and *CHAC1*) were also part of cluster 6. In contrast, mRNAs encoding key ER chaperones BIP (*HSPA5*) and P58IPK (*DNAJC3*), which are up-regulated by increased protein misfolding in the ER, and the ER stress transducer and eIF2-α kinase PERK (*EIF2AK3*), were not represented in any of the transcript clusters. 

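All 5 transporter transcripts were below day 0 on each day after carfilzomib at Q ≤ 0.05, although the call for SLC1A5 on day 10 was lost without replicate 1 of day 0, without any of replicates 4 and 5 of day 10, and without scaling factors. They were lowest on day 2. SLC7A11 (chromosome 4, 138164097 to 138242349) had 182 ± 4.67 CPM (SD, n = 5) on day 0 and 16.6 ± 2.66 CPM on day 2, a log2 fold change of −3.47 (standard error 0.10, adjusted p = 7.17e-29 from edgeR). The log2 fold changes on day 2 were −3.61 for SLC6A9 (chromosome 1), −2.18 for SLC3A2 (chromosome 11), −1.51 for SLC1A5 (chromosome 19) and −1.30 for SLC7A1 (chromosome 13), with standard errors between 0.05 and 0.13. On day 6 the 5 transcripts had risen to between −1.03 for SLC3A2 and −0.42 for SLC1A5. On day 8 they were again lower, between −1.88 for SLC6A9 and −0.82 for SLC1A5. On day 10 they stood between −0.87 for SLC3A2 and −0.19 for SLC1A5.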

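Of the 9 tRNA synthetase transcripts, Table S1 lists AARS, GARS, MARS, SARS, WARS and YARS in cluster 6 and CARS, QARS and TARS in cluster 5. All 9 were below day 0 on days 1 and 2 at Q ≤ 0.05. The log2 fold change on day 2 was −1.45 for AARS, −1.42 for CARS, −1.81 for GARS, −1.59 for MARS, −2.16 for SARS, −0.95 for TARS, −2.17 for WARS and −1.09 for YARS, with standard errors between 0.07 and 0.11. QARS was lowest on day 1 (−0.86, standard error 0.07) and higher than day 0 on day 6 (0.21, standard error 0.07, adjusted p = 0.0102 from edgeR). WARS (chromosome 14, 100333790 to 100376805) went from 347 ± 21.6 CPM (SD, n = 5) on day 0 to 77.0 ± 2.82 CPM on day 2 and 178 ± 19.5 CPM on day 10, a log2 fold change of −0.96 on day 10. SARS stood at −0.71 on day 10 (standard error 0.07). AARS, CARS, QARS, TARS and YARS were between −0.11 for AARS and 0.16 for TARS on day 10 and did not pass the threshold.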

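EIF2AK4, which encodes GCN2 (chromosome 15, 39934115 to 40035591), had 255 ± 9.60 CPM (SD, n = 5) on day 0 and 88.0 ± 3.82 CPM on day 1, a log2 fold change of −1.53 (standard error 0.06, adjusted p = 1.83e-24 from edgeR). It rose to −0.63 on day 4 and −0.21 on day 10. ATF4 (chromosome 22, 39519695 to 39522683) fell to a log2 fold change of −1.93 on day 2 (standard error 0.06, adjusted p = 3.16e-28 from edgeR). It did not differ from day 0 past the threshold on day 6 (−0.06, standard error 0.05, adjusted p = 0.432 from edgeR) and was below it on day 8 (−0.54) and day 10 (−0.36, standard error 0.05, adjusted p = 6.38e-07 from edgeR). The targets were lowest on day 2, with log2 fold changes of −3.58 for DDIT3, −4.03 for SESN2, −2.84 for ASNS and −4.90 for CHAC1 (standard errors 0.15, 0.12, 0.07 and 0.25). On day 6 CHAC1 (chromosome 15) was above day 0 (0.59, standard error 0.15, adjusted p = 0.00126 from edgeR), whereas DDIT3, SESN2 and ASNS were at −0.85, −0.92 and −0.86. On day 10 these 3 were at −1.31, −1.07 and −0.70, and CHAC1 was at 0.29 (standard error 0.15, adjusted p = 0.137 from edgeR). The lowest count of CHAC1 in a day 2 library was 1.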

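HSPA5, DNAJC3 and EIF2AK3 were each below day 0 on all days after carfilzomib at Q ≤ 0.05, over all transcripts and when adjusted over the list alone. HSPA5 (chromosome 9, 125234853 to 125241382) went from 2540.3 ± 169.5 CPM (SD, n = 5) on day 0 to 1337 ± 57.1 CPM on day 1, a log2 fold change of −0.93 (standard error 0.05, adjusted p = 4.39e-20 from edgeR). Its change was −0.74 on day 6 and −0.62 on day 10. DNAJC3 (chromosome 13) changed by −0.52 on day 1 and −0.31 on day 10, with standard errors of 0.05 and 0.05. EIF2AK3 (chromosome 2) changed by −1.01 on day 1 and −0.48 on day 10, with standard errors of 0.07 and 0.06. SI Appendix states that the clustered genes were filtered by their variance after day 0 had been removed. Over the libraries of days 1 to 10, on regularized log2 counts, the variance was 0.0182 for HSPA5, 0.0138 for DNAJC3 and 0.0319 for EIF2AK3, all under the threshold of 0.1.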

GSVA of unfiltered RNA-sequencing data revealed a compatible enrichment pattern of an established amino acid depletion signature (KRIGE_AMINO_ACID_DEPRIVATION) and of ATF4 targets (IGARASHI_ATF4_TARGETS) (Fig. 4*C* and *SI Appendix*, Fig. S5*A*). Taken together, the findings reveal that, following a brief inactive period in the aftermath of proteasome inhibition, amino acid depletion-induced GCN2–ATF4 signaling becomes increasingly reactivated during recovery.

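The 20 genes of the GCN2–ATF4 axis named in the text, EIF2AK4 and ATF4 included, were scored as a set. Since the paper drew them from clusters made on these libraries, neither the count over the list nor the tests of its score are independent evidence. The score fell from 7.99 ± 0.05 (SD, n = 5) on day 0 to 6.54 ± 0.03 on day 1 and 5.84 ± 0.02 on day 2, a change of −2.15 on day 2 (exact permutation test, p = 0.00794, q = 0.0113). It then rose to 6.87 ± 0.13 on day 4 and 7.51 ± 0.09 on day 6, was 7.00 ± 0.13 on day 8, and reached 7.61 ± 0.09 on day 10. From day 2 to day 10 it rose by 1.78 (exact permutation test, p = 0.00794, q = 0.0113). On day 10 it was still below day 0, with a difference of −0.38 (exact permutation test, p = 0.00794, q = 0.0113). In each of these tests all 5 libraries of the later day lay beyond every library of the earlier one. Over the other settings the day 10 difference from day 0 ranged from −0.38 to −0.31, and from −0.41 to −0.34 with each library left out in turn. The day 2 value moved most with the median over the list, to −1.66. On day 2, all 20 transcripts were below day 0 at Q ≤ 0.05, and on day 10 14 were, with the same numbers when adjusted over the list alone. Gene sets for the amino acid deprivation and ATF4 target signatures were not used here. From these genes and from the enrichment of the signatures, the paper concludes that amino acid depletion-induced GCN2–ATF4 signaling was briefly inactive after proteasome inhibition and was increasingly reactivated during recovery.

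**Figure D4:**
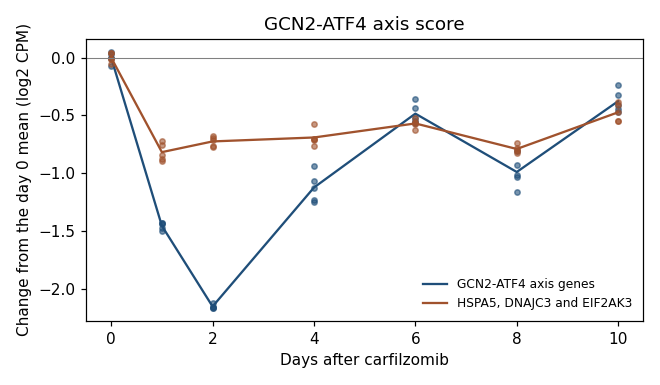
Change of the GCN2–ATF4 axis score and of the mean of HSPA5, DNAJC3 and EIF2AK3 from the day 0 mean (log2 CPM) against days after carfilzomib, with points for the 5 libraries of each day and lines through their means. The axis score is lowest on day 2 at −2.15 and stands at −0.48 on day 6, −0.99 on day 8 and −0.38 on day 10, while the mean of the 3 ER genes lies between −0.82 and −0.47 after day 0.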

To ascertain if cellular recovery depends on a GCN2-driven stress response, we made use of the selective GCN2 inhibitor, GCN2iB (43). The choice of pharmacological inhibition over genetic depletion was driven by the requirement to rapidly switch off GCN2 signaling at precisely defined time points during stress buildup or recovery. First, we validated that GCN2iB disrupts stress signals triggered by amino-acid depletion but not by protein misfolding (*SI Appendix*, Fig. S5 *B* and *C*). Next, we tested if GCN2 inhibition affects myeloma cell growth. GCN2iB alone had a moderately inhibitory effect on the proliferation of RPMI-8226 cells. While GCN2iB did not enhance carfilzomib-induced cell death on days 2 and 4, GCN2 inhibition had a significant effect on viable cell numbers on day 7. When we extended our analysis to additional myeloma cell lines, we found that GCN2iB significantly enhanced the carfilzomib-induced reduction of viable OPM2 and NCI-H929 cells on day 7 but had no effect on MM.1S cells (Fig. 4*D*). Thus, GCN2 blockade disrupts cellular recovery from proteasome inhibition in a proportion of MM cell lines. Extending these data to nonmyeloma cells, and using a genetic targeting approach, we observed that short hairpin (sh)RNA-mediated depletion of GCN2 enhanced the cytotoxicity of proteasome inhibition in A549 lung adenocarcinoma cells (*SI Appendix*, Fig. S5*D*). We then tested the susceptibility of nonmalignant bone-marrow cells to GCN2 inhibition. To this end, we pooled primary mesenchymal bone-marrow stromal cells (MSCs) from three healthy pediatric MCS donors and exposed them to carfilzomib and GCN2iB. In line with previous observations using continuous bortezomib treatment (44), a 1 h carfilzomib pulse had a minor effect on the viability of MSCs, and inhibition of GCN2 did not result in any overt toxicity when given alone or following proteasome inhibition (*SI Appendix*, Fig. S5*E*). Taken together, the findings show that GCN2 promotes the resolution of PI-induced stress in cancer cells.

### GCN2 Blockade Highlights Its Intricate Metabolic Functions in Recovering Cells.

Next, to gain a mechanistic insight into the role of GCN2 in stress recovery, we determined the effects of GCN2 inhibition on the cellular metabolome. Biochemical profiling (Table S10) showed that pharmacological GCN2 blockade in unstressed cells predominantly triggered a decrease in the levels of diverse metabolites, including glutamine and aspartate, in line with the primary role of GCN2 in maintaining amino acid availability. However, GCN2 inhibition during PI-induced stress buildup had a qualitatively different effect, with lower levels of GSH, *N*-acetylcysteine, and cysteine pointing to a role for GCN2 in modulating oxidative stress. However, GCN2 inhibition during stress resolution triggered a different response. Out of 51 significantly altered metabolites, 45 were increased. Of those, 29 (64%) were classified as lipids, predominantly n-3 and n-6 fatty acids and acyl-carnitines, indicating a further metabolic shift toward β-oxidation (Fig. 5 *A* and *B*). Thus, the role of GCN2 in cells recovering from PI-induced stress is different from its function in acutely stressed or unstressed cells.

**Fig. 5.**
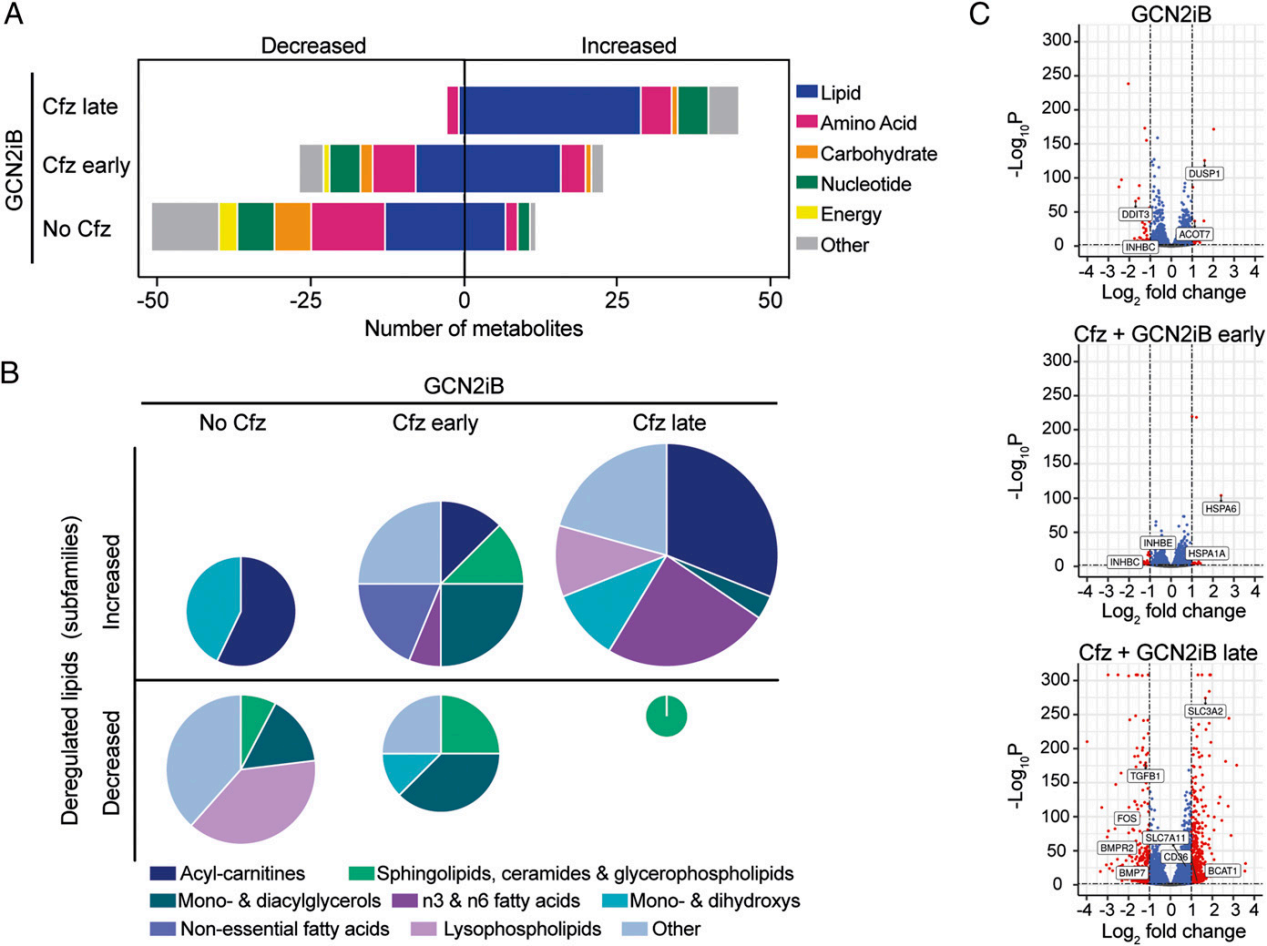
Differential effect of GCN2 inhibition on the cellular transcriptome and metabolome during stress recovery. (*A*) Quantification and classification of metabolites significantly deregulated by GCN2iB (1 μM, 24 h) in RPMI-8226 cells nontreated or treated with carfilzomib (Cfz; early, GCN2iB treatment on day 0; late, GCN2iB treatment on day 5) based on two-way ANOVA (5% false discovery rate for multiple comparisons). (*B*) Distribution of significantly deregulated lipids in lipidic subfamilies. Pie-chart sizes are representative of the number of deregulated lipids. (*C*) Volcano plots showing deregulated mRNAs after GCN2 inhibition. Cut-offs (dashed lines) are drawn at Benjamini–Hochberg *Q* ≤ 0.05 and absolute log_2_ fold change ≥1 based on RNA-sequencing–derived mRNA expression levels in RPMI-8226 cells treated with GCN2iB (1 μM, 48 h) early (day 2 to 4) or late (day 4 to 6) after a Cfz pulse, or without prior Cfz treatment. Selected genes of interest related to the ISR, TGF-β signaling, and fatty acid and cystine metabolism are indicated.

Next, we performed RNA sequencing to complement the biochemical profiling. We found that GCN2 inhibition significantly deregulated 95 transcripts in unstressed cells and that key GCN2–ATF4 targets with roles in amino acid homeostasis (*DDIT3*, *ATF3*, *CHAC1*, *SESN2*, *SLC7A11*, and *TRIB3*) were among the 71 down-regulated mRNAs (Fig. 5*C* and Table S11). When GCN2 was inhibited in cells that had reached the nadir in viable cell numbers (day 2 to 4), a lower number of mRNAs were deregulated than in unstressed cells, consistent with the lack of apparent cytotoxic synergy at this point. However, pharmacological GCN2 blockade in recovering cells (day 4 to 6) increased the number of deregulated transcripts more than 18-fold to 919 (down, 460; up, 459). GCN2 inhibition also increased 20S and particularly 19S proteasome-subunit transcript levels most during recovery, with a moderate effect in unstressed cells, and almost no detectable change in acutely stressed cells (*SI Appendix*, Fig. S6*A*). Focusing on the most relevant Gene Ontology (GO)-Biological Processes (BP) terms linked to GCN2 inhibition (*SI Appendix*, Fig. S6 *B* and *C*), we examined “Carboxylic acid metabolic process” in more detail and found that over 80% of up-regulated genes in this category code for proteins involved in amino acid or lipid metabolism, in line with metabolite data, while 36% of the down-regulated genes are involved in glucose metabolism (*SI Appendix*, Fig. S6*D*). We also found that components of the TGF-β pathway, which promotes MM growth and myeloma bone disease (45–47), were repressed by GCN2 inhibition during recovery (Fig. 5*C* and *SI Appendix*, Fig. S6*E*), including ligands (like *TGFB1* or *BMP7*), receptors (*BMPR2*), and effectors (*FOS*) (Table S11). RNA-sequencing results also showed that transcripts coding for both subunits of the cystine–glutamate antiporter (*SLC7A11* and *SLC3A2*) were up-regulated in GCN2iB-treated cells, in line with increased levels of cystine observed by LC–MS (Table S10). Together, the results demonstrate that cells that are recovering from proteasome inhibition have a heightened dependency on GCN2 to maintain homeostasis in multiple cellular systems.

### GCN2 Dependency Signatures in Cancer Subgroups.

Having identified GCN2 as a recovery-associated vulnerability in myeloma cells, we then set out to explore whether other cancer cells might be vulnerable to GCN2 irrespective of prior chemotherapy-induced stress. To this end, we made use of CRISPR essentiality screen data available in the Cancer Dependency Map (DepMap) (https://depmap.org/portal, CRISPR [Avana] Public 20Q1 release). In line with our finding that the cytotoxic effects of GCN2 inhibition on PI-naïve myeloma cell lines were absent or moderate, no myeloma cell line is classified as GCN2-dependent in DepMap. However, we found that 93 out of 739 cancer cell lines (13%) are dependent on GCN2 (*EIF2AK4*). By comparison, one, zero, and five cancer cell lines (0.1, 0, and 0.7%) are dependent on the other three eIF2-α kinases, *EIF2AK1* (HRI), *EIF2AK2* (PKR), and *EIF2AK3* (PERK). To test if gene-expression signatures can predict GCN2 dependency, we identified 61 cancer cell lines with the highest DepMap GCN2 dependency (median CERES scores −0.95; range −0.58 to −1.79) and 60 tissue-matched cell lines with the lowest GCN2 dependency (median CERES scores 0.21; range 0.0 to 0.61) (Table S12). Heatmap analysis of RNA-sequencing data revealed a clear difference in mRNA expression patterns between GCN2-dependent and GCN2-independent cell lines but was also indicative of tissue-specific heterogeneity (*SI Appendix*, Fig. S7). We therefore focused on skin cancer, the cancer type with the largest number of GCN2-dependent cell lines in DepMap. First, we identified a 56-gene signature that identifies GCN2-dependent skin cancer cell lines (*SI Appendix*, Fig. S8). We then projected this signature onto the transcriptomes of 424 melanomas in The Cancer Genome Atlas (TCGA) and found that 22 (5.2%) of the tumors matched the DepMap GCN2-dependency signature by more than 80% (*SI Appendix*, Fig. S9*A*). Heatmap analysis showed that these transcriptomes were distinct from those of tumors predicted to be the least GCN2-dependent (*SI Appendix*, Fig. S9*B*). Clinically, patients with tumors predicted to be GCN2-dependent received pharmacological therapy quicker than patients with a low dependency signature (*P* = 0.0095), developed new tumors faster (*P* = 0.005), and were more likely to receive both pharmacological therapy (*P* = 0.008) and radiotherapy (*P* = 0.015) for these new tumor events. We then repeated the process for DepMap Central Nervous System (CNS) cell lines and found that a 40-gene signature identified 53 out of 697 TCGA glioblastomas/gliomas (7.6%) as GCN2 dependent (*SI Appendix*, Fig. S10*A*). Similar to melanoma patients, they were more likely to receive adjuvant therapy (*P* = 0.004) and to start both pharmaceutical therapy (*P* < 0.001) and radiotherapy (*P* = 0.05) quicker than those with low dependency signatures. Finally, 7 of 361 (1.9%) TCGA hepatocellular carcinomas highly matched a 58-gene signature for GCN2 dependency (*SI Appendix*, Fig. S10*B*). To identify shared molecular features of predicted GCN2-dependency across different cancers, we compared enriched KEGG pathways and found that 17 were communal (*SI Appendix*, Fig. S11*A*). Of those, “Cytokine-Cytokine Receptor Interaction” stood out as the most highly ranked pathway in skin (*SI Appendix*, Fig. S11*B*) and liver and as the third highest ranked in CNS (Table S13). This is biologically relevant because TGF-β pathway genes significantly contributed to the enrichment, which, together with our RNA-sequencing data on GCN2iB-treated MM cells (Fig. 5*C* and Table S11 and *SI Appendix*, Fig. S6*E*), demonstrates a functional link between TGF-β signaling and GCN2 in several malignancies. Moreover, commonly enriched pathways such as “Protein Digestion and Absorption” and “Nitrogen Metabolism” are composed of genes encoding molecules with diverse roles in amino acid transport and biosynthesis, in line with the primary role of GCN2 as a regulator of amino acid homeostasis. Thus, patients with different cancer types that are predicted to have GCN2-dependent tumors share molecular hallmarks that may facilitate stratification for GCN2-targeting therapeutic approaches.

## Discussion

Here, by applying an integrated and temporal systems-level “multiomics” approach, we delineate the global cellular processes by which cancer cells recover from therapy-induced proteotoxic stress, as occurs in vivo in patients treated with PIs (20, 21, 24). Our extended and synchronous profiling of mRNA and protein expression, metabolite levels, and mitochondrial function reveals a layered chart of the intricate and surprisingly protracted mechanisms that are triggered by a brief burst of proteasome inhibition (*SI Appendix*, Fig. S12). We find that the resolution of initial injuries by early stress responses is accompanied by the staggered emergence of new challenges and further corrective measures, resulting in sustained waves of biological processes. The temporal patterns and functional connections of these mechanisms (Fig. 1 *D*–*F*) support a model in which at least some of the challenges that arise in recovering cells are directly linked to the mechanisms of stress resolution. As such, the cellular vulnerabilities that are coupled with the recovery process represent dynamic trade-offs that are distinct from other forms of therapeutically exploited vulnerabilities such as synthetic lethality (48), collateral lethality (49), or drug-induced synthetic lethality that is based on persistent phenotypic changes (50).

The enhanced dependency of recovering cells on GCN2 likely represents one such example. Although levels of some amino acids, such as glutamine and aspartate, dropped to below baseline in the early aftermath of proteasome inhibition, they reached their nadir in later stages of recovery. Moreover, ISR activation and thus dependency on GCN2 signaling became particularly apparent during recovery. The restoration of protein synthesis in recovering cells is a likely explanation for the increased demand for amino acids during stress resolution, and GCN2 blockade in that context is predicted to render the finely tuned attenuation of protein synthesis by the ISR inadequate, allowing protein synthesis to overshoot cellular capacity. Given that protein synthesis depends on degradation (16), our findings that GCN2 inhibition led to increased proteasome subunit expression in recovering cells is compatible with this notion, which is also supported by transcriptome analyses that show enrichment of protein synthesis pathways during recovery (*SI Appendix*, Fig. S2 *B* and *C*). Future studies should therefore address the question if inadequately controlled protein synthesis, which has previously been linked to increased cell death in response to perturbations of the ubiquitin-proteasome system (51–54), is indeed a major mechanism by which GCN2 inhibition perturbs recovery from PIs. Our observations indicate that the role of GCN2 goes beyond regulating the availability of amino acids as protein building blocks. As such, the profound effects of GCN2 inhibition on lipidic metabolites in recovering cells hint at a central role in energy metabolism and are broadly in accord with previously observed functional links between GCN2 and lipid homeostasis (55). While our findings identify GCN2 as a prototypic recovery-associated vulnerability in PI-treated MM cells, they also suggest that a clinically relevant proportion of solid cancers could be amenable to GCN2 inhibition without prior PI treatment, that these cancers may be identifiable by gene-expression signatures, and that they share molecular characteristics linked to key functions of GCN2. While further studies will need to refine the molecular features that define a cancer as GCN2 dependent, our data can form the basis for a drug target discovery pipeline to identify stress-independent targets in subsets of cancer types by means of routine transcriptome analyses.

With a view to a potential clinical application of GCN2 inhibitors, it is worth noting that genetic GCN2 depletion, or its systemic inhibition, is largely well tolerated in murine systems, unless mice receive diets that lack essential amino acids (43, 56, 57). In contrast, inhibition of another eIF2-α kinase, PERK (*EIF2AK3*), has shown promising antitumor effects but is linked to considerable toxicity in mice (58, 59). Further downstream, mitigation of the ISR with Integrated Stress Response Inhibitor (ISRIB), a compound that antagonizes translational reprogramming caused by eIF2-α phosphorylation, has been shown to prevent breast cancer cells from attaining stem-cell–like properties that are required for disease progression (60). Moreover, ISRIB perturbs proteostasis and triggers cytotoxic effects in prostate cancer cells (61). In conjunction with our findings, these studies and others on ER stress (62) highlight the importance of processes linked to eIF2-α in regulating cancer cell fate.

Tumor-promoting roles of GCN2 and its potential as an anticancer drug target have been reported before (43, 63–66), but its relation to proteasome inhibition and role in MM has remained largely undetermined (67, 68). While proteasome inhibition has been shown to trigger lethal amino acid scarcity in yeast, mammalian cells, and flies (15, 51), amino acid depletion has not been a widely accepted mechanism of action of PIs in MM, possibly because it becomes most apparent only when cells begin to recover from proteasome inhibition. Our findings suggest that the ability of MM cells to trigger a GCN2-dependent AAR may contribute to PI resistance, which has been linked to a variety of mechanisms (14, 69). Intriguingly, PI resistance has also been linked to the suppression of 19S proteasome subunits (70–72), and our observation that the expression of several 19S subunit mRNAs dropped below baseline levels in recovering cells could indicate a first step toward resistance development via this mechanism or the persistence of cells with lower 19S subunit expression before treatment. Our finding that GCN2 inhibition markedly increased expression levels of 19S subunits in recovering cells tentatively suggests that GCN2 inhibition could counter this therapeutically unwanted 19S suppression.

Reduced expression of 19S subunits has also been linked to altered mitochondrial energy metabolism as a cause of PI resistance. Induced suppression of the 19S subunit PSMD2 reduces the acute PI-induced drop in OXPHOS, thereby promoting proteotoxic stress tolerance and PI resistance (73). Our findings that mitochondrial respiration was even more suppressed during recovery than during acute stress raises the question whether this state triggers increased or decreased mitochondrial vulnerability. This is particularly relevant in comparison with acutely stressed cells, in which the combination of increased mitochondrial gene expression with suppressed protein levels (Fig. 3 *A*–*D*) suggests a considerable level of mitochondrial stress. Our observations on how mitochondrial stressors affected viability and ATF4 transcript levels are to some extent compatible with a higher level of mitochondrial vulnerability in recovering cells than in acutely stressed cells or unstressed cells, and the effects of metformin on the cellular metabolome we observed support this interpretation. However, future studies need to define the apparently complex role of mitochondria in the resolution of PI stress in more detail if any therapeutic benefit is to be derived. In this respect, it is worth noting that metformin has been linked to reduced progression of the myeloma precursor condition, monoclonal gammopathy of undetermined significance, to overt myeloma (74). The profound metabolic perturbations triggered by metformin in cells recovering from PI treatment can provide the basis for further investigations into combination therapies to suppress myeloma progression.

One of the most striking metabolic changes in the wake of a brief burst of proteasome inhibition that we observed is that glucose consumption and intracellular abundance are reduced even more in cells that are recovering than in acutely stressed cells. These changes are accompanied by a decrease in expression of the glucose transporter, GLUT1, and up-regulated expression of TXNIP, a major suppressor of glucose uptake, in recovering cells (Fig. 2*G*). While the precise mechanisms of action underlying these dynamic changes remain to be determined, it seems plausible that the increased generation of lactate contributes to the up-regulation of TXNIP and suppression of glucose uptake during recovery (30, 31). Intriguingly, TXNIP expression has also been linked to mitochondrial function (75, 76) and is enhanced in response to amino acid depletion (77), suggesting it could be a major metabolic signaling node during PI-stress resolution. Despite activation of the ISR and increased expression of amino acid transporters, cells also failed to recover glutamine levels during recovery. It therefore remains to be established if the scarcity of two of the most important sources of energy and carbon, glucose and glutamine, somehow provides an advantage to recovering cells or is a surprisingly well-tolerated bystander effect. It will also be intriguing to investigate in more detail why the reduction in mitochondrial respiration in recovering cells is so protracted. Our findings indicate that cells recovering from acute PI-induced stress enhance fatty acid catabolism and increase cellular energy generation via β-oxidation (*SI Appendix*, Fig. S12). This metabolic shift could, at least partly, be linked to the increase in proliferation following cell-cycle arrest during acute stress. A similar metabolic state, which is characterized by minimal glycolysis and high dependency on fatty acid oxidation, has been described in rapidly cycling germinal-center B cells (78). Preclinical observations suggest that the reliance of some cancers on fatty acids to generate energy may be exploited therapeutically by means of pharmacological or dietary interventions (79, 80). It is therefore tempting to speculate that such approaches could also be applied in the context of PIs in MM patients, particularly as our observations on the effects of metformin and GCN2 inhibition also link fatty acid metabolism to stress recovery in PI-treated MM cells.

In summary, our work demonstrates that temporal multiomics approaches can reveal metabolic vulnerabilities tied to cellular recovery from chemotherapy, paving the way for new routes to optimize cancer therapies.

## Materials and Methods

A detailed description of all materials and methods used in this study (cell culture and reagents, cell viability assays, quantitative real-time PCR, immunoblotting, RNA-sequencing, TMT labeling proteomics, metabolomics, Seahorse analysis, biomathematic modeling and clustering, statistical analyses, bioinformatic analyses, availability of datasets and code, supplementary references) is available in the online *SI Appendix*. Human mesenchymal stromal cell (hMSC) samples were deidentified prior to use in this study and obtained from the Imperial College Healthcare Tissue Bank (ICHTB, Human Tissue Authority license 12275). ICHTB is approved by the UK National Research Ethics Service to release human material for research (12/WA/0196). Bone marrow aspirates were obtained from healthy pediatric stem-cell donors, and written informed consent for the use of hMSC for research was obtained from the donors’ parents.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

RNA-sequencing, proteomics, metabolomics, and code data have been deposited in Zenodo (https://zenodo.org/record/4010524) and are accessible.

# Supplementary material for: Systems level profiling of chemotherapy-induced stress resolution in cancer cells reveals druggable trade-offs
**Source:** Proc Natl Acad Sci U S A. 2021 Apr 21;118(17):e2018229118. doi: 10.1073/pnas.2018229118
**Supplement:** Supplementary File

**Supplementary Information for:**

**Systems level profiling of chemotherapy-induced stress resolution in cancer cells reveals druggable trade-offs**

Paula Saavedra-Garcia<sup>1,2</sup>, Monica Roman-Trufero<sup>1,2,15</sup>, Hibah A Al-Sadah<sup>1,2,15</sup>, Kevin Blighe<sup>3</sup>, Elena Lopez-Jimenez<sup>1,2</sup>, Marilena Christoforou<sup>1,2</sup>, Lucy Penfold<sup>1,4</sup>, Daria Capece<sup>5</sup>, Xiaobei Xiong<sup>1,2</sup>, Yirun Miao<sup>1,2</sup>, Katarzyna Parzych<sup>1</sup>, Valentina Caputo<sup>2</sup>, Alexandros P Siskos<sup>6</sup>, Vesela Encheva<sup>7</sup>, Zijing Liu<sup>8,9,10</sup>, Denise Thiel<sup>8</sup>, Martin F Kaiser<sup>11</sup>, Paolo Piazza<sup>12</sup>, Aristeidis Chaidos<sup>2</sup>, Anastasios Karadimitris<sup>2</sup>, Guido Franzoso<sup>5</sup>, Ambrosius P Snijders<sup>7</sup>, Hector C Keun<sup>6</sup>, Diego A Oyarzún<sup>13,14</sup>, Mauricio Barahona<sup>8</sup> and Holger W Auner<sup>1,2</sup>✉

<sup>1</sup>Cancer Cell Protein Metabolism, Department of Immunology and Inflammation, Imperial College London, London, UK. <sup>2</sup>The Hugh and Josseline Langmuir Centre for Myeloma Research, Imperial College London, London, UK. <sup>3</sup>Clinical Bioinformatics Research, London, UK. <sup>4</sup>Cellular Stress, MRC London Institute of Medical Sciences, London, UK. <sup>5</sup>Centre for Molecular Immunology and Inflammation, Department of Immunology and Inflammation, Imperial College London, London, UK. <sup>6</sup>Department of Surgery and Cancer, Imperial College London, London, UK. <sup>7</sup>Proteomics Platform, The Francis Crick Institute, London, UK. <sup>8</sup>Department of Mathematics, Imperial College London, London, UK. <sup>9</sup>Department of Brain Sciences, Imperial College London, London, UK. <sup>10</sup>UK Dementia Research Institute at Imperial College, London, UK. <sup>11</sup>Myeloma Molecular Therapy, The Institute of Cancer Research, Sutton, UK. <sup>12</sup>Imperial BRC Genomics Facility, Department of Metabolism, Digestion and Reproduction, Imperial College London, London, UK. <sup>13</sup>School of Informatics, The University of Edinburgh, Edinburgh, UK. <sup>14</sup>School of Biological Sciences, The University of Edinburgh, Edinburgh, UK.

<sup>15</sup>these authors contributed equally to this work.

**This file includes:**

- Figures S1-S13 (page 2-20)
- Materials and Methods (page 21-30)
- Supplementary References linked to Materials and Methods (page 31)

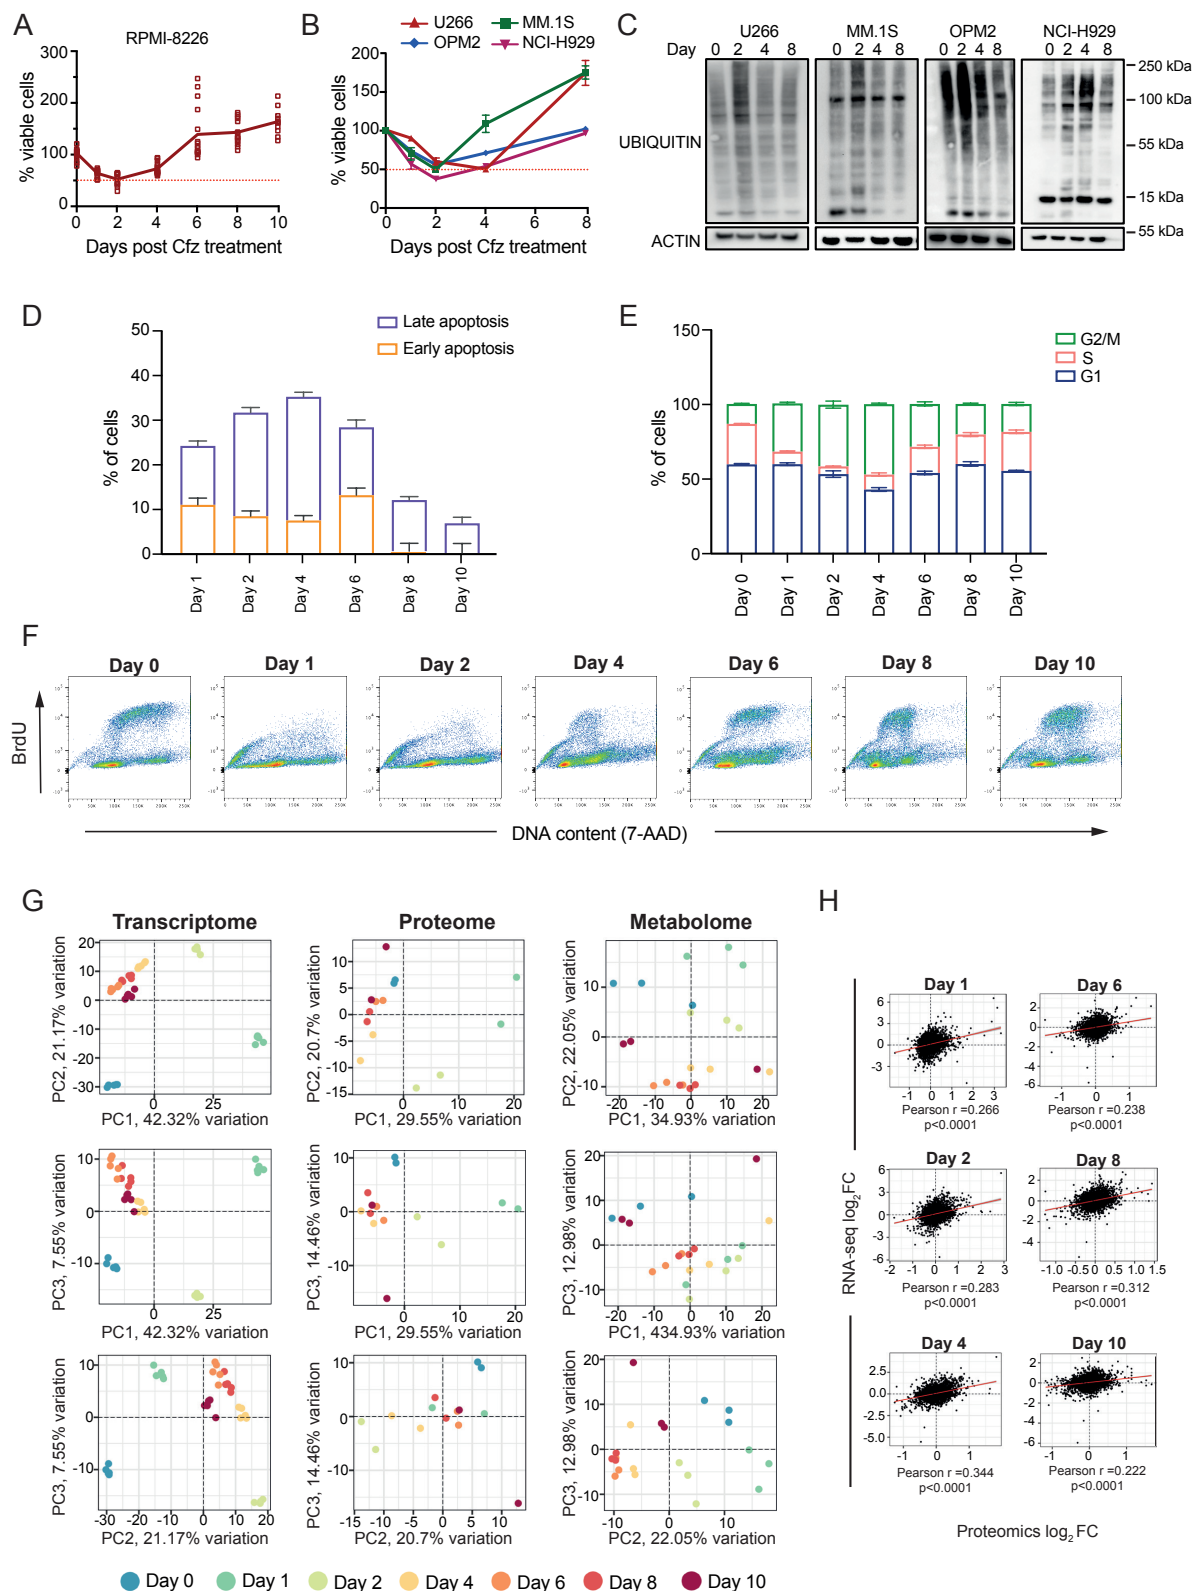

**Figure S1. Characterisation of myeloma cell recovery from proteasome inhibition.**

A) Percentage of viable cells determined by Guava flow cytometry (n = 16). B) Percentage of viable cells of four myeloma cell lines determined by Trypan Blue exclusion (mean  $\pm$  SEM, n = 3). C) Immunoblot analysis of ubiquitinated protein levels in whole cell extracts (representative blot of n = 3). B) and C)

Carfilzomib (Cfz) doses used for each cell line were MM.1S, 150 nM; OPM2, 150 nM; U266, 750 nM and NCI-H929, 100 nM. *D*) Increase in apoptotic RPMI-8226 cells relative to day 0 as determined by flow cytometry based on AnnexinV-FITC and PI positivity (mean  $\pm$  SEM,  $n = 6$ ). *E, F*) Cell cycle analysis of RPMI-8226 as determined by flow cytometric analysis after staining with anti-BrdU and 7-AAD. Data are shown in *E*) are mean  $\pm$  SEM ( $n = 6$ ), plots shown in *F*) are representative. *G*) Unsupervised principal component (PC) analysis bi-plots of PC1, PC2 and PC3. *H*) Correlation analyses of log<sub>2</sub>FC comparisons for all mRNAs and proteins matched by Entrez ID. Red line denotes a linear regression fit with 95% confidence intervals. Captions show Pearson correlation values ( $r$ ) and correlation test-derived p-values.

A

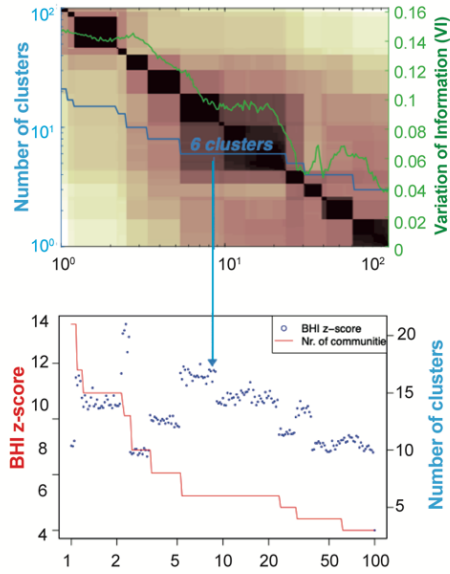

B

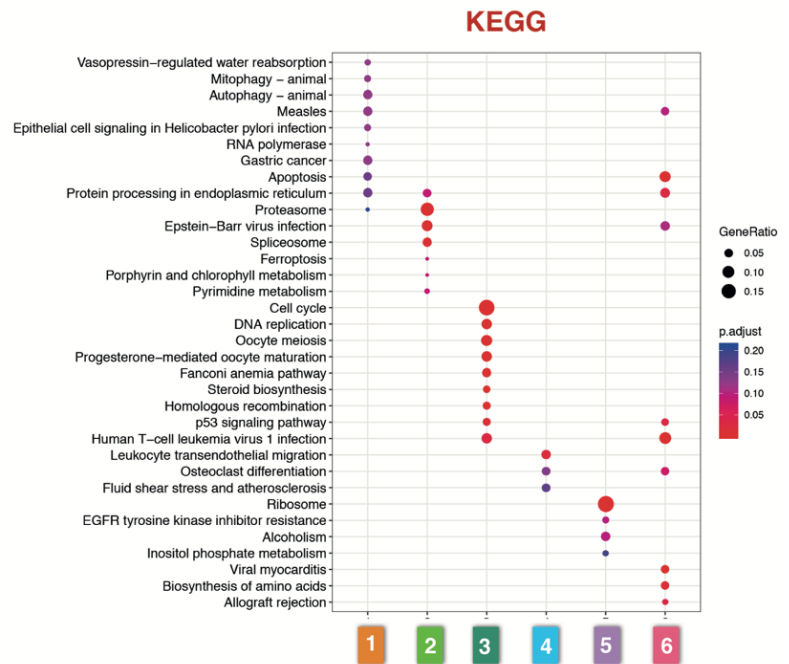

C

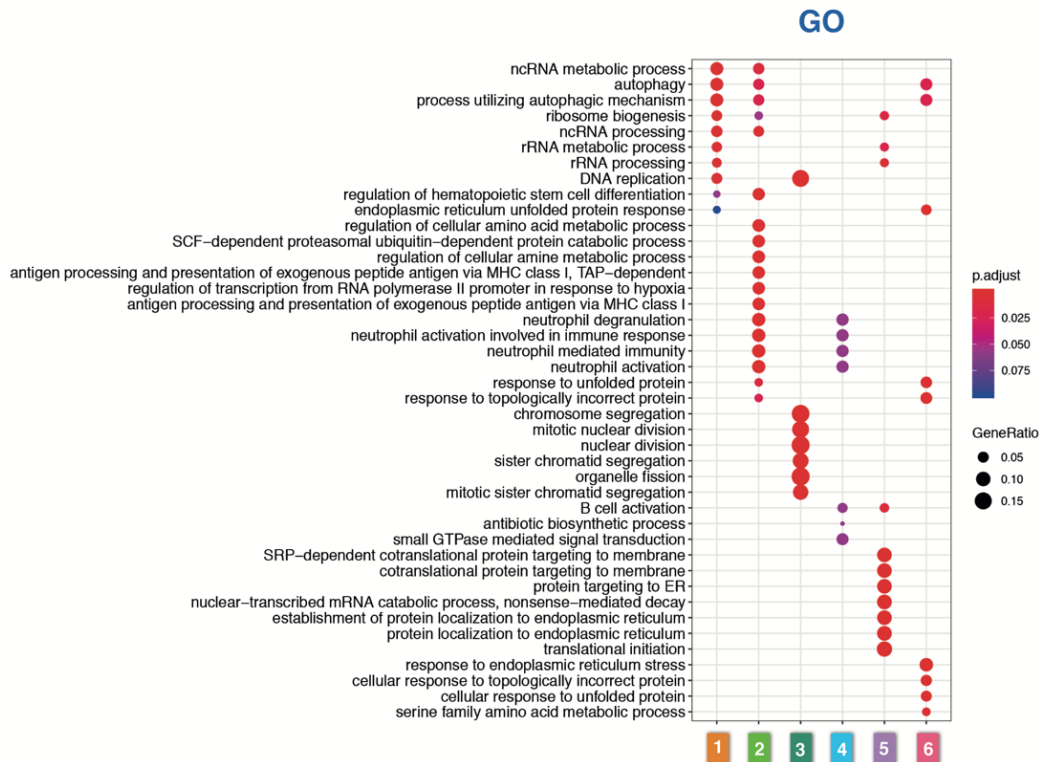

**Figure S2. Transcript clustering by Biological Homogeneity Index.**

A) Top: Clustering results using Markov Stability on the gene-to-gene similarity network. Blue and green lines show the number of clusters and the variation of information (VI) for a given Markov time. The Markov time specifies a desired resolution of the graph clustering. The heatmap shows the VI between

different clusterings at different Markov times. Blocks of dark areas mean that clusterings are similar and indicate a robust clustering. The same number of clustering across a long Markov time is also a signal of a robust clustering. Bottom: *Biological Homogeneity Index (BHI)* z-scores of the clusterings at different Markov times. The scores indicate how much biological information in the Gene Ontology (GO) is captured by the clustering. From the results shown in both panels, the optimal number of clusters to be applied was determined to be 6. *B)* and *C)* Enrichment of KEGG (*B)* and GO (*C)* terms in the 6 transcriptional clusters.

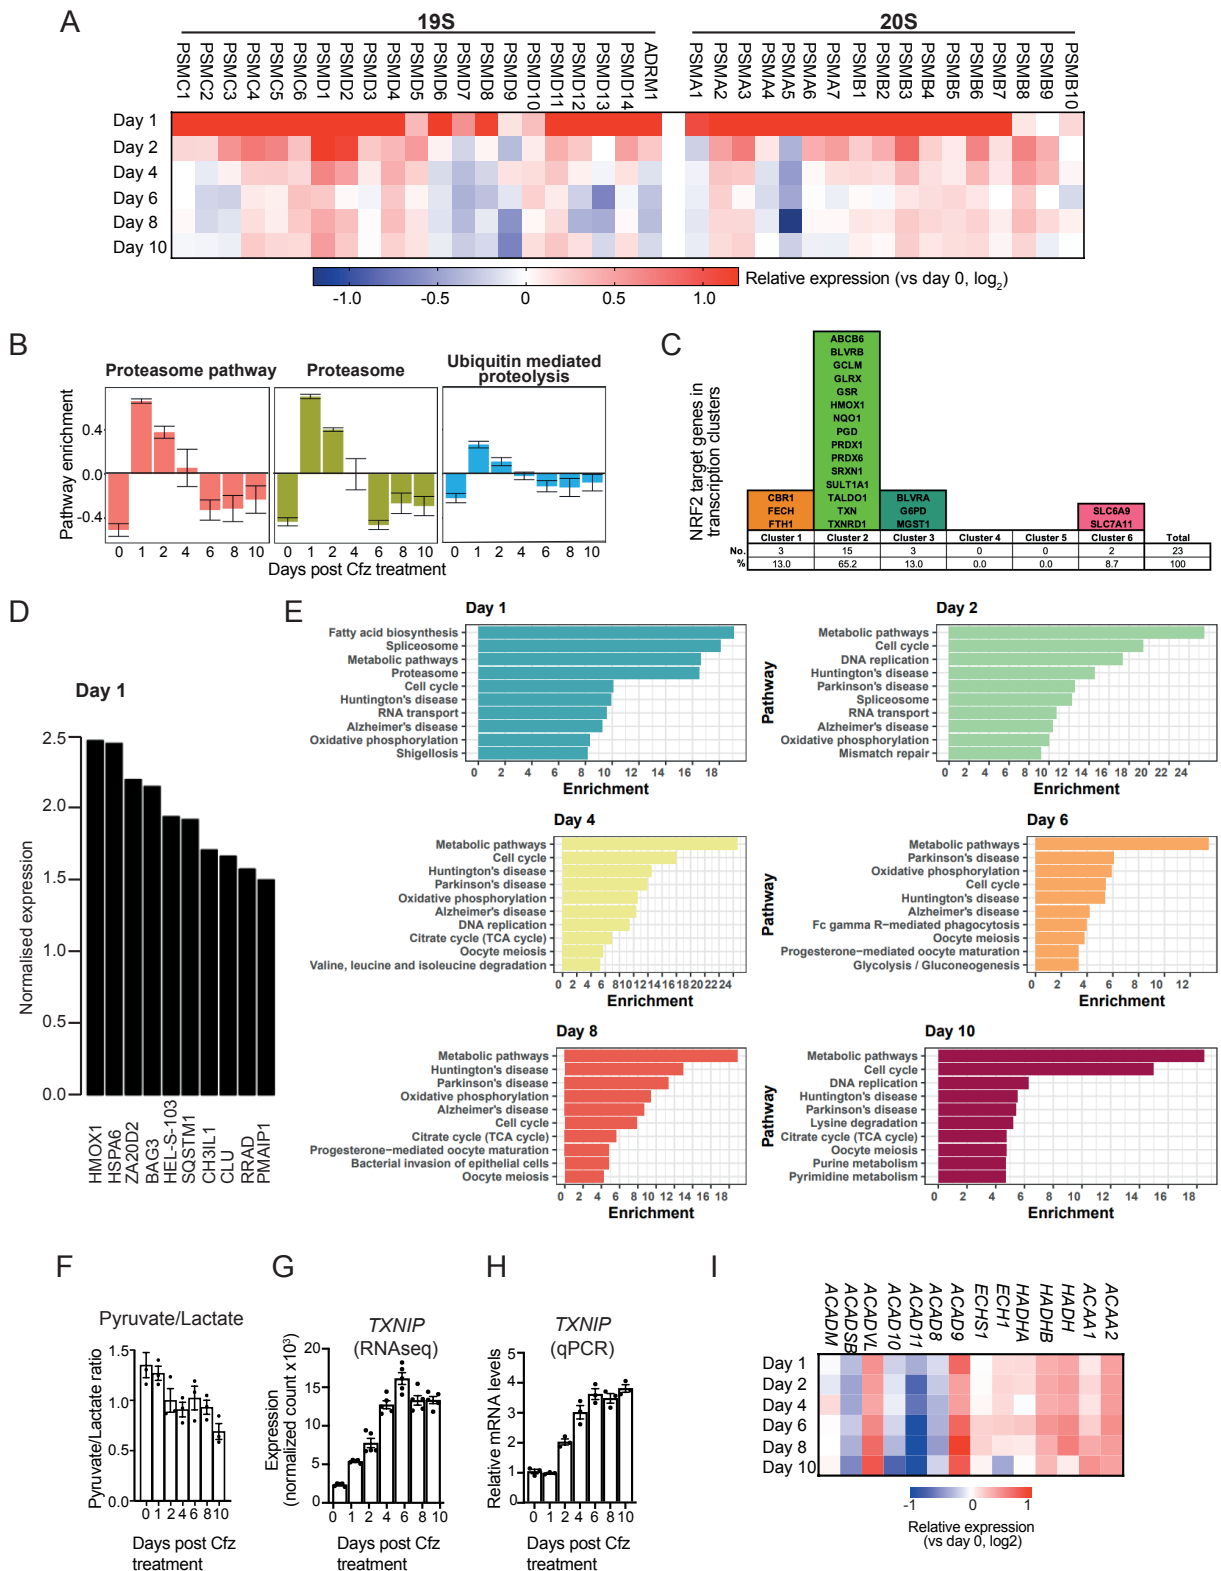

**Figure S3. Proteasome inhibitor-induced metabolic pathway changes in RPMI-8226 cells.**

A) Heatmap representing relative levels of 19S and 20S proteasome subunit transcripts determined by RNA sequencing (data shown are the mean of five independent experiments relative to day 0). B) GSEA of the indicated pathways from independent databases ("Proteasome pathway", Biocarta; "Proteasome", KEGG; "Ubiquitin mediated proteolysis", KEGG). C) Distribution of NRF2 target genes in

the BHI-defined transcript clusters. *D*) Ten most highly expressed proteins on day 1 after Cfz treatment as determined by TMT-labelling and shown as mean-normalised expression value. *E*) Cross-validated KEGG pathway enrichment for transcripts with significantly altered expression (Benjamini-Hochberg  $Q \leq 0.05$ ) for each day 1 to 10 comparison to day 0. Enrichment analysis was performed using KEGG profile. Top 10 pathways that pass adjusted  $P < 0.001$  are shown for each comparison as negative  $\log_{10}$  adjusted p-value. *F*) Pyruvate/lactate ratio in RPMI-8226 cells as determined by LS-MS (mean  $\pm$  SEM,  $n = 3$ ). 

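TXNIP had 362 ± 28.2 CPM (SD, n = 5) on day 0 and 844 ± 40.8 CPM on day 1. The level was 1199 ± 226 CPM on day 2, 1948 ± 172 CPM on day 4 and 2474 ± 285 CPM on day 6. It was 2030.4 ± 212 CPM on day 8 and 2024 ± 144 CPM on day 10. On each day after day 0, all 5 libraries lay above every day 0 library. The lowest count of the gene in any library was 1891.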

*G*) Expression levels of *TXNIP* measured by RNA-seq (mean  $\pm$  SEM,  $n = 5$ ). *H*) Expression levels of *TXNIP* measured by qRT-PCR (mean  $\pm$  SEM,  $n = 3$  technical replicates). *I*) Relative mRNA levels of  $\beta$ -oxidation enzymes determined by RNA sequencing (data shown as mean of five independent experiments relative to day 0).

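Of 24 β-oxidation enzyme transcripts with counts, 10 were above and 6 below day 0 on day 1 at Q ≤ 0.05 over all transcripts, and the same numbers when adjusted over the list alone. On day 2, 12 were above and 3 below day 0, and on day 4, 13 and 2. On day 6, 8 were above and 2 below, or 10 and 2 when adjusted over the list alone. On day 8, 8 were above and 2 below, and on day 10, 9 and 1, by both adjustments. The transcript below day 0 on day 10 was ECI1, which with ACAD11 was also below it on days 2, 4 and 6, joined by ACADS on day 2. ECI1 and ACADS were chosen after their values were seen. The median of the log2 fold changes of these transcripts was 0.44 on day 2, 0.33 on day 4, 0.16 on day 6, 0.22 on day 8 and 0.17 on day 10. The scored transcript with the largest rise on day 10 was ACAD9 (chromosome 3, 128879596 to 128924003), from 8.21 ± 1.33 CPM (SD, n = 5) on day 0 to 17.8 ± 1.31 CPM, a log2 fold change of 1.11 (standard error 0.14, adjusted p = 2.52e-08 from edgeR). ACAD9 was highest on day 2, at 1.60 on the log2 scale. The lowest scored transcript was ACAD11 (chromosome 3), with a log2 fold change of −0.61 on day 10 (standard error 0.28, adjusted p = 0.0910 from edgeR), which passed the threshold when only the libraries of both days were fitted.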

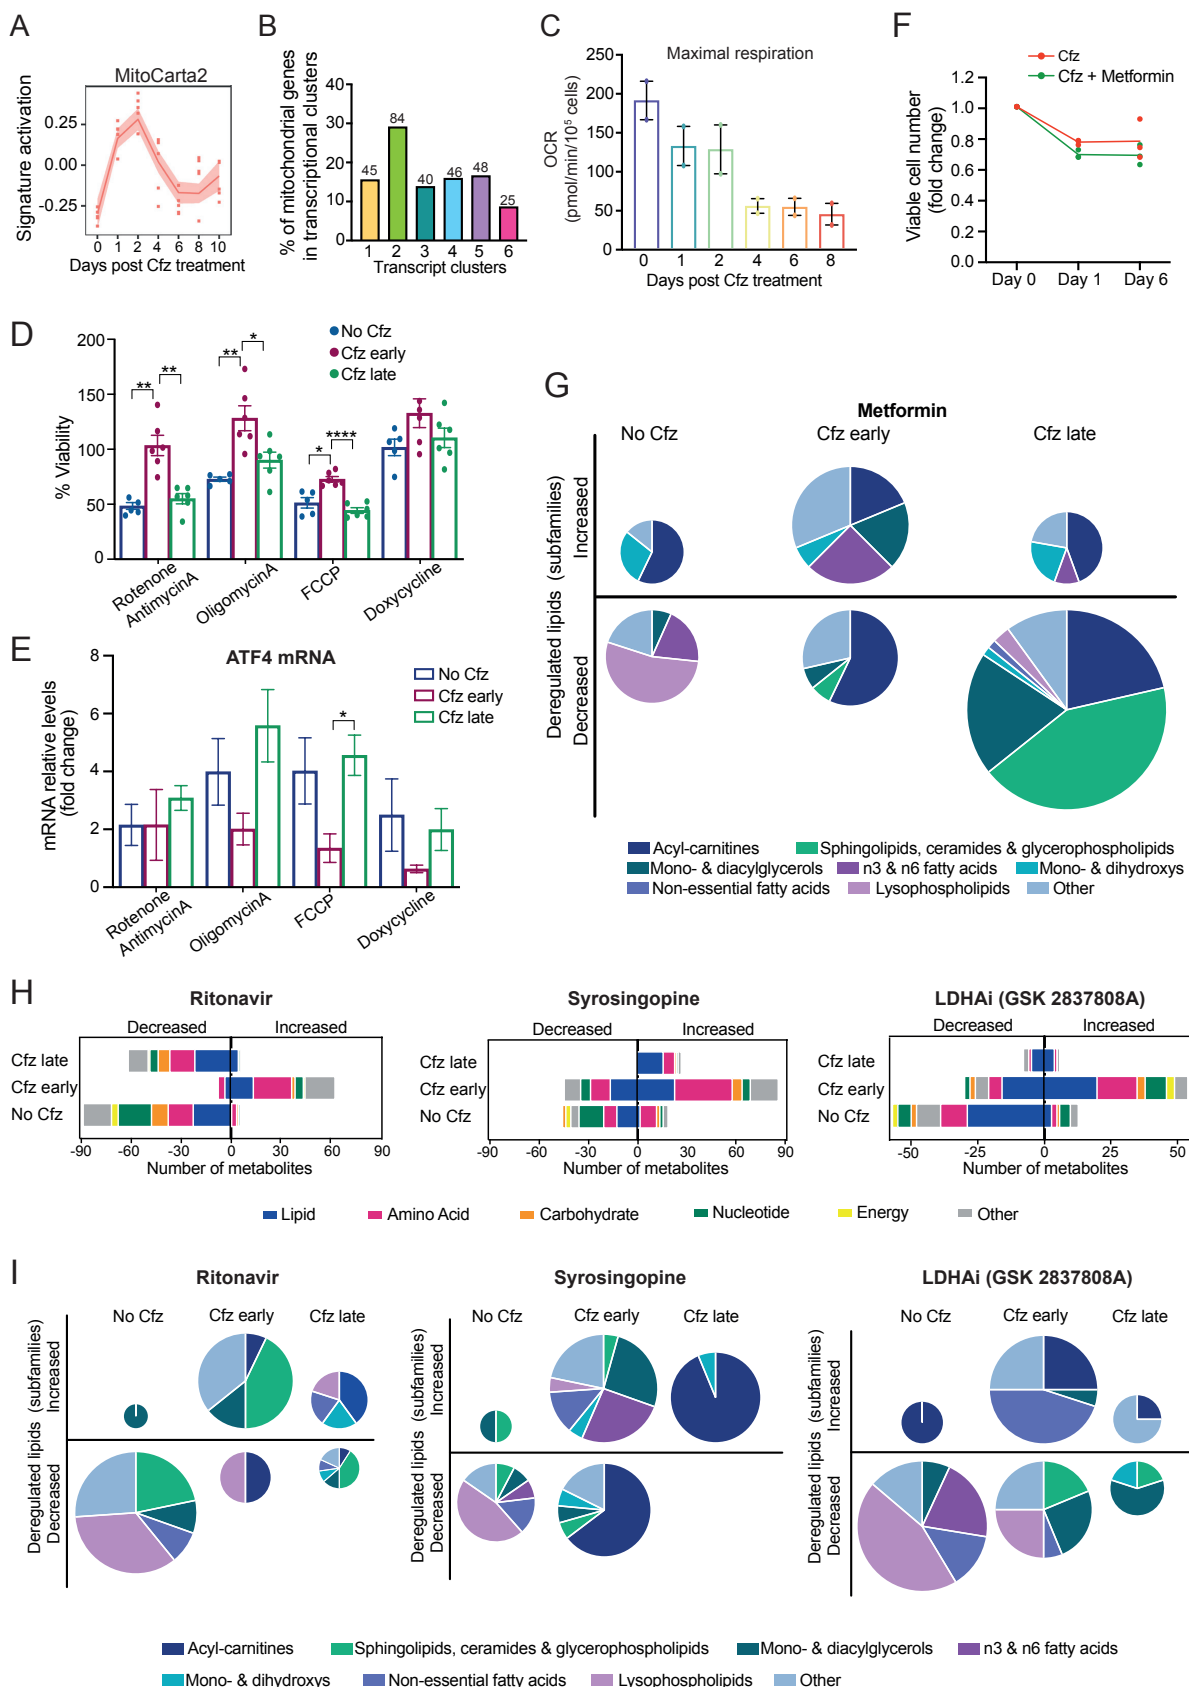

**Figure S4. Mitochondrial alterations in proteasome inhibitor-treated RPMI-2886 cells.**

A) MitoCarta2.0 signature enrichment determined via GSVA. B) Percentage of mitochondrial (MitoCarta2.0) genes present in each of the BHI-transcript clusters. C) Maximal oxygen consumption rate (OCR; mean  $\pm$  SEM, n = 2 independent experiments with 5 technical replicates each) as determined by

Seahorse analysis. *D*) Effect of mitochondrial stressors on the viability of RPMI-8226 cells. Cells were treated with rotenone/antimycin A (1  $\mu$ M/1  $\mu$ M), oligomycin A (1  $\mu$ M), FCCP (10  $\mu$ M) or doxycycline (5  $\mu$ g/ml) for 24 h on day 0 (no Cfz), day 1 (Cfz early) or day 5 (Cfz late) and viability was determined by CellTiter 96® Aqueous Non-Radioactive Cell Proliferation Assay (MTS) on days 1, 2 or 6 (mean  $\pm$  SEM, p-value calculated by two-way ANOVA, Tukey's test for multiple comparison: \*\*\*\*,  $< 0.0001$ ; \*\*,  $< 0.01$ , \*  $< 0.05$ ; n = 6). *E*) mRNA levels of ATF4 in RPMI-8226 cells treated as described in *E*) and determined by qRT-PCR (mean  $\pm$  SEM, p-value calculated by two-way ANOVA, Tukey's test for multiple comparison: \*  $< 0.05$ ; n = 6). *F*) Viable number of RPMI-8226 cells treated with metformin (1 mM) early (day 1, 24 h) or late (day 6, 24 h) after Cfz treatment, determined by Trypan Blue exclusion (n = 3). *G*) Distribution of significantly deregulated metabolites in lipidic subfamilies in control (no Cfz), or Cfz-treated RPMI-8226 cells (early, day 1; late, day 6; two-way ANOVA, significance threshold  $< 5\%$  FDR for multiple comparisons). *H*) Number of significantly deregulated metabolites following treatment with ritonavir (1  $\mu$ M, 24 h), syrosingopine (1  $\mu$ M, 24 h), or the LDHA inhibitor GSK2837808 (1  $\mu$ M, 24 h) in control (no Cfz), or Cfz-treated RPMI-8226 cells (early, day 1; late, day 6; two-way ANOVA, 5 % FDR for multiple comparisons). *I*) Distribution of significantly altered metabolites in lipidic subfamilies in RPMI-8226 cells treated as in *H*).

A

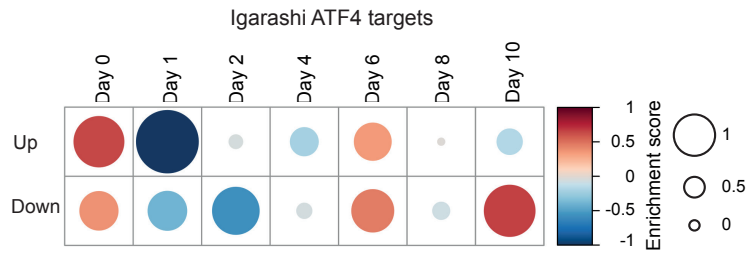

B

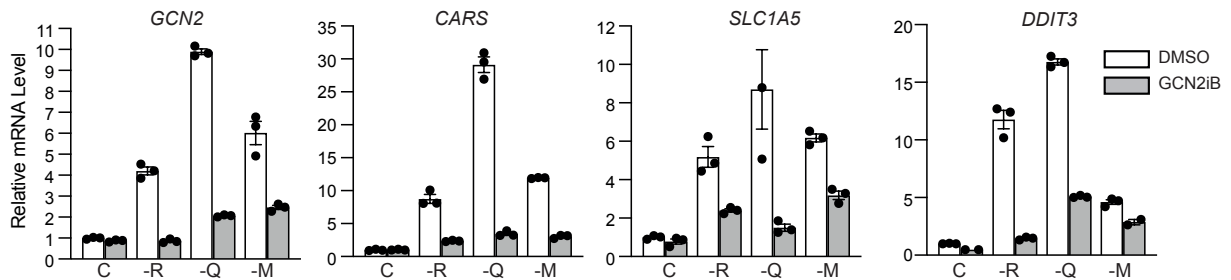

C

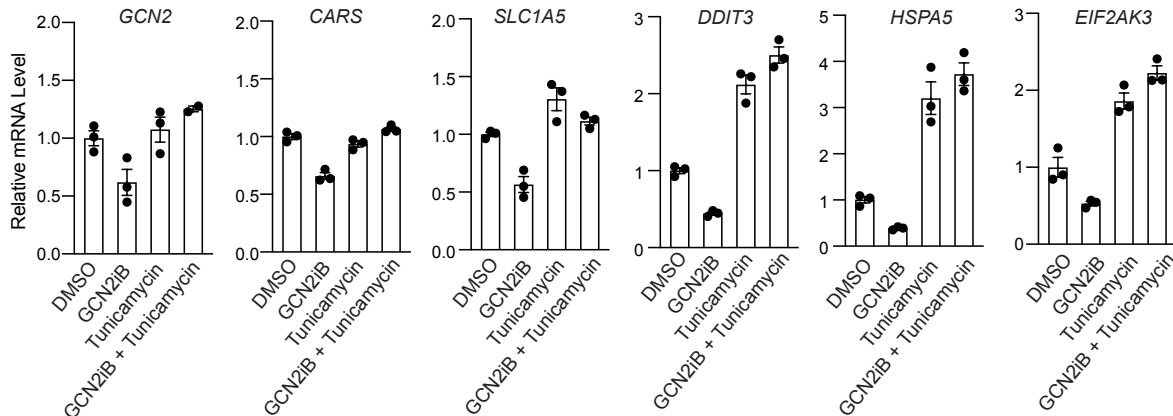

D

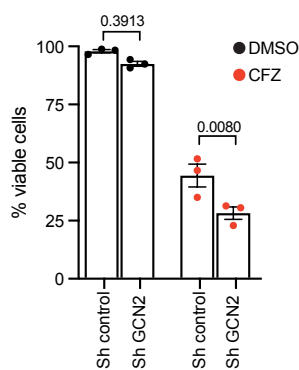

E

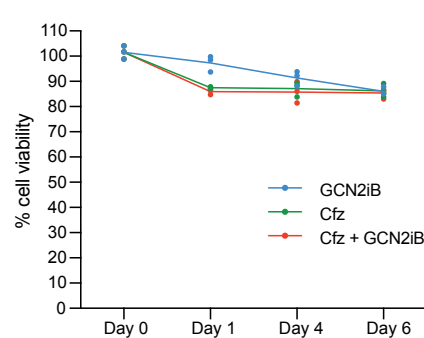

**Figure S5. Amino acid response and GCN2 inhibition in RPMI-8226 cells**

A) Signature enrichment for *Igarashi ATF4 targets* determined via GSVA. For visualisation, the enrichment score range was scaled to be between -1 (blue) and +1 (red), with white representing 0. The size of the circles is also representative of this scaling, with 0 being the smallest and -1 / +1 being the largest. B) Expression levels of GCN2-ATF4 target genes in RPMI-8226 cells grown in conditions of amino

acid depletion, with or without GCN2 inhibition, for 24 h (C, complete; R, arginine; Q, glutamine; M, methionine; GCN2iB, 1  $\mu$ M). Relative mRNA levels were determined by qRT-PCR (mean  $\pm$  SEM, n = 3 technical replicates). C) Effect of GCN2 inhibition on tunicamycin (5  $\mu$ g/mL, 24 h)-induced mRNA expression changes. Relative mRNA levels were determined by qRT-PCR (mean  $\pm$  SEM, n = 3 technical replicates). *Note that GCN2iB largely or completely abrogated the induction of key mRNAs (SLC1A5, CARS, DDIT3, EIF2AK4) by depletion of glutamine, arginine, or methionine from cell culture medium. However, GCN2iB had no or a minimal effect on mRNA upregulation triggered by tunicamycin, which triggers an ATF4-dependent unfolded protein response by activating PERK. Adding to published data (Nakamura et al, Proc Natl Acad Sci USA 115, E7776-E7785 (2018)), the findings demonstrate that GCN2iB is an appropriate pharmacological tool to inhibit amino acid depletion-driven GCN2 signalling.* D) A549 cells stably expressing control or GCN2 shRNA were treated with Cfz (750 nM) for 1 h and viability was analysed after staining with AnnexinV and PI by flow cytometry on day 4 (mean  $\pm$  SEM, two-way ANOVA and Sidak's test for multiple comparisons, n = 3). E) Percentage of viable bone marrow mesenchymal stromal cells treated with GCN2iB, after a 1 h pulse of Cfz (250 nM). hMSCs were treated with GCN2iB for 6 days, and viability was determined by RealTime-Glo™ MT cell viability assay (n = 3 technical replicates).

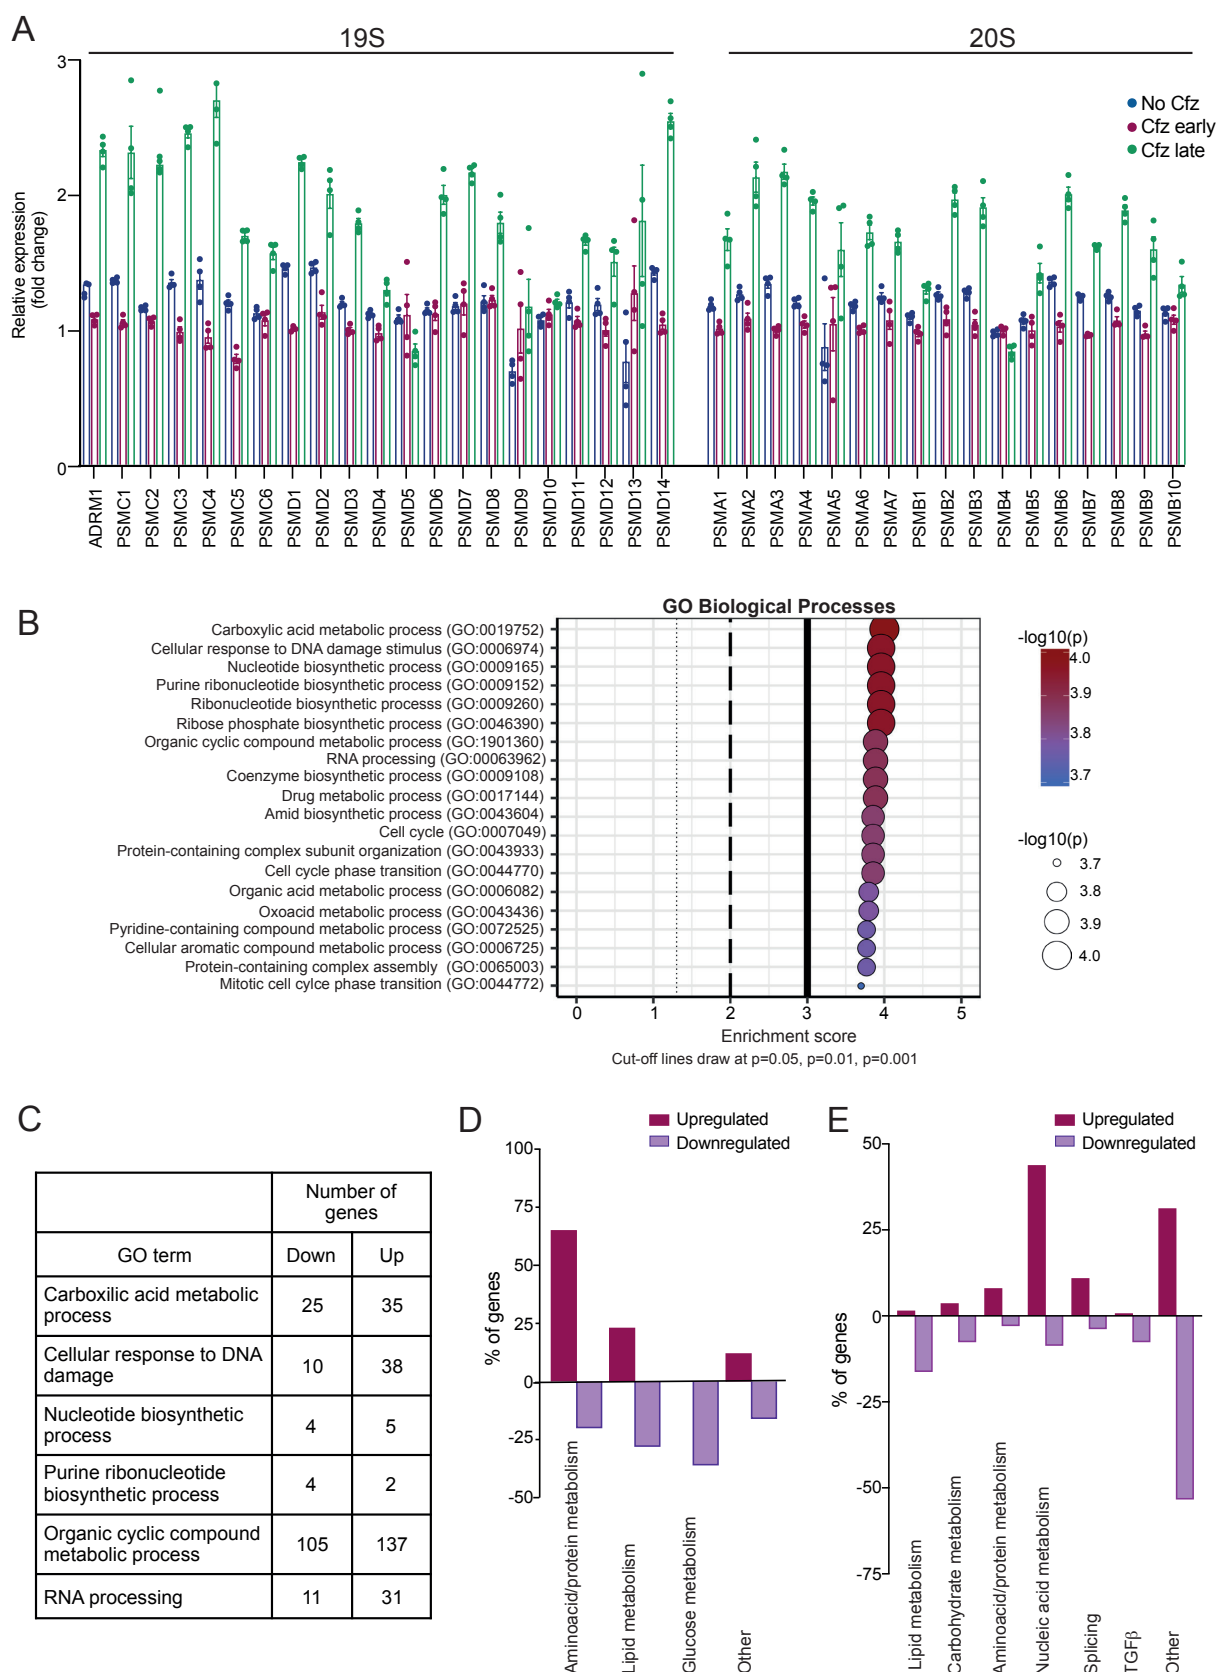

**Figure S6. Effect of GCN2iB on the transcriptome of RPMI-2886 cells recovering from proteasome inhibition.**

A) Relative expression levels of 19S and 20S proteasome subunits, quantified by RNA sequencing (mean  $\pm$  SEM,  $n = 4$ ) in RPMI-8226 cells treated with GCN2iB (1  $\mu$ M, 48 h) in the absence of Cfz, or early (day 2)

or late (day 4) after a Cfz pulse. *B*) GO biological process term enrichment for differentially expressed genes in RPMI-8226 cells treated with GCN2iB (1  $\mu$ M, 48 h) in the absence of Cfz and early (day 2) or late (day 4) after a Cfz pulse. Only top 20 enriched terms are shown. Cut-off lines drawn at equivalent of  $P = 0.05$  (dotted),  $P = 0.01$  (dashed),  $P = 0.001$  (solid). *C*) Number of deregulated genes in the 6 most significantly enriched GO Biological Process terms that did not show substantial overlap with other highly ranked terms. *D*) Functional subcategorisation of the 60 deregulated genes included in the GO term "Carboxylic acid metabolic process" (GO: 0019752), *E*) Functional subcategorisation of the deregulated genes included in the GO term "Organic cyclic compound metabolic process" (GO: 1901360).

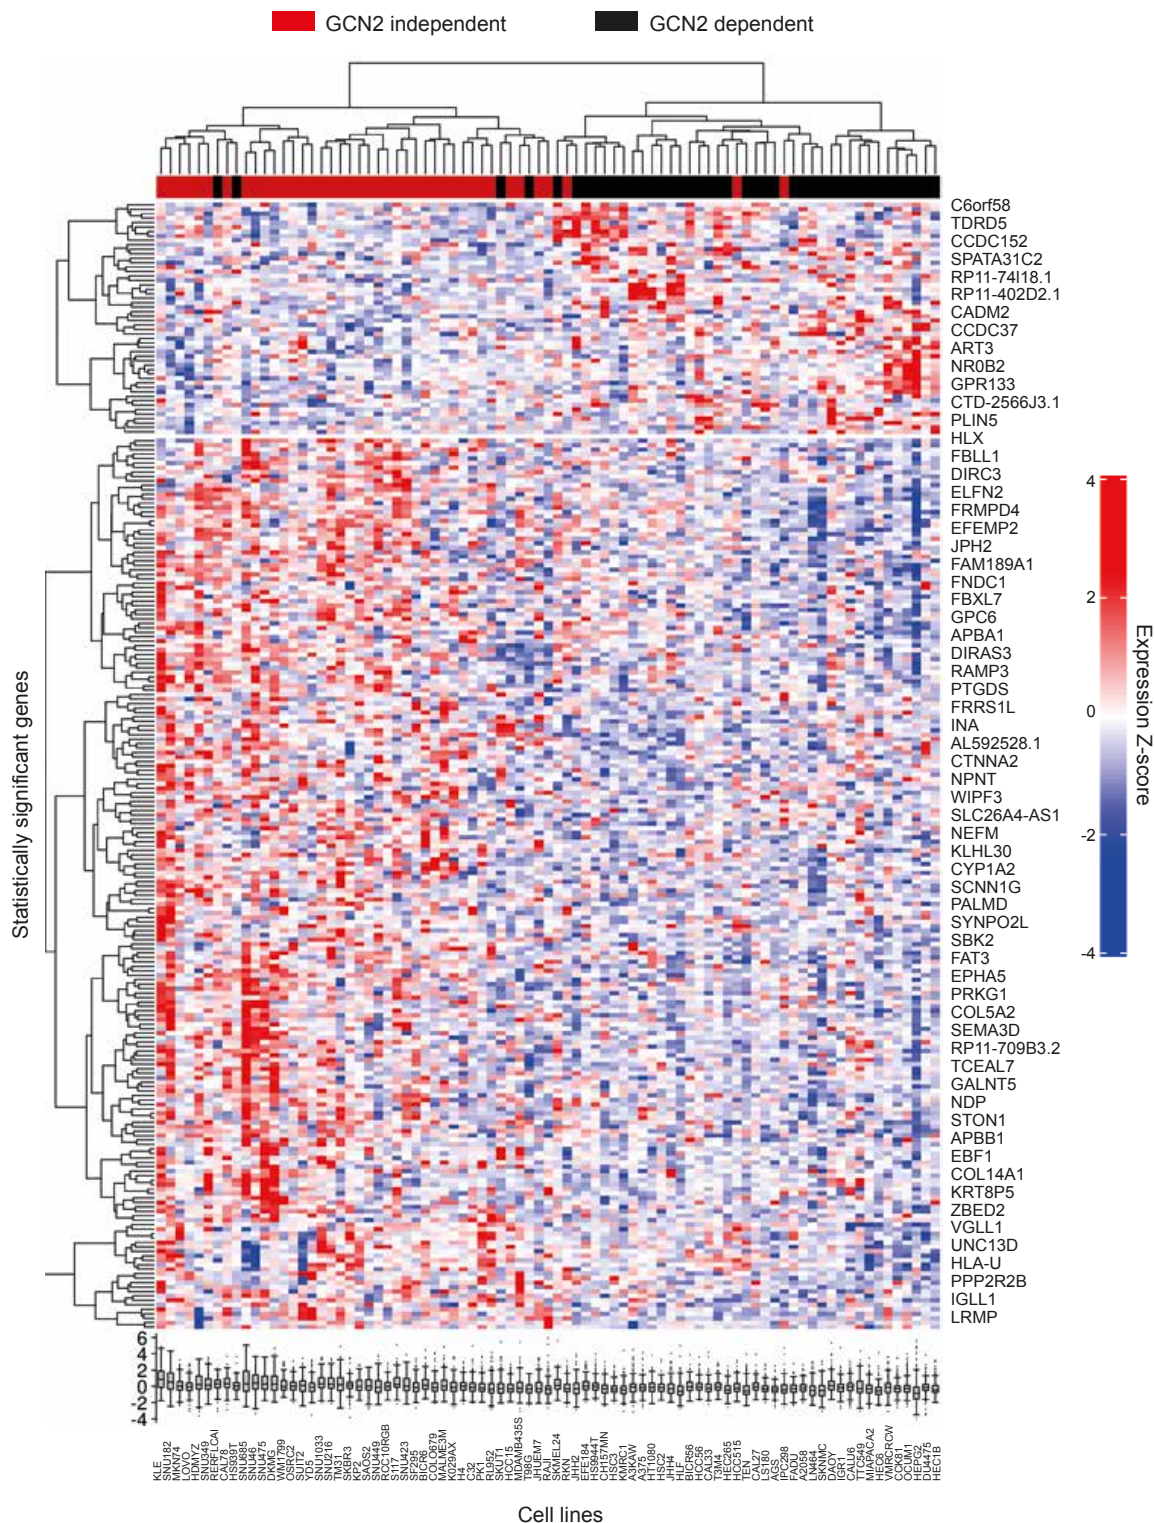

**Figure S7. Differential gene expression in GCN2-dependent and GCN2-independent cancer cell lines.** Heatmap showing transcriptome differences between GCN2-dependent and -independent CCLE cell lines, based on DepMap CERES scores for GCN2 (*EIF2AK4*) dependency. Differential expression analysis was conducted with DESeq2 with “tissue” as covariate. Normalised counts were transformed via variance stabilisation.

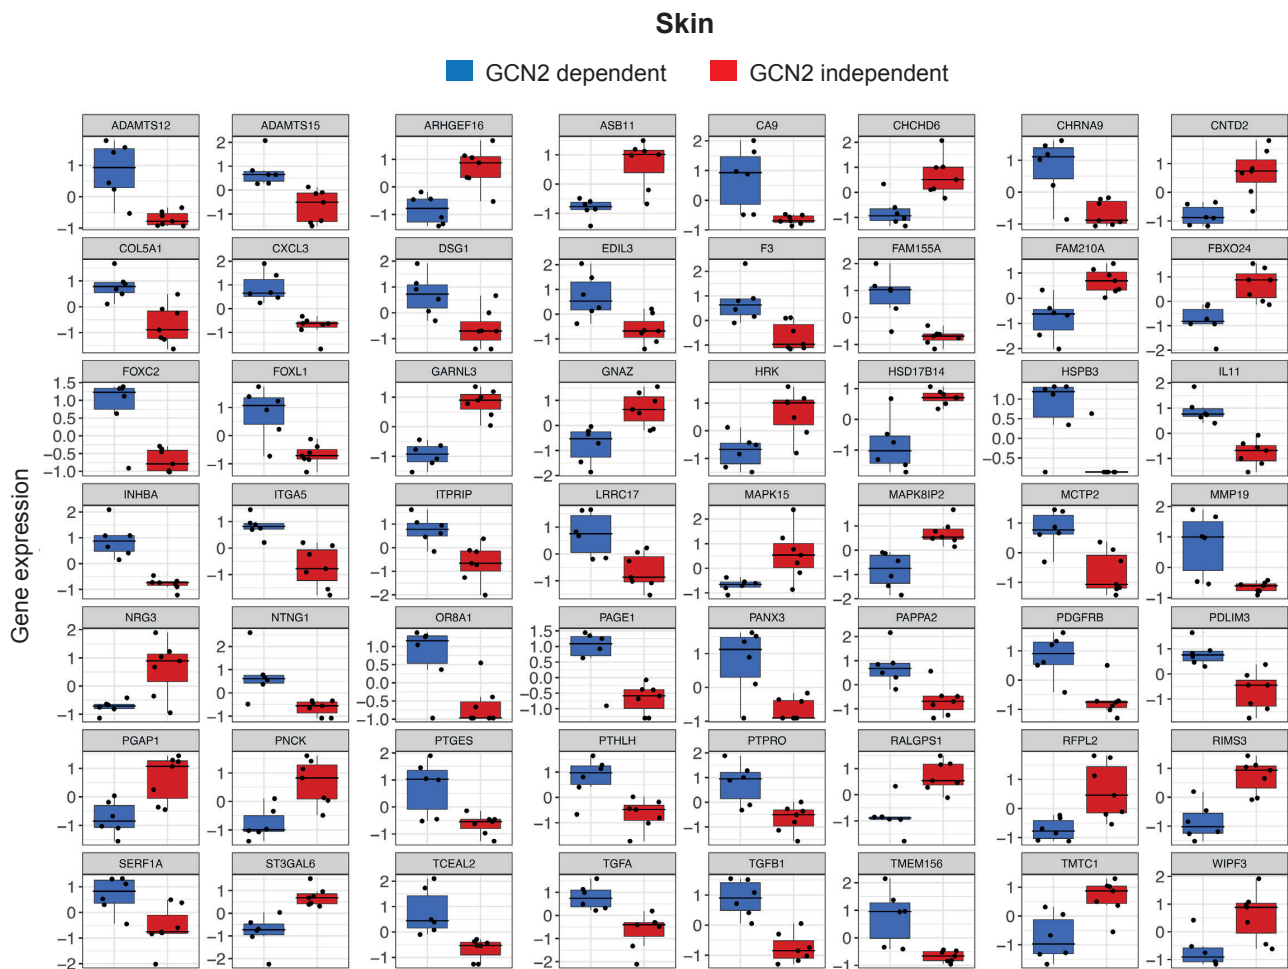

**Figure S8. GCN2-dependency signature genes for skin cancer.**

Signature genes were identified by 10-fold cross-validated elastic net penalised regression. Box plots show relative mRNA expression in GCN2-dependent/independent cell lines.

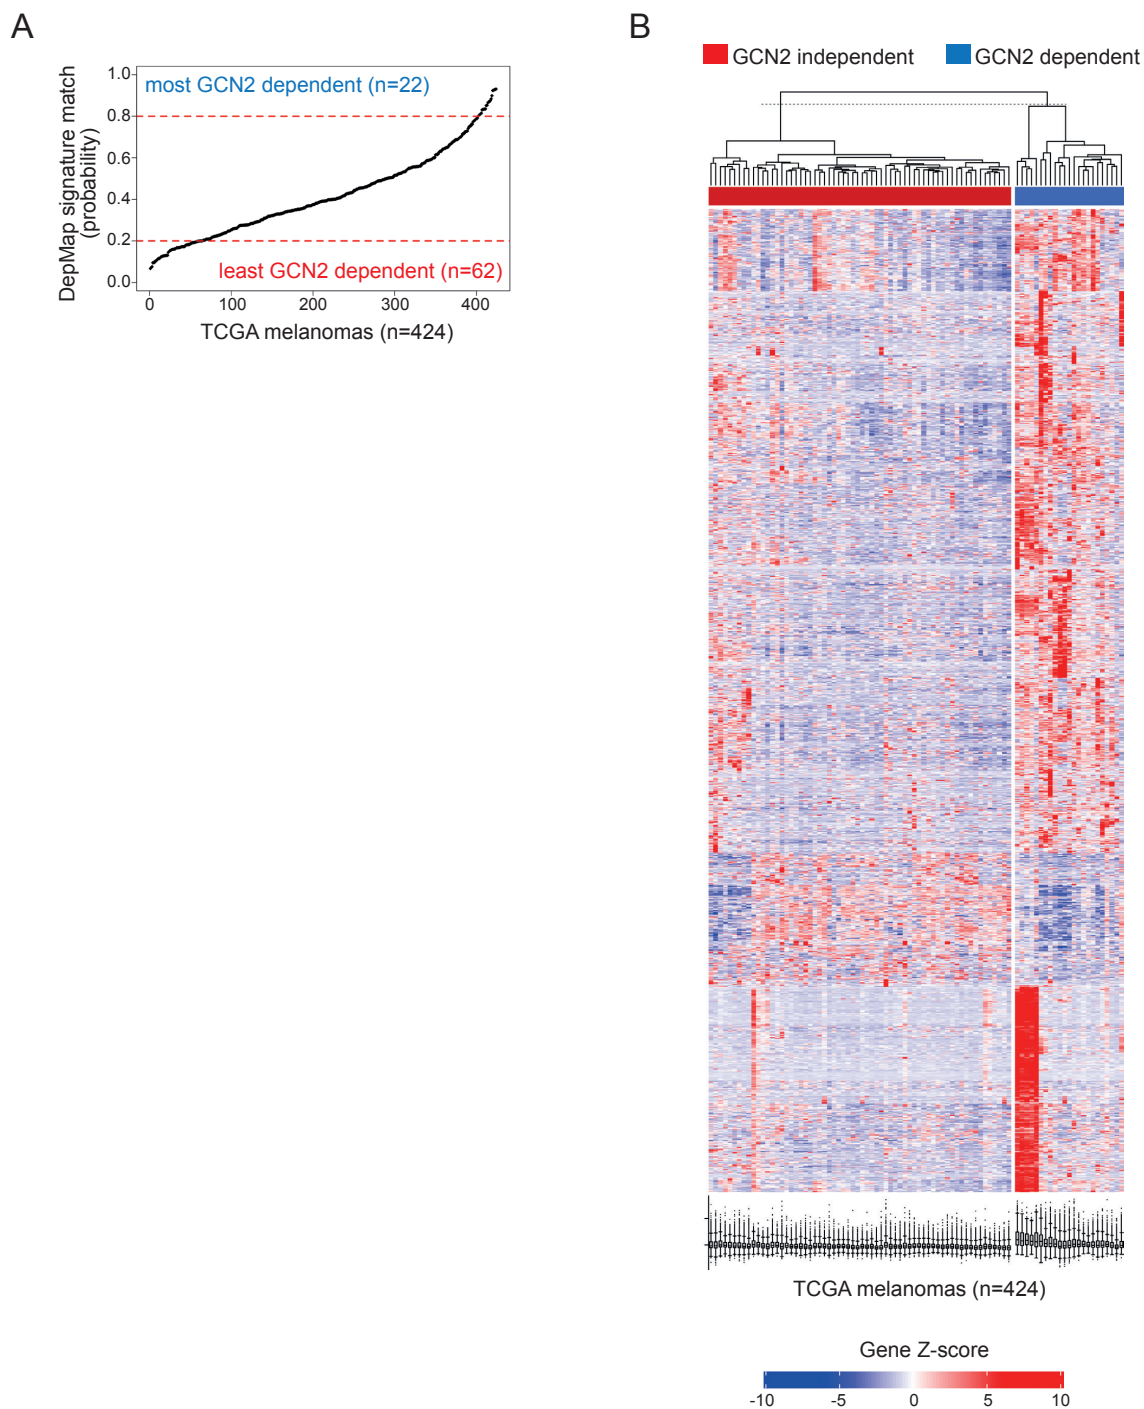

**Figure S9. GCN2 dependency in melanoma.** A) Predicted GCN2-dependency in melanomas based on probabilities of transcriptome matches with a DepMap derived transcriptome signature (cut-offs at 80% and 20% indicate the most and least dependent tumours, respectively). B) Heatmap showing transcriptome differences between TCGA melanomas predicted to be the most and least GCN2 dependent as in (A).

## A Central Nervous System

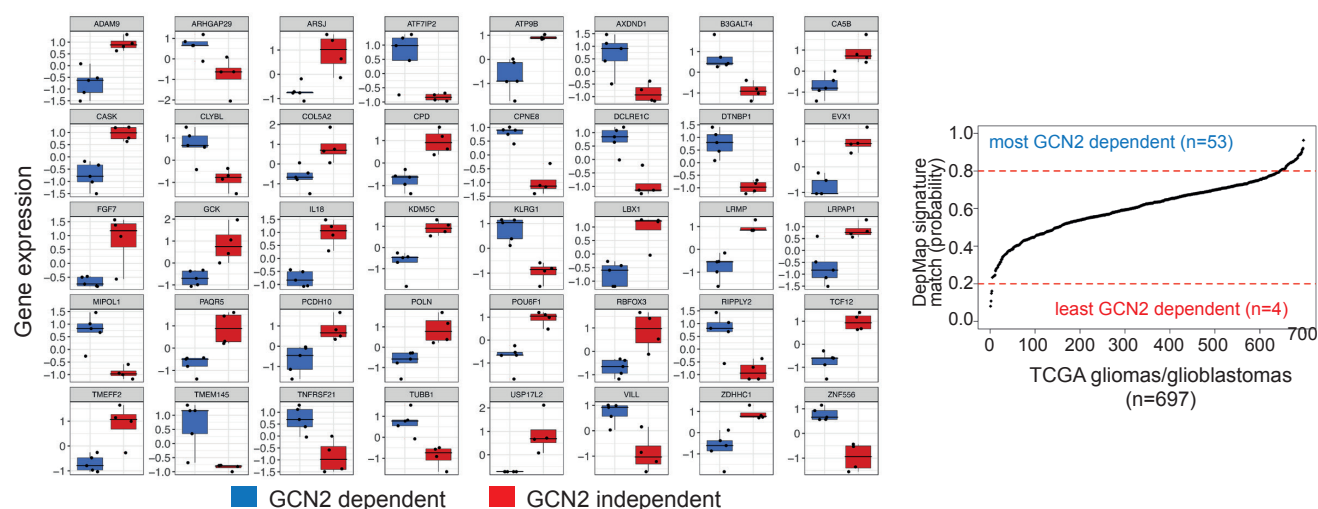

## B Liver

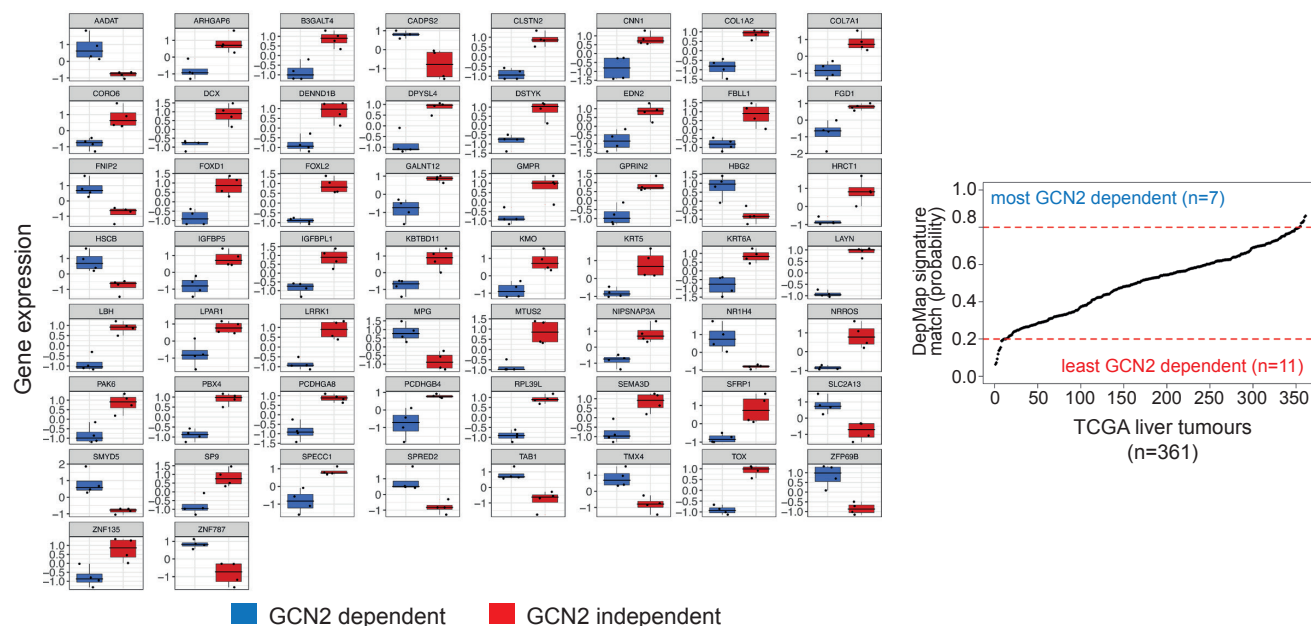

**Figure S10. Central nervous system and liver cancer GCN2 dependency signature genes.**

A) Left panel, Central Nervous System cancer GCN2-dependency signature genes. Right panel, elastic regression indicating the probability of TCGA glioblastomas to match a DepMap-derived GCN2 dependency signature. B) Left panel, liver cancer GCN2-dependency signature genes. Right panel, elastic regression indicating the probability of TCGA liver tumours to match a DepMap-derived GCN2 dependency signature. Signature genes in A) and B) were identified via 10-fold cross-validated elastic net penalised regression.

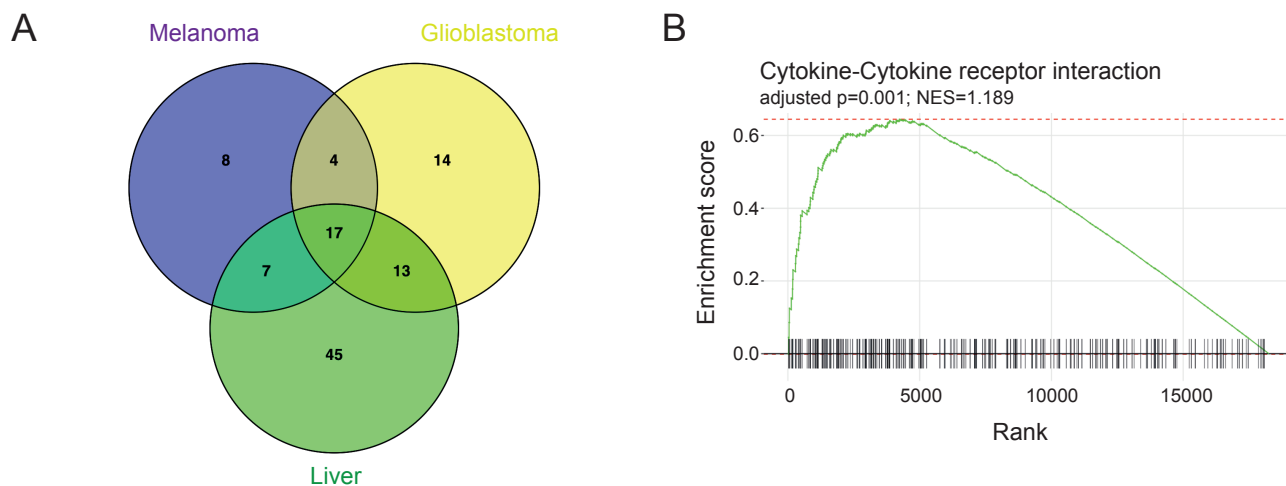

**Figure S11. Gene expression features of GCN2-dependent solid tumours.** A) Venn diagram showing the number of shared and unique enriched KEGG pathways in TCGA melanoma, glioblastoma and liver tumours with high GCN2 dependency signatures. B) Gene set enrichment analysis of the KEGG Cytokine-Cytokine Receptor Interaction pathway in TCGA melanomas predicted to be GCN2-dependent, compared to GCN2-independent tumours.

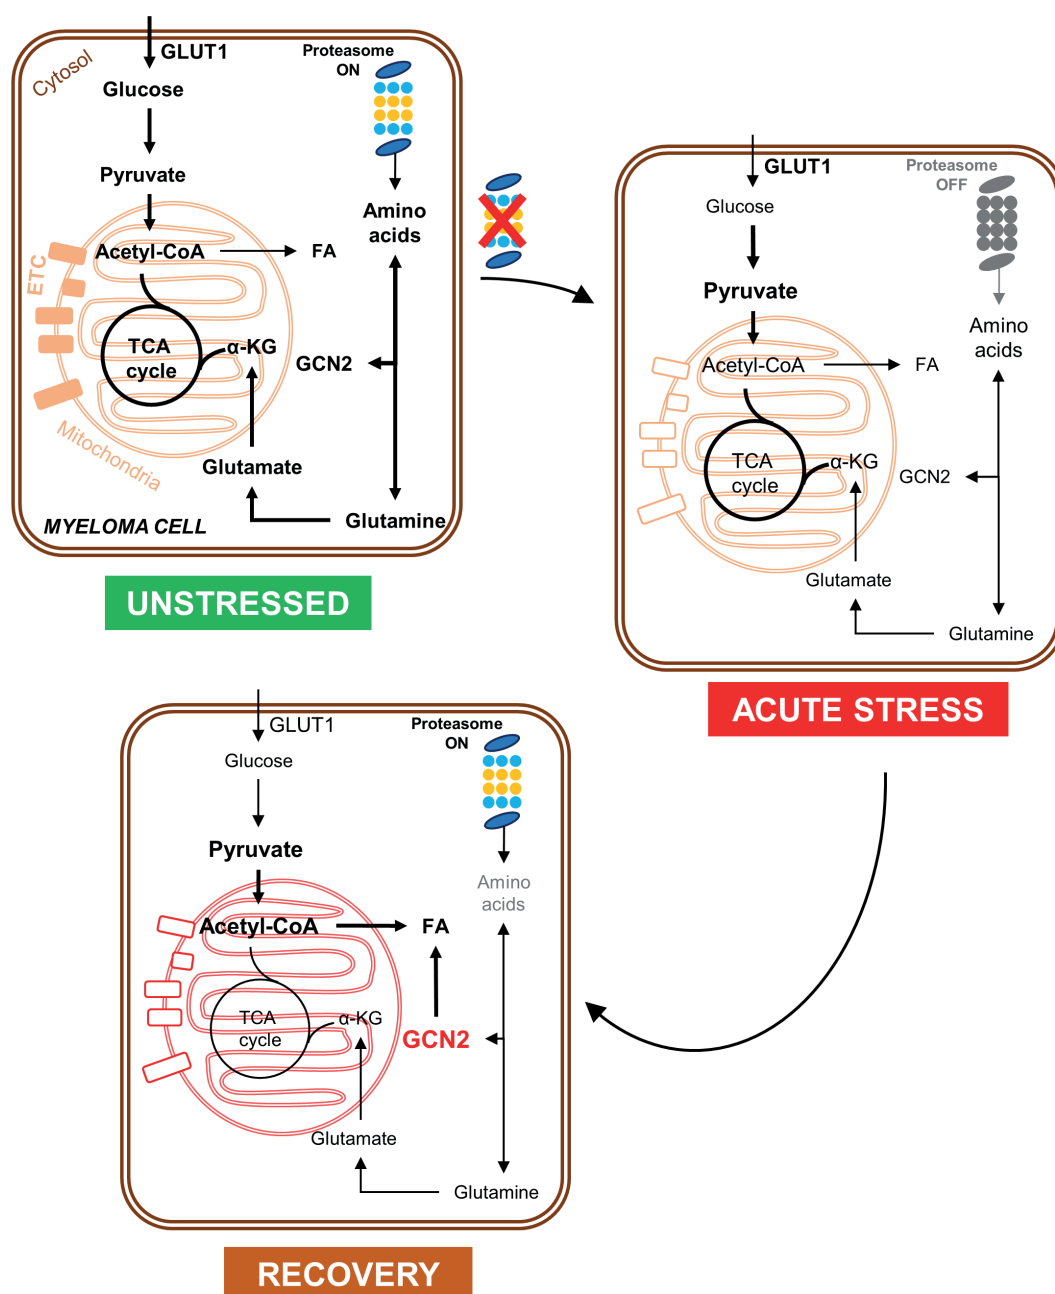

**Figure S12. Summary schematic of proteotoxic stress recovery in myeloma cells.**

Proteasome inhibition triggers acute proteotoxic stress, which entails a drop in intracellular glucose levels and increased pyruvate availability compatible with heightened glycolytic activity. Tricarboxylic acid (TCA) cycle intermediates and mitochondrial proteins including electron transport chain (ETC) components decrease, while reduced protein degradation leads to amino acid shortages including glutamine scarcity. During stress recovery, glucose uptake becomes yet more suppressed in parallel with reduced GLUT1 expression. Persistent amino acid scarcity triggers GCN2 signalling to regulate fatty acid (FA) metabolism, revealing cellular dependency on GCN2, while mitochondrial respiration and ETC proteins remain suppressed.

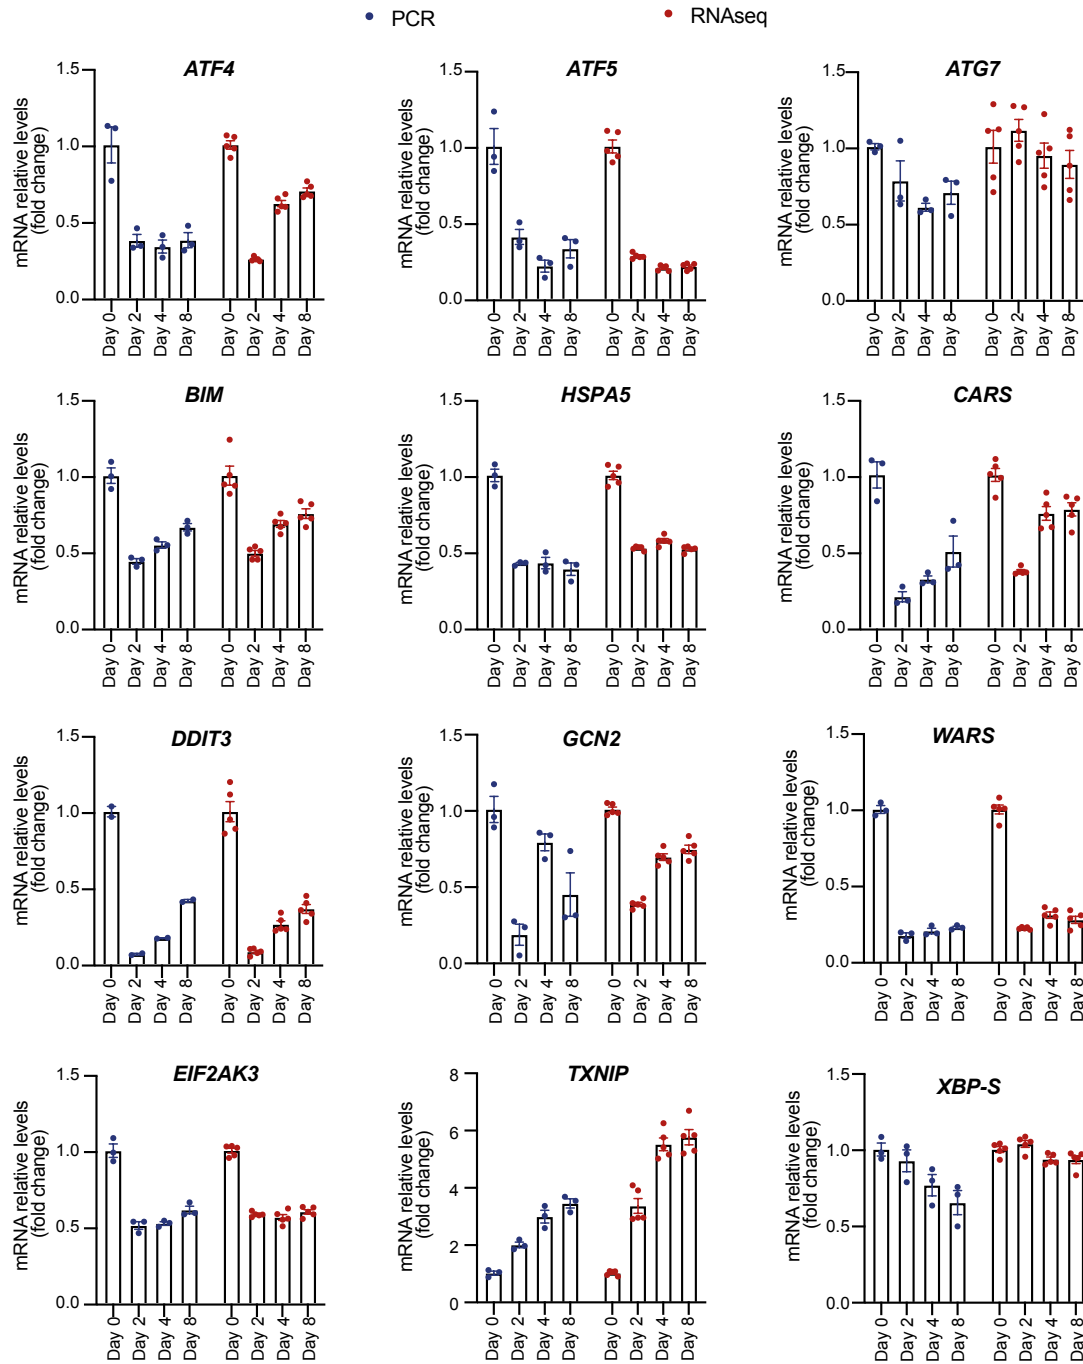

**Figure S13. RNA sequencing validation by qRT-PCR.**

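Of the 14 genes of the primer table, ATF5, BCL2L11, ATG7, GAPDH and XBP1 had the following levels by RNA sequencing. ATF5 (chromosome 19) went from 84.0 ± 6.71 CPM (SD, n = 5) on day 0 to 30.3 ± 1.24 CPM on day 2 and 18.0 ± 2.16 CPM on day 4, a log2 fold change of −2.22 (standard error 0.07). It was still at −2.02 on day 10. BCL2L11 (chromosome 2) had a log2 fold change of −1.18 on day 2 and −0.84 on day 10 (standard errors of 0.05 and 0.05). ATG7 (chromosome 3) changed by 0.30 on day 2 (standard error 0.12, adjusted p = 0.0270 from edgeR), a call lost without any of replicates 1, 2 and 4 of day 0 and replicates 2, 3 and 4 of day 2. GAPDH (chromosome 12) was not constant, with 1552 ± 87.8 CPM on day 0 and 3212 ± 101 CPM on day 1, a log2 fold change of 1.05 (standard error 0.06, adjusted p = 1.43e-19 from edgeR), and 0.46 on day 2. XBP1 (chromosome 22) lay between −0.17 on day 6, which passed the threshold, and 0.09 on day 2 on the log2 scale relative to day 0, and without scaling factors it was called higher on days 1 and 2 (0.17 and 0.22).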

qRT-PCR validation of gene expression data obtained by RNA sequencing (mean  $\pm$  SEM; qRT-PCR,  $n = 3$  technical replicates of one randomly selected sample; RNA-seq,  $n = 5$ ) in a panel of functionally relevant genes.

## **MATERIALS AND METHODS**

### **Cell culture and reagents.**

RPMI-8226 cells were purchased from the European Collection of Authenticated Cell Cultures (ECACC). MM.1S, NCI-H929 and OPM2 cells were from DSMZ-German Collection of Microorganism and Cell Cultures GmbH, and U266 from the American Type Culture Collection (ATCC). Cells were maintained in RPMI-1640 medium (R8758, Sigma-Aldrich) supplemented with 20% foetal bovine serum (FBS, 10500-064, Gibco) and 1% penicillin plus streptomycin solution (Sigma-Aldrich) and kept at a density of  $5 \times 10^5$  to  $2 \times 10^6$  cells/mL. A549 lung adenocarcinoma cells stably expressing shRNA against GCN2 or a control sequence have been described before (1). A549 cells were maintained in DMEM medium (D5796, Sigma-Aldrich) supplemented with 10% FBS (Gibco) and 1% penicillin plus streptomycin solution. Human mesenchymal stromal cells (hMSC) and the ethical procedures regulating their use have been described before (2). hMSC samples were de-identified prior to use in this study and obtained from the Imperial College Healthcare Tissue Bank (ICHTB, HTA license 12275). ICHTB is supported by the National Institute for Health Research Biomedical Research Centre based at Imperial College Healthcare NHS Trust and Imperial College London. ICHTB is approved by the UK National Research Ethics Service to release human material for research (12/WA/0196). hMSC were maintained in MEM medium (11095-080, Gibco) supplemented with 10% FBS and 1% penicillin plus streptomycin solution. All cells were cultured in a humidified atmosphere of 5% CO<sub>2</sub> at 37 °C. Cells were incubated with Carfilzomib (Amgen), GCN2iB (a gift from Justin Bower, The Beatson Institute for Cancer Research, Glasgow, UK), GSK2837808A (5189, Tocris), ritonavir, syrosingopine, antimycin A, rotenone, FCCP, oligomycin A, or doxycycline (SML0491, SML1908, SML0491, SML1908, A8674, R8875, C2920, 75351 and D9891 Sigma Aldrich) as indicated.

### **Cellular recovery from proteasome inhibition.**

RPMI-8226 myeloma cells were expanded to a total of  $1.6 \times 10^7$  cells in 175 cm<sup>2</sup> tissue culture flasks and split into 16 subcultures on day -2. On day 0, cell density was adjusted to  $1 \times 10^6$  cells/mL with fresh medium, and cells were allowed to equilibrate. Carfilzomib (750 nM) was then added to cultures for 1 h. Cells were then washed with PBS and cultured in fresh medium without carfilzomib. Medium was replaced every 48 h and cell density adjusted to  $1 \times 10^6$  cells/mL on days 6 and 8. Samples for RNA sequencing (n = 5 subcultures), liquid chromatography-tandem mass spectroscopy (n = 3), tandem mass tag labelling proteomics (n = 2), nuclear magnetic resonance spectroscopy of cell culture supernatants (n = 3), quantitative gene expression analysis by qRT-PCR, immunoblotting, and assessment of viability by Trypan Blue exclusion (n = 4) and Guava® easyCyte™ quantification (n = 16) were collected prior to carfilzomib treatment on day 0, after 24 h (day 1), and immediately before changing culture medium on days 2, 4, 6, 8, and 10. Recovery experiments with other cell lines were performed concordantly, with samples collected as indicated. For recovery experiments including GCN2iB, cell density was adjusted to  $1 \times 10^6$  cells/mL in fresh medium on days 2 and 4.

### **Cell viability assays.**

Cells were mixed 1:1 (volume) with Trypan Blue (93595, Sigma-Aldrich) and then counted using a haematocytometer. In addition, 10 µL of cell culture was mixed with 190 µL ViaCount assay reagent (4000-0040, Merck-Millipore) and incubated for 5 min at RT. Viability data were acquired on a Guava® easyCyte™ instrument (Merck-Millipore) using GuavaSoft 3.1.1 software. Cell viability was also assessed by CellTiter 96® Aqueous Non-Radioactive Cell Proliferation Assay (MTS) (G5430, Promega) according to the manufacturer's instructions in a FLUOstar Omega microplate reader (BMG Labtech). Viable cells were also quantified by flow cytometric analysis using Dead Cell Apoptosis Kit with Annexin V Alexa

Fluor™ 488 & Propidium Iodide (PI) (V13241, Thermo Fisher) according to the manufacturer instruction, using a BD LSRFortessa™ (BD Biosciences). Cell cycle was analysed using FITC BrdU Flow Kit (559619, BD Pharmingen™). RPMI-8226 cells were incubated for 2 h with 10 µM BrdU. Cells were stained for BrdU and 7-ADD according to the manufacturer's instructions, and analysed using a BD LSRFortessa™ (BD Biosciences). Analysis was performed using FlowJo (BD Pharmingen).

### **Quantitative real-time polymerase chain reaction (qRT–PCR).**

Total RNA was extracted with the ReliaPrep™ RNA Miniprep Systems (Z6012, Promega), cDNA was synthesized by GoScript Reverse Transcription System (A5001, Promega). qRT-PCR was performed using PowerUp SYBR Green PCR Master Mix (A25742, Thermo Fisher Scientific) and analysed by StepOne™ Software v2.3 (Applied Biosystems, Thermo Fisher Scientific). mRNA transcript levels were quantified using the standard curve method, GAPDH was used as an internal control for normalization. Gene-specific primers are listed in Supplementary Table 14.

### **Protein extraction and immunoblot analysis.**

Whole cell extracts were prepared by lysing cells in RIPA lysis buffer (89900, Thermo Fisher Scientific), supplemented with protease with phosphatase inhibitors (05 892 970 001 and 04 906 845 001 respectively, Sigma-Aldrich), on ice for 15 min. Lysates were centrifuged at 13000 × g for 10 min at 4 °C and the supernatant was collected and stored at -80 °C. Protein concentration was determined using the Pierce BCA protein assay kit (23225, Thermo Fisher Scientific). Electrophoresis and immunoblot analyses were performed using NuPAGE protein analysis system (Thermo Fisher Scientific). Membranes were blocked with 5% skimmed milk in TBS plus 0.1% TWEEN® 20 (TBS-T) for 1 h at RT and incubated with primary antibodies (diluted 1: 1,000) overnight at 4 °C. Membranes were then washed with TBS-T and incubated with the appropriate secondary antibody (1:2500). Bands were visualised using enhanced chemiluminescence (ECL) reagents (RPN2232, Amersham Pharmacia) with a ChemiDoc image system with Image Lab software, version 5.2 (Bio Rad). The antibodies used in this study are: actin (A3853, Sigma Aldrich), NDUFB8 (total OXPHOS, ab110413, Abcam), ubiquitin (3933), TXNIP (14715), GLUT1 (12939), GLUT4 (2213), Mouse Anti-Rabbit Immunoglobulins/HRP (7076P2) and Rabbit Anti-Goat Immunoglobulins/HRP (7074S) from Cell Signalling Technology. PageRuler Plus Prestained Protein Ladder (26619, Thermo Fisher Scientific) was used as a molecular weight marker.

### **RNA-sequencing.**

Total RNA from 2 × 10<sup>6</sup> cells per sample was extracted with the ReliaPrep™ RNA Miniprep Systems kit (Promega). RNA samples were assessed for quantity and integrity using a Tapestation High Sensitivity RNA ScreenTape (Agilent), and 100 ng of total RNA were used for sequencing. Libraries were constructed using the NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina (E7760L, New England Biolabs) according to manufacturer recommendations. Briefly, after fragmentation to approximately 180 nucleotides fragment size, the samples were converted to double stranded DNA and ligated to Illumina adapters. The second strand cDNA was then degraded by the UNG enzyme providing directional information to the library. Each library was uniquely indexed by PCR. Libraries obtained from each sample were quantified and quality-checked on a Tapestation using the High Sensitivity D1000 ScreenTape system prior to pooling. A HiSeq4000 was used to generate 75 paired-end sequencing reads according to manufacturer recommendations. qRT-PCR of a panel of 12 representative genes was performed to confirm key expression data ([Supplementary Fig. S13](#)).

## **Tandem mass tag (TMT) labelling proteomics.**

### *Sample preparation and digestion.*

Whole cell extracts were prepared from 100 µg per sample. To reduce cysteine residues, tris (2-carboxyethyl) phosphine (TCEP, C4706-2G, Sigma-Aldrich) was added to a final concentration to 10 mM and the samples were incubated at 55 °C for 1 h. Subsequently, the reduced proteins were alkylated with 20 mM iodoacetamide (T7408-100ML, Sigma-Aldrich) for 30 min, protected from light, at RT. Protein precipitation was performed with 1:6 volume of pre-chilled (-20 °C) acetone overnight at -20 °C. After overnight incubation, lysates were centrifuged at 8000 × g, for 10 min, at 4 °C. The supernatant was discarded, and the pellets were air-dried for 10 min to remove residual acetone and then dissolved in 100 µL of 100 mM TEAB. Trypsin (Trypsin Gold, Mass Spectrometry Grade, Promega) was added at a 1:40 (trypsin: protein) ratio and digestion was allowed to proceed at 37 °C for 18 h.

### *TMT Labelling and Sample Fractionation.*

After in-solution digestion the samples were labelled with 0.2 mg of TMT isobaric label reagents reconstituted in anhydrous acetonitrile (Thermo Fisher Scientific). Peptide samples containing 50 µg of protein were labelled with the corresponding TMT 10-plex reagent for 1 h at RT. The reactions were quenched using hydroxylamine added to a final concentration of 0.3% (v/v) for 30 min. TMT-labelled peptides were combined and fractionated using Pierce High pH Reversed-Phase Peptide Fractionation Kit (Thermo Fisher Scientific) following the manufacturer's instructions. All fractions (nine fractions in each set) were dried by vacuum centrifugation and stored at -80 °C until mass spectrometric analysis.

### *LC-MS/MS analysis.*

Peptide mixtures from TMT 10-plex labelled samples were chromatographically resolved on an EASY-spray PepMap RSLC C18 column (2 µm, 100Å, 75 µm × 50 cm ID) using an Ultimate 3000 RSLCnano system (Thermo Fisher Scientific) over a 180 min gradient at 40 °C. The peptides were separated using linear gradient of 2-45% solvent B over 145 min. The column was washed with 95% B for 15 min and equilibrated with 2% B for the rest of the acquisition. Solvent A was 0.1% FA and 5% DMSO in HPLC-grade water, and solvent B was 0.1% FA and 5% DMSO in 80% acetonitrile and the flow rate was 250 nL/min. All spectra were acquired using an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific) and Xcalibur 4.2.28.14 (Thermo Fisher Scientific) was used to control data acquisition. The instrument was operated in data dependent acquisition mode with top scan speed set at 3 s. MS1 spectra were acquired in the Orbitrap at a resolution of 120000 and an ion target of 4E5. The MS2 precursors were isolated using the quadrupole (0.7 Th window) and analysed in the Orbitrap at a resolution of 60000, with an AGC target of 1E5 and a max injection time of 118 ms. Precursors were fragmented by HCD at a normalized collision energy (NCE) of 38%.

### *Data processing and analysis.*

Orbitrap.RAW files were analysed by MaxQuant (version 1.6.0.13), using Andromeda for peptide search. MS2 spectra were searched against the Uniprot database specifying *Homo sapiens* (Human) taxonomy (Proteome ID: UP000005640, Organism ID: 9606, number of entries: 21039). A list of 247 common laboratory contaminants provided by MaxQuant was also added to the database. All searches were performed using "Reporter ion MS2" with "10-plex TMT" as isobaric labels. For the search the enzyme specificity was set to trypsin with maximum of two missed cleavages. The precursor mass tolerance was set to 20 ppm for the first search (used for mass re-calibration) and to 4.5 ppm for the main search.

Carbamidomethylation of cysteines was specified as fixed modification, oxidized methionines and N-terminal protein acetylation were searched as variable modifications. Reporter mass tolerance was set to 0.003 Da. TMT signals were corrected for isotope impurities based on the manufacturer's instructions. The dataset was filtered on posterior error probability to achieve 1% FDR on peptide and protein level.

## **LC-MS metabolomics.**

### *Sample Preparation.*

10 x 10<sup>6</sup> live cells as determined by Trypan Blue exclusion were used per sample. Briefly, samples were prepared using the automated MicroLab STAR<sup>®</sup> system. Several recovery standards were added prior to the first step in the extraction process for quality control purposes. To remove protein, dissociate small molecules bound to protein or trapped in the precipitated protein matrix, and to recover chemically diverse metabolites, proteins were precipitated with methanol under vigorous shaking for 2 min, followed by centrifugation. The resulting extract was divided into five fractions: two for analysis by two separate reverse phase (RP)/UPLC-MS/MS methods with positive ion mode electrospray ionization (ESI), one for analysis by RP/UPLC-MS/MS with negative ion mode ESI, one for analysis by HILIC/UPLC-MS/MS with negative ion mode ESI, and one sample was reserved for backup. Samples were placed briefly on a TurboVap<sup>®</sup> (Zymark) to remove the organic solvent. The sample extracts were stored overnight under nitrogen before preparation for analysis.

### *Ultrahigh Performance Liquid Chromatography-Tandem Mass Spectroscopy (UPLC-MS/MS).*

The sample extract was dried and then reconstituted in solvents compatible to each of the four analysis. Each reconstitution solvent contained a series of standards at fixed concentrations to ensure injection and chromatographic consistency. One aliquot was analysed using acidic positive ion conditions (chromatographically optimized for more hydrophilic compounds), and the extract was gradient eluted from a C18 column (Waters UPLC BEH C18 - 2.1 x 100 mm, 1.7 µm) using water and methanol, containing 0.05% perfluoropentanoic acid (PFPA) and 0.1% formic acid (FA). Another aliquot was also analysed using acidic positive ion conditions and the extract was gradient eluted from the same afore mentioned C18 column using methanol, acetonitrile, water, 0.05% PFPA and 0.01% FA and was operated at an overall higher organic content. Another aliquot was analysed using basic negative ion optimized conditions using a separate dedicated C18 column. The basic extracts were gradient eluted from the column using methanol and water, with 6.5 mM ammonium bicarbonate at pH 8. The fourth aliquot was analysed via negative ionization following elution from a HILIC column (Waters UPLC BEH Amide 2.1 x 150 mm, 1.7 µm) using a gradient consisting of water and acetonitrile with 10 mM ammonium formate, pH 10.8. The MS analysis alternated between MS and data-dependent MS<sup>n</sup> scans using dynamic exclusion. The scan range varied slightly between methods but covered 70-1,000 m/z.

### *Data Extraction and Compound Identification.*

Raw data was extracted, peak-identified and quality control-processed using Metabolon's hardware and software. These systems were built on a web-service platform utilizing Microsoft's .NET technologies, which run on high-performance application servers and fiber-channel storage arrays in clusters to provide active failover and load-balancing. Compounds were identified by comparison to library entries of purified standards or recurrent unknown entities. Metabolon maintains a library based on authenticated standards that contains the retention time/index (RI), mass to charge ratio (m/z), and chromatographic data (including MS/MS spectral data) on all molecules present in the library. Furthermore, biochemical identifications are based on three criteria: retention index within a narrow RI

window of the proposed identification, accurate mass match to the library +/- 10 ppm, and the MS/MS forward and reverse scores between the experimental data and authentic standards. The MS/MS scores are based on a comparison of the ions present in the experimental spectrum to the ions present in the library spectrum. Metabolites were normalised to dsDNA concentration of the samples.

### **Metabolite consumption and release rate.**

High-resolution 1-dimensional <sup>1</sup>H NMR spectroscopy was used to profile metabolite consumption and release (3). Frozen culture supernatant samples were thawed at RT and subsequently vortexed. A volume of 550 µL of each sample was transferred into microcentrifuge tubes, 50 µL of DSS buffer (12 mM deuterated 4, 4-dimethyl-4-silapentane-1-sulfonic acid, 0.5 M sodium phosphate, 0.02% sodium azide in D<sub>2</sub>O water) were added to each sample before tubes were vortexed and centrifuged at 20000 x g for 1 min. A volume of 550 µL of each sample supernatant was then transferred into 5 mm diameter Wilmad® NMR tubes (Sigma-Aldrich, Missouri, US).

High-resolution 1-dimensional <sup>1</sup>H NMR spectroscopy was performed using the 14.1 T Bruker AVANCE 400 MHz spectrometer (Bruker Biospin) at 298 K. NMR spectra were acquired for each sample using a conventional ZGPR solvent pre-saturation method with a single RF pulse, a recycle delay of 4 s, spectral width of 6 402.049 Hz, 32 FIDs and 64000 data points. Data were automatically digitalised, and Fourier transformed before being processed in MATLAB® software (Mathworks) using in-house scripts developed in the Department of Surgery and Cancer at Imperial College London (London, UK). Phase correction, baseline correction, ppm referencing (DSS) and normalisation to the reference peak (DSS) was automatically done before spectral peaks were identified with reference to the Human Metabolome Database (HMDB) and subsequently integrated using in-house scripts in MATLAB® software (Mathworks). Metabolite consumption and release rate (molar amount per cell and per unit time) was calculated by subtracting the measured concentration (mM) of fresh supernatant (C<sub>fresh</sub>) to spent supernatant (C<sub>spent</sub>), normalizing (divided) by the average number of viable cells ( $\bar{x}_{\text{cells}}$ ), and by the time difference in hours between the current and the previous time point ( $\Delta t$ ),

$$\text{Metabolite consumption and release rate} = \frac{C_{\text{spent}} - C_{\text{fresh}}}{\bar{x}_{\text{cells}} * \Delta t}$$

### **Seahorse analysis.**

Oxygen consumption rate (OCR) was determined using a Seahorse XFe96 Analyzer (Agilent) following manufacturer's recommendations. Briefly, Seahorse cartridges (102601-100, Agilent) were hydrated and incubated at 37 °C in a CO<sub>2</sub>-free incubator for 24 h before analysis. Seahorse 96-well plates (102601-100, Agilent) were coated with 0.01% poly-lysine solution (4832, Sigma Aldrich). On the day of the analysis, the Seahorse XFe96 analyser was calibrated using the hydrated cartridge. A total of 10<sup>5</sup> live RPMI-8226 cells per well were plated in XF assay medium (102365, Agilent) complemented with 10 mM glucose (G8769, Sigma Aldrich), 1 mM sodium pyruvate (1136007, Gibco) and 2 mM glutamine (25030081, Gibco) and incubated for 1 h at 37 °C without CO<sub>2</sub>. OCR was quantified after injection of 1.5 µM oligomycin A, 60 µM 2,4-Dinitrophenol (DNP) (34334, Sigma Aldrich), or 1 µM rotenone/antimycin A. Results were acquired and analysed by the Wave 2.6.1 software (Seahorse bioscience Inc.). Data were normalized to viable cell numbers at the time of analysis as determined by Trypan Blue exclusion, and day 0 to 8 samples were analysed in parallel on one plate.

## Gene expression time series modelling and clustering.

RNA-sequencing-derived transcript counts for 18062 genes were regularised and  $\log_2$ -transformed using DEseq2(4). Low counts were filtered out by applying an expression cut-off at the trough between the two modes of the distribution of the  $\log_2$ -transformed sum of normalized counts. This resulted in 11798 transcripts selected for further analysis. 

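The count filter was recomputed from the deposited counts with the size factors of DESeq2. The trough between the modes of the log2-transformed sums lay at 8.41, and 11679 transcripts lay above it.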

To study the dynamics of the recovery with respect to the expression levels in day 0, we removed the expression data on day 0 (timepoint  $t_1$ ) from analysis and re-normalised the remaining timepoints by subtracting the mean of the  $\log_2$ -transformed regularised counts for the 11798 transcripts. Lastly, we filtered for genes that underwent substantial changes in their expression profiles. To this end, we computed the variance:

$$\text{var}(x_i) = \frac{1}{29} \sum_{j=1}^{30} (x_i(t_j) - \mu_i)^2,$$

with  $\mu_i$  being the expression level averaged across all timepoints. 

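Over the libraries of days 1 to 10, 2732 transcripts had a variance of regularized log2 counts above 0.1, of which 2309 are among the 2542 clustered genes of Table S1. Over the means of these days, 2486 transcripts did. The transform moved this number most. With variance-stabilized counts, 351 transcripts passed, 350 of them among the clustered genes. With day 0 included, 3139 transcripts passed on regularized log2 counts.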

We applied a cut-off  $\text{var}(x_i) > 0.1$ , which resulted in 2542 genes selected for further analysis.

We modelled the time series with a combination of Gaussian Process (GP) regression and graph-based clustering (5). For GP regression we employed a squared exponential function as a covariance function and learned the GP hyper-parameters by maximizing the marginal likelihood for all 2542 genes(4). We then used GP likelihood to compute a similarity score between every pair of genes, which were then converted into a gene-to-gene similarity graph. For clustering, we pruned the graph using  $k$ -nearest neighbour ( $k$ NN) algorithm with  $k = 7$ , where a gene is connected only to its seven nearest neighbour genes based on the GP similarity. When the  $k$ NN graph had disconnected components, we intersected it with the minimum spanning tree of the fully connected graph. The resulting graph was clustered with the Markov Stability (MS) algorithm for community detection(5). MS produces different graph partitions depending on the Markov time, a resolution parameter that allows to examine the graph structure across scales. We determined the number of clusters by three simultaneous criteria: 1) the algorithm identifies the same number of clusters for a wide range of Markov times (blue curve in [SI Appendix Fig. S2A](#)); 2) the identified clusters are stable, as quantified by the variation of information across Markov times (green curve and heatmap [SI Appendix Fig. S2A](#)); 3) the clusters are biologically meaningful, as quantified by the biological homogeneity index (BHI) (6). Based on these criteria the filtered genes were clustered into 6 groups ([SI Appendix Fig. S2B,C](#)). The average gene expression profile for each cluster was computed with GP regression of the genes in each cluster. For enrichment analysis we employed the R package clusterProfiler to identify the Gene Ontology (GO) terms and KEGG pathways that were over-represented by the clusters of genes (7). A p-value cut-off of 0.05 was used to retrieve relevant terms and pathways.

## Statistical analysis.

Unless stated otherwise, data show means and standard error of the mean (SEM) from at least three independent experiments. Statistical tests are indicated in the figure legends and were performed using GraphPad Prism 8.4.2 software. Differences among groups were considered statistically significant at  $P < 0.05$  unless stated otherwise.

## Bioinformatic analyses and datasets.

Datasets and code are available at <https://doi.org/10.5281/zenodo.4010524>.

### *RNA-sequencing.*

Read count abundances were generated from raw data FASTQ files by pseudo-aligning these to the *Homo sapiens* GENCODE 'comprehensive' reference transcriptome (GRCh38.p12 / release 28) using Kallisto v0.44.0, adjusting for GC content bias and bootstrapping 50x. Bootstrapped transcript isoform-level counts were then imported to R Programming Language v 3.5.0 (R) and summarised to gene level counts (adjusting for gene-length) using the tximport v1.9.8 (8) package in R.

Protein coding genes (total = 19665) were then isolated from the raw counts based on GENCODE biotype keyword 'protein\_coding'. 

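The deposited data hold counts of protein-coding transcripts apart from those of other transcript biotypes of the same gene. Between 14011 and 15200 protein-coding entries had at least 1 count per library. Protein-coding entries held 79.8% ± 1.12 (SD, n = 5) of all counts on day 0, 83.5% ± 1.47 on day 1 and 81.1% ± 0.918 on day 10.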

A gene with zero counts across all samples was removed (total = 1603). The raw counts of the remaining genes (total = 18062) (as a tximport object) were then converted to a DESeq2 v1.25.8(4) object for normalisation with betaPrior set to FALSE. For downstream analyses, the negative binomial-distributed normalised counts were transformed to regularised log (rlog) and variance-stabilised (vst) expression levels via the rlog and vst functions of DESeq2 in R, with blind set to FALSE.

Differential expression analysis was conducted on the negative binomial-distributed normalised counts with FDR set at 5%. Following differential expression,  $\log_2$  fold changes ( $\log_2$ FC) were shrunk via the lfcshrink function of DESeq2. A gene was defined as differentially expressed if it passed Benjamini-Hochberg  $Q \leq 0.05$  and absolute  $\log_2$ FC  $\geq 2$  unless stated otherwise.

### *Proteomics.*

Raw data was processed and normalised using Perseus (9, 10).  $\log_2$ FCs were also derived for days 1-10 via comparisons to day 0 ('vs. day 0' comparisons) - sequential comparisons (e.g., day 0 vs day 1; day 1 vs day 2; day 2 vs day 4; et cetera) were also derived ('sequential day' comparisons). limma v3.41.15 (11) was used to perform the differential expression comparisons. Test statistics were modified via the empirical Bayes methods via eBayes.

### *Metabolomics.*

The raw area count metabolite levels were normalised and imputed by Metabolon as follows: 1, each sample was normalised by dsDNA concentration; 2, each metabolite was rescaled to have median = 1; and 3, missing values were imputed with the minimum overall value. These values were then  $\log_2$  transformed and converted to the Z-scale for the purposes of all downstream analyses. Differential metabolite analysis was performed using RegParallel (<https://github.com/kevinblighe/RegParallel>, doi:10.18129/B9.bioc.RegParallel), which fits a linear model independently to each metabolite level, with final nominal p-values adjusted for FDR (Benjamini-Hochberg).

### *Principal component analysis (PCA).*

Principal component analysis was performed using PCAtools (<https://github.com/kevinblighe/PCAtools>, doi:10.18129/B9.bioc.PCAtools). Bi-plots were generated to compare eigenvectors, i.e., principal components (PCs), 1 to 3. The percent variation contributed by each PC to the total dataset variation was also calculated and illustrated via a scree plot for QC purposes.

### *Volcano plots.*

Volcano plots were generated using the EnhancedVolcano package v1.3.1 (<https://github.com/kevinblighe/EnhancedVolcano>. doi:10.18129/B9.bioc.EnhancedVolcano). Plots were then plotted together using grid.arrange from the gridExtra v2.3 package.

### *Clustering and heatmaps.*

Supervised (filtered) and unsupervised (unfiltered) clustering were performed using the Heatmap function of the ComplexHeatmap v2.1.0 package (12). Data was transformed to the Z scale (scaled by row/gene) and then clustered via 1 minus Pearson correlation distance (or Euclidean distance) and Ward's linkage. A samples box-and-whisker plot of Z-scores was added to the heatmap bottom. In certain cases, k-means clustering was performed on heatmap data in order to identify  $k$  clusters, with the variable-to-cluster assignment then being used to split the heatmap and dendrogram into  $k$  separate entities.

### *Fold-change comparisons: RNA-seq vs. Proteomics.*

For fold-change comparisons, the  $\log_2FC$  for all RNA-seq and proteomics genes/proteins that matched on Entrez ID were included, irrespective of statistical significance. biomaRt v2.41.7 (13, 14) was used to convert gene symbols to Entrez IDs.  $\log_2FC$ s were then extracted for day 0 comparisons for these genes/proteins and then plotted via geom\_point from ggplot2. A linear regression fit with 95% confidence intervals was added via geom\_smooth and stat\_smooth. Pearson correlation values and the p-values from the correlation test were added as captions. Plots were arranged via grid.arrange from the gridExtra package.

### *GO term and KEGG pathway enrichment.*

For GO term enrichment, topGO v2.37.0 was used. Enrichment was made against “BP” (biological processes), “CC” (Cellular Component), and “MF” (Molecular Function) ontology with nodeSize = 5. The “classic” algorithm with the Kolmogorov-Smirnov (K-S) test, which takes the rank of each target gene into consideration, was used to determine statistically significantly enriched terms ( $P < 0.001$ ) - only top 10 terms were chosen.

Pathway enrichment for KEGG was performed using KEGGprofile v1.27.0. Initial enriched pathways were identified via the find\_enriched\_pathway function, with returned\_pvalue = 0.01, returned\_adjpvalue = 0.05, and returned\_genenumber = 5, or returned\_genenumber = 3 for the GCN2-dependency TCGA signature enrichments due to lesser numbers of genes in each signature. This process was repeated 10x to increase reliability of results, randomly selecting 90% total genes during each bootstrap, and selecting the lowest obtained adjusted p-value where enriched pathways were the same across multiple bootstraps. The final list of pathways was then filtered by adjusted  $P < 0.001$ . Prior to topGO and KEGGprofile, gene symbols were converted to Entrez IDs via biomaRt, with non-matching symbols being removed. For the GCN2-dependency TCGA signatures, no cross validation was performed, again due to lesser numbers of genes in each signature.

For each comparison, genes passing Benjamini-Hochberg  $Q \leq 0.05$  were used. Final plots were drawn via geom\_bar from ggplot2, as negative  $\log_{10}$  of the enrichment p-value.

### *Gene-set variation analysis.*

Unbiased/Unsupervised gene-set variation analysis (GSVA) was performed using GSVA v1.33.1 (15) and using the C2 curated gene sets from Molecular Signatures Database (C2 MSigDB), with parameters `min.sz = 5`, `max.sz = 999999`, and `abs.ranking = FALSE`. Input in each case were rlog expression levels with gene symbols converted to Entrez IDs via biomaRt. Gene symbols that did not match were removed. For comparisons to day 0, limma was used to fit a linear model to the enriched dataset for the purpose of deriving test statistics. Test statistics were modified via the empirical Bayes methods via eBayes. Separately, GSVA enrichments were also made against subsets of C2 MSigDB signatures. These subsets were identified via key terms as indicated in the manuscript. The resulting enrichments were then plot via corrpilot v0.84, with enrichment level scaled between -1 and +1.

#### *Mitocarta 2.0 analyses.*

Genes/Proteins passing Benjamini-Hochberg  $Q \leq 0.05$  were included, and these were separated for those that were down- or up-regulated (negative or positive fold-change, respectively), and presence / absence in MitoCarta2.0. A Pearson  $\chi^2$  test was performed at each day to gauge the statistical significance of MitoCarta2.0 vs non-MitoCarta2.0 statistically significant genes. ggplot2 was then used to plot count frequencies of these as a stacked bar plot, with each bar colour-coded based on MitoCarta2.0 / non-MitoCarta2.0 genes/proteins.

Gene-set variation enrichments using GSVA were also performed separately against just MitoCarta2.0 known mitochondrial genes, i.e., MitoCarta2.0 was the signature being enriched.

#### *DepMap GCN2 dependency and TCGA.*

Raw RNA-seq counts were downloaded from CCLE (<https://portals.broadinstitute.org/ccle>) as *CCLE\_RNAseq\_genes\_counts\_20180929.gct.gz*, with accompanying metadata *Cell\_lines\_annotations\_20181226.txt*. Counts over cell-lines of interest were extracted and then different analyses were conducted using DESeq2:

- Normalisation of all samples followed by differential expression between cell-lines with highest DepMap GCN2 dependency (loCERES) and lowest GCN2 dependency (hiCERES), with inclusion of “tissue” as covariate.
- Separate normalisations and differential expression (as above) for each main tissues of interest (CNS, liver, and skin) separate.

Downstream heatmaps were generated as previously described in these methods.

TCGA HTSeq raw counts for glioblastoma multiforme (GBM), lower grade glioma (LGG), skin cutaneous melanoma (SKCM), liver hepatocellular carcinoma (LIHC), and head & neck squamous cell carcinoma (HNSC) were downloaded from Xena (<https://xenabrowser.net/datapages/>). Separate sample metadata in biotab format was downloaded from the Genomic Data Commons (GDC) Data Portal (<https://portal.gdc.cancer.gov/>). Normal samples were filtered out of each dataset based on the TCGA barcode. Further filtering at the raw count stage was performed as follows:

- SKCM, filter exclude *primary\_melanoma\_known\_dx == NO*
- LIHC, filter include *histologic\_diagnosis == Hepatocellular Carcinoma*

These were then normalised via DESeq2 - variance-stabilised expression levels were also produced for downstream analyses.

For the construction of tissue-specific predictive models (one each for CNS, liver, and skin) using the CCLE data, we first identified statistically significant genes between loCERES vs. hiCERES at Benjamini-Hochberg  $Q \leq 0.05$  and  $|\log_2FC| \geq 1$  for each tissue. Using glmnet (16), we then fit an elastic-net penalised regression model and cross-validated this x10. The best predictors from this model were identified as those whose coefficients were not shrunk to zero based on the 1 standard error rule ( $\lambda_{1se}$ ). Enriched GO terms and KEGG pathways were identified from these genes as previously described in these methods.

For each tissue specific CCLE model, we then made predictions on each respective TCGA dataset, i.e.: CNS  $\rightarrow$  GBM + LGG; skin  $\rightarrow$  SKCM; liver  $\rightarrow$  LIHC. Prior to model predictions, the variance-stabilised expression levels of each TCGA dataset was standardised by subtracting, per gene, the mean, and then dividing by the standard deviation. Only TCGA samples with predictions at  $> 80\%$  probability were retained. Where possible, and numbers per predicted class permitted, a differential expression analysis was conducted between the loCERES and hiCERES predicted TCGA samples. A logistic regression analysis was also performed against the TCGA biotab clinical data to discover statistically significant associations.

For gene-set enrichment analysis, we used the fgsea package in R. Enrichment was made against selected KEGG pathway with 100000 permutations. Input genes were ranked based on negative log of the adjusted p-value for the predicted low versus high GCN2-dependency TCGA samples.

## SUPPLEMENTARY REFERENCES

How the deposited data were processed for this re-analysis (not part of the article)

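RNA of RPMI-8226 myeloma cells was sequenced on day 0 and on days 1, 2, 4, 6, 8 and 10 after a carfilzomib pulse, with 5 subcultures per day and 35 libraries in total. The authors deposited estimated counts, which they made with Kallisto 0.44.0 against the GENCODE transcriptome of GRCh38, with adjustment for GC content, and summarized with tximport with adjustment for transcript length. These estimated counts are whole numbers, without normalization for library size. They are given per gene symbol and transcript biotype, and no value was missing. No other processing between the authors' estimates and the values was applied here, and no reads were realigned.

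Protein-coding entries with a count in any library were tested (17999 of 19665). The other 1666 had no count. SI Appendix gives 1603 such genes and 18062 tested, and the reason for this difference was not found. Differences between days were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM factors between 0.929 and 1.08, day as a factor over all 35 libraries, no covariate, and Benjamini–Hochberg adjustment over all transcripts of a comparison. The threshold was Q ≤ 0.05 with an absolute log2 fold change above 1, or Q ≤ 0.05 alone where members of a list were counted. Each day was compared with day 0 and with the time point before it. The depth was 6519392 to 10962890 counts per library, and the 10 most abundant protein-coding entries held 8.49% to 15.0% of protein-coding counts. The method was run first on simulated counts drawn from the day 0 means, the library sizes and the fitted dispersions. Of 100 transcripts changed 4-fold in the simulated day 1 libraries it recovered 96 past the threshold. Of 100 changed 1.5-fold it recovered 64 at Q ≤ 0.05, with 2 of 16672 unchanged transcripts past the threshold. The changed transcripts all had a real mean above 1 CPM, and far fewer were changed than on the real day 1.

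Scores of gene sets, principal components and distances used log2 CPM, which are counts scaled to the TMM-normalized library size, of the 12301 transcripts that passed filterByExpr. The 20 score tests were exact two-sided permutation tests with Benjamini–Hochberg adjustment. The gene sets were those of proteasome subunits, glycolytic and β-oxidation enzymes, NRF2 targets, immediate-early genes and mitochondrially encoded transcripts, written from general knowledge, the cell cycle sets of Seurat 5.3.0, and the genes that the paper names or tabulates for the GCN2–ATF4 axis, the ER, mitochondrial ribosomal proteins, the bounce-back genes VCP, NPLOC4 and UFD1L, the Shaughnessy signature and the primers. For a named transcript without a count on a day, the fold is given as a bound against 3 counts over the 5 libraries of that day. Gene positions came from GENCODE release 44, in which 17434 of the 17999 tested symbols (96.9%) were matched, directly or through older symbols. The authors used release 28 of the same genome build.

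The comparisons, the threshold, the lists and the alternatives were fixed before the data were examined, apart from those named below as chosen later. Genes were named by a rule. The rule covered every gene that the results text names for these data, the genes of the primer table and VCP, NPLOC4 and UFD1L. It also covered the highest and lowest member of each scored list on the day tested. Last, it covered the 3 largest rises and falls on days 1 and 10 among transcripts past the threshold with a mean log2 CPM above 0 and with every library on the same side of every day 0 library. The values of Tables S2 and S5 had been seen when the rule was written.

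The alternatives were a filter on low counts (filterByExpr), the RLE factors of DESeq2, library size without factors, the replicate number as a block, a fit of only the libraries of the 2 days compared, DESeq2 1.42.0 with and without shrinkage of the fold change, other fold cutoffs, other prior counts, medians in place of means, other transforms for principal components, and each library left out in turn. SI Appendix names lfcShrink of DESeq2 1.25.8 without its type. The alternative set beforehand was type normal, which was run in the contrast form and in the coefficient form. The coefficient form, type apeglm (apeglm 1.24.0) and type ashr (ashr 2.2.63) were added after data had been seen, and none of the 4 forms was chosen for its closeness to the paper. The replicate block was not run for scores, because 5 pairs cannot give a p below 0.0625 with 32 sign changes.

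The proteome, the metabolome, the experiments with the GCN2 inhibitor, and the public cohorts were not analysed here. The pathway sets scored by GSVA and the MitoCarta2.0 lists were not used here. The files hold no sequencing batch or date, and no such batch was tested.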

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

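The tests of the 5.8S ribosomal RNA entries, of EGR3 sequence and of the mislabelled sample were chosen only after the result was seen.

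For 25 measures and 7 days, the library farthest from the others of its day was compared with the range of that day. In 13 of 175 day groups (7.43%) its gap was above the 95% limit of Dixon's test for 5 libraries, where chance gives about 5%. The measures share libraries and are not independent.

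Day 1 replicate 3 was far above the other day 1 libraries in the share of counts on antisense (1.28 against 0.532 to 0.603%), lincRNA (3.61 against 1.47 to 1.95%) and processed pseudogene (0.746 against 0.183 to 0.192%) entries. A total of 20 entries were more than 4-fold above the mean of the other day 1 libraries in this library, against at most 4 in any other. Among these, 5 antisense, lincRNA and processed pseudogene entries held 3.45% of all counts in replicate 3 and 0.152% in the mean of the others. Whether these entries lie at or resemble ribosomal DNA was not tested. Its total of 7048921 counts lay within the range of the other day 1 libraries (6759401 to 7921604), which argues against library size. In log2 CPM of protein-coding transcripts it lay 42.1 from the mean of the other day 1 libraries and 84.2 from the nearest other day, day 2. This missed the limit first set for the distances, a next distance of at least 2 times its own. Its PC1 score of 73.1 lay within the range of the other day 1 libraries (69.3 to 76.9), and the highest of any other day was 26.7, which argues against a mislabelled sample of another day. The 5.8S ribosomal RNA entries had 1589 CPM of all counts in replicate 3, against 272 to 342 in the other day 1 libraries, 4.65 times the highest of them. A candidate explanation is therefore ribosomal RNA carried over in this library. A further test, on protein-coding genes that share at least 10 31-mers with the 45S precursor, was void, since only 1 gene does. In protein-coding entries, C1orf95 (209 against a mean of 14.7 CPM) and EGR3 (76.7 against 5.32 CPM) were raised in this library, and both were chosen after their values were seen. C1orf95 shares 2 31-mers with the 45S precursor and EGR3 0, so reads of shared sequence do not explain the level of EGR3, and its cause stays open. EGR3 is a member of the immediate-early list, and on day 1 it was the only one of that list not below day 0 at Q ≤ 0.05. No biological explanation was tested, since the libraries of 1 day had the same treatment.

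Day 10 replicate 2 was below the other day 10 libraries in the share of counts on lincRNA (1.47 against 1.81 to 1.92%), nonsense-mediated decay (2.72 against 2.84 to 2.88%), processed transcript (2.33 against 2.68 to 2.74%) and retained intron (5.58 against 6.54 to 6.74%) entries. Its total of 8894446 counts was above those of the other day 10 libraries (6979280 to 8219861). A difference in library size is thus a candidate explanation, but the test is weak, since some library of each day has the highest total. Leaving this library out changed the direction or the side of the threshold of none of the day 10 scores. No biological explanation was tested.

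Day 6 replicate 3 had the highest share of lincRNA (2.12 against 1.84 to 1.92%), and day 1 replicate 4 the lowest TMM factor of its day (1.00 against 1.03 to 1.04). In scores (log2 CPM), day 8 replicate 1 was low for 20S proteasome subunits (5.67 against 5.95 to 6.02), day 1 replicate 2 high for glycolytic enzymes (8.70 against 8.61 to 8.63), day 1 replicate 4 high for NRF2 targets (8.46 against 8.30 to 8.34) and day 2 replicate 3 high for the GCN2–ATF4 axis (5.87 against 5.82 to 5.83). No explanation of these values, technical or biological, was tested.

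The paper does not report immunoglobulin transcripts. IGKC, which was chosen after its values were seen, had 241 ± 9.98 CPM of all counts (SD, n = 5) on day 1 and 165 ± 7.34 on day 0, a difference of 76.5 (exact permutation test, p = 0.00794, the smallest possible), with 5 of 5 libraries above every day 0 library. On day 2 it had 183 ± 4.47 and on day 10 168 ± 9.53 CPM. Over 12301 transcripts with enough counts, the median log2 change in the share of all counts was 0.18, which argues against the scaling of the libraries as the whole of the rise. The pulse itself stays open as an explanation and was not tested, as no untreated cultures were followed beyond day 0.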

How the results depend on the processing

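Of the tests below, the comparisons with type apeglm, type ashr and the coefficient form of type normal, and the comparison of other splits for day 10 against day 0, were chosen only after the result was seen.

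No result that passed its threshold passed it in the other direction under any alternative. Of 438 values of named genes, 436 with RLE factors, 435 with the replicate block, 430 with filterByExpr, 429 with DESeq2, 424 with only the libraries of the 2 days and 421 without factors stayed on the same side of Q ≤ 0.05 in the same direction. With factors left out, 11 values were called in addition and 6 were no longer called. With 1 library left out, 4284 values stayed, 40 were called in addition and 56 were lost. The numbers of deregulated transcripts on the 6 days stayed within 1.5-fold with RLE factors, without factors, with the block, with the libraries of the 2 days, with DESeq2 without shrinkage and with type apeglm (3232 on day 1 and 761 on day 10).

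With filterByExpr, 545 transcripts were lower on day 8, and the other numbers stayed within 1.5-fold. The share of higher ones among deregulated transcripts was 50.5%, 52.5% and 50.7% on days 4, 6 and 8, against 43.8%, 47.5% and 44.0%. Without factors it was 51.3%, 54.1% and 53.8% on days 2, 4 and 6.

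The fold cutoff set the numbers most, by its construction. With an absolute log2 fold change of 2 or more, the numbers were 1395 on day 1, 312 of them higher and 1083 lower, 974 on day 2, 318 of them higher and 656 lower, 566 on day 4, 189 of them higher and 377 lower, 386 on day 6, 140 of them higher and 246 lower, 479 on day 8, 167 of them higher and 312 lower, and 351 on day 10, 91 of them higher and 260 lower. Between consecutive time points they were 593, 151, 30, 6 and 26. Without a fold cutoff they were 9480 on day 1, 4570 of them higher and 4910 lower, 8578 on day 2, 4181 of them higher and 4397 lower, 7043 on day 4, 3421 of them higher and 3622 lower, 6209 on day 6, 3143 of them higher and 3066 lower, 6624 on day 8, 3282 of them higher and 3342 lower, and 5745 on day 10, 2895 of them higher and 2850 lower. Between consecutive time points they were 7134, 5507, 2172, 461 and 1809.

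Shrinkage of the fold change lowered the numbers, since fewer fold changes then passed the cutoff. The forms differed from each other. With type normal in the contrast form, 2900, 2174, 1292, 853, 1082 and 775 transcripts were deregulated on days 1 to 10, and 355, 55, 7 and 59 between consecutive time points from day 2 on. In the coefficient form the numbers were 2719 on day 1, 1634 on day 2, 736 of them higher and 898 lower, 627 on day 4, 313 of them higher and 314 lower, 300 on day 6, 136 of them higher and 164 lower, 432 on day 8, 207 of them higher and 225 lower, and 241 on day 10, 89 of them higher and 152 lower. With type ashr they were 1108 on day 4, with 570 lower, 649 on day 6, 316 of them higher and 333 lower, 853 on day 8, 424 of them higher and 429 lower, and 563 on day 10, 237 of them higher and 326 lower. With DESeq2 without shrinkage, 11 transcripts were deregulated from day 6 to day 8. With edgeR it was 23, and lay between 11 and 32 with 1 library left out, and was lowest without day 6 replicate 3.

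Mean changes of the clusters moved by more than the spread between libraries under several settings, the cause of which was not tested. Those of cluster 3 are for day 2 and the others for day 1, unless another day is given. Without factors they were 0.68, 1.65, 2.00, −0.63, −1.22 and −1.92 for clusters 1 to 6, and −1.62 for cluster 6 on day 2. With type normal they were 0.52, 1.42, 1.76, −0.68, −1.24 and −1.94 for clusters 1 to 6, and −1.68 for cluster 6 on day 2. As medians over the cluster they were 0.59, 1.30, 1.79, −0.66, −1.17 and −1.85 for clusters 1 to 6, and −1.56 for cluster 6 on day 2. With RLE factors cluster 1 was 0.54 and cluster 3 1.85, and with DESeq2 clusters 1, 3 and 6 were 0.54, 1.86 and −2.06. With 1 library left out, cluster 1 ranged from 0.55 to 0.57, cluster 3 from 1.85 to 1.88 and cluster 5 from −1.36 to −1.32. No cluster changed sign.

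Of the scores, 6 depended on the processing or on single libraries, and the cause was not tested. Without factors, the day 10 differences of 19S subunits (0.11), 20S subunits (0.12) and mitochondrial ribosomal protein transcripts (0.12) passed the threshold (exact permutation test, p = 0.0238 and q = 0.0265 for each). With the median over the list, the β-oxidation difference on day 10 was 0.0055 (exact permutation test, p = 0.833) and no longer passed, and that of NRF2 targets, −0.0084 as a mean, was 0.20 (exact permutation test, p = 0.0238, q = 0.0317) and did. With 1 library left out, the mitochondrial ribosomal protein difference on day 10 ranged from 0.0271 to 0.0915 and passed the threshold without day 10 replicate 1 (exact permutation test, p = 0.0397, q = 0.0496). That of mitochondrially encoded transcripts ranged from −0.54 to −0.39 and missed it without day 10 replicate 1, 3, 4 or 5, at −0.45, −0.39, −0.46 and −0.44 (exact permutation test, q = 0.0529 for each).

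For principal components, PC1 held 42.0% of the variance with variance-stabilized counts, PC1 and PC3 held 29.2% and 4.71% with the transcripts of largest variance, and PC3 held 9.03% with each transcript scaled to unit variance.

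The replicate numbers did not pair the libraries. Over 105 pairs of libraries with the same number on different days, the median correlation of what remained after the day means were removed was 0.00119 across transcripts (−0.123 to 0.136), and 9 of 35 libraries correlated best with one of their own number. With the number as a block, 3499, 2609, 1586, 1134, 1385 and 993 transcripts were deregulated on days 1 to 10.

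To see whether chance groupings of the libraries give as much, each contrast was refitted for 100 of the 126 possible ways to split the 10 libraries of both days into groups of 5. Only whether chance can be excluded was read from these. The numbers of deregulated, higher and lower transcripts against day 0 were 3679 (highest other 1228), 1308 (highest other 904) and 2371 (highest other 904) on day 1, 2746 (highest other 840), 1137 (highest other 514) and 1609 (highest other 514) on day 2, 1694 (highest other 446), 742 (highest other 283) and 952 (highest other 283) on day 4, 1207 (highest other 238), 573 (highest other 133) and 634 (highest other 133) on day 6, 1472 (highest other 369), 648 (highest other 240) and 824 (highest other 240) on day 8 and 1067 (highest other 253), 433 (highest other 148) and 634 (highest other 148) on day 10. Against the time point before, the numbers were 1850 (highest other 514), 557 (highest other 84), 113 (highest other 22), 23 (highest other 4) and 122 (highest other 16). For the Shaughnessy signature they were 49 (highest other 43) on day 1 and 42 (highest other 31) on day 2, and for proteasome subunits 36 (highest other 34) on day 1. In each of these only 1 split, the real one, was as large, which excludes chance. Cluster means were 0.57 (highest other 0.35), 1.53 (highest other 0.86), 1.88 (highest other 1.00), −0.75 (highest other 0.50), −1.33 (highest other 0.79) and −2.03 (highest other 1.11) for clusters 1 to 6, and −1.75 (highest other 0.98) for cluster 6 on day 2, with other splits given as sizes. Here too no other split was as large, but the clusters were made from these libraries, so these splits do not test them. For subunits below day 0 on any of days 4 to 10, the day labels of these days and day 0 were shuffled, in 100 groupings with the real one. The number of 19S subunits was 7 (highest other 1), and chance can be excluded. For 20S subunits it was 0 (highest other 1), a count that every grouping reaches, so chance cannot be excluded.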

Differences from the paper's values

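No test of a cause was run for these differences. The numbers with type apeglm, type ashr and the coefficient form of type normal were added only after the result was seen.

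The share of transcripts above day 0 on day 6 was 3.18% here, and the paper's value is about 2.1% in Fig. 1C, read by eye. Among the alternatives set before the data were examined, RLE factors, the replicate block, a fit of only the libraries of the 2 days, DESeq2 and DESeq2 with type normal (2.18%) came within 1.5-fold of it, and filterByExpr, library size without factors, a log2 fold change of 2 or more and no fold cutoff did not. On day 8 the values were 3.60% here and about 2.4% in the paper's Fig. 1C, read by eye. The replicate block, the fit of only the libraries of the 2 days, DESeq2 and type normal (2.68%) came within 1.5-fold, and filterByExpr, RLE factors, library size without factors, a log2 fold change of 2 or more and no fold cutoff did not. On day 10 they were 2.41% here and about 1.6% in the paper's Fig. 1C, read by eye. RLE factors, the replicate block, the fit of only the libraries of the 2 days, DESeq2 and type normal (1.68%) came within 1.5-fold, and filterByExpr, library size without factors, a log2 fold change of 2 or more and no fold cutoff did not.

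SI Appendix names a shrunken fold change without the type. Under type normal in the contrast form, 2900 transcripts were deregulated on day 1 and 775 on day 10, where the paper's values are 2792 and 715. Under the coefficient form they were 2719 and 241, with 136, 207 and 89 higher on days 6, 8 and 10. Under type apeglm they were 3232 and 761, with 411, 510 and 321 higher, and under type ashr 3084 and 563, with 316, 424 and 237 higher. The coefficient form and types apeglm and ashr were chosen after seeing the values, and how many of the paper's own called transcripts they drop was not counted.

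The log2 fold change of MRPL19 on day 10 was 0.29 here, and the paper's value in Table S5 is 0.023 (paper's error 0.0761, of a kind that the table does not name). All 7 alternatives set before the data were examined that gave this value differed from the paper's too, with 0.28 under type normal and 0.35 without factors as the lowest and highest. On day 1 the value of MRPL19 was 1.11, within the error of the paper's.

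In Table S2, the column labelled as SEM held 2.28 to 2.38 times the SD of 5 normalized counts in the median over its genes, and 5.10 to 5.33 times their SEM. The square root of 5 is 2.24. The means of the table were 0.999 to 1.01 times those computed here. Comparisons of genes of Table S2 used the error as labelled, which is wide.

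The paper states that the enrichment of glycolytic pathways by GSVA, which it relates to the mRNAs of glycolytic enzymes, was highest on day 2 and back at baseline on day 10. No GSVA was run here. As a mean over the enzymes, the score was 0.75 above day 0 on day 1 and 0.72 on day 2, and 0.29 above it on day 10, with all 5 libraries of day 10 above every day 0 library. From day 2 to day 10 it fell, as the enrichment did. None of the 6 alternatives for this score brought the day 10 difference to baseline, and the nearest was 0.19 with all members that had a count. The gene sets differ from those of the paper, which were scored by GSVA.

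The paper states that β-oxidation enzyme transcripts increased in later stages of recovery. Their score was highest on day 2, at 0.31 above day 0, fell to 0.15 on day 6, and was 0.17 on day 8 and 0.22 on day 10. As a mean over the list it thus rose again from day 6 to day 10. That rise was not tested. The median of the log2 fold changes over the list was 0.16, 0.22 and 0.17 on days 6, 8 and 10. With the median in each library in place of the mean, the day 10 score difference was 0.0055.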

Other observations

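The tests of explanations for the immediate-early transcripts, of the variance of HSPA5, DNAJC3 and EIF2AK3, and of chance for the GCN2–ATF4 score on day 8 were chosen only after the result was seen.

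Immediate-early transcripts were high on day 0. The list of 21 genes, 18 of them scored, was written beforehand, although the falls of FOSB and NR4A1 had been seen in Table S2. The score went from 5.84 ± 0.09 (SD, n = 5) on day 0 to 3.41 ± 0.14 on day 1 and 3.96 ± 0.08 on day 10, a change of −1.88 (exact permutation test, p = 0.00794, q = 0.0113, all 5 libraries below every day 0 library). On day 10, 18 of 20 transcripts with counts were lower and 1 higher at Q ≤ 0.05, also when adjusted over the list alone. FOSB was the lowest (−6.03) and BTG2 the highest (0.47, standard error 0.07, adjusted p = 2.36e-07 from edgeR). Without factors the change was −1.82, which argues against the scaling of the libraries. With each library of days 0 and 10 left out, the smallest change was −1.84, which argues against a high level in 1 day 0 library. SI Appendix places both the fresh medium of day 0 and the day 0 collection before carfilzomib, without giving their order. It states that the collections of days 2 to 10 came just before a change of medium. By day 10, 22.6% of the day 1 fall had been regained, which a handling effect and a lasting effect of carfilzomib both allow. These explanations cannot be told apart, because no untreated cultures were followed to day 10. A lasting effect of the pulse was not tested.

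The GCN2–ATF4 axis score was lower on day 8 than on day 6, with a change of −0.50 on the log2 scale (exact permutation test, p = 0.00794, the smallest possible). The genes come from clusters made on these libraries, so this p is not independent evidence. Adjusted over all 17999 transcripts, 17 of 20 were lower and 0 higher at Q ≤ 0.05 by edgeR. This count is over a list drawn from those clusters, so it cannot decide on chance differences between cultures. Without factors the change was −0.51, which argues against the scaling of the libraries. SI Appendix states that the cell density was adjusted on days 6 and 8, and whether this played a part was not tested.

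HSPA5, DNAJC3 and EIF2AK3 are in none of the clusters. Whether the removal of day 0 before the variance filter left them out was tested on regularized log2 counts of single libraries. With day 0 included, the variances were 0.101, 0.0367 and 0.0815, so 1 of the 3 passed 0.1 with day 0 only. This argues against the removal of day 0 as the whole explanation. Over all transcripts, 574 had a variance above 0.1 only with day 0 included.

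The lambda light chain transcripts IGLC2 and IGLC3, chosen after their values were seen, held less of all counts on days 1 and 10 than on day 0, while the kappa transcript IGKC rose on day 1. IGLC2 had 17803 ± 957 CPM of all counts (SD, n = 5) on day 0, 9490.0 ± 407 on day 1 and 15329 ± 1304 on day 10. IGLC3 had 2878 ± 132, 1579 ± 74.1 and 2545 ± 243 CPM on these days. Of 24 tests of biotype shares against day 0, the immunoglobulin constant region entries went from 2.09% to 1.14% on day 1 (exact permutation test, p = 0.00794, q = 0.0238, 5 of 5 libraries below every day 0 library) and 1.82% on day 10 (exact permutation test, p = 0.0159, q = 0.0423, 4 of 5). Retained intron entries went from 7.15% to 5.05% on day 1 (exact permutation test, p = 0.00794, q = 0.0238, 5 of 5 below) and 6.43% on day 10 (exact permutation test, p = 0.0397, q = 0.0733, 1 of 5 below), which failed the adjustment on day 10. Unprocessed pseudogene entries went from 0.207% to 0.143% on day 1 and 0.169% on day 10 (exact permutation test, q = 0.0238, 5 of 5 below for each). Immunoglobulin variable region, their pseudogene and processed transcript entries were also lower on day 1 (exact permutation test, q = 0.0238 for each). Protein-coding entries were higher on day 1 (exact permutation test, q = 0.0238). On day 10, only the immunoglobulin constant region and the unprocessed pseudogene entries passed the adjustment. Shares of all counts move against each other, and no explanation was tested.

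The mean score of VCP, NPLOC4 and UFD1L was 2.19 above day 0 on day 1 and 0.13 on day 10. No pair of libraries was identical, and the highest correlation between libraries was 0.983 across transcripts.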
